# VGLL1 contributes to both the transcriptome and epigenome of the developing trophoblast compartment

**DOI:** 10.1073/pnas.2508432122

**Published:** 2025-11-24

**Authors:** Ruben I. Calderon, Nirvay Sah, Molly Huang, Sampada Kallol, Ryan H. Kittle, Walee B. Shaik, Ahmed Abdelbaki, Jennifer N. Chousal, Robert Morey, Tony Bui, Alejandra Mitre, Norah M. E. Fogarty, Claudia Gerri, Zoe Manalo, Claire Zheng, Peter De Hoff, Pratik Home, Kathy K. Niakan, Heidi Cook-Andersen, Kathleen M. Fisch, Soumen Paul, Francesca Soncin

**Keywords:** trophectoderm, trophoblast stem cells, pluripotent stem cells, VGLL1

## Abstract

The trophectoderm (TE), the first lineage specified during mammalian development, initiates implantation and gives rise to placental trophoblasts. While animal models have elucidated key conserved signaling pathways involved in early TE specification, including bone morphogenetic protein (BMP), WNT, and HIPPO, species-specific differences during early development emphasize the need for human-specific models. We previously identified VGLL1, a coactivator of TEAD transcription factors, as a human-specific placental marker. In this study, we employed a pluripotent stem cell (PSC)-based model of TE induction by BMP4 to investigate chromatin remodeling and transcriptional dynamics during TE formation. BMP4-induced chromatin accessibility changes promoted a trophoblast gene expression program, while mesoderm lineage markers were only transiently expressed upon canonical WNT activation. We found that VGLL1 was expressed downstream of key TE transcription factors (GATA2/3, TFAP2A/C) but was essential for establishment of full trophoblast identity by up-regulating the epidermal growth factor receptor (EGFR) and reinforcing GATA3 expression through positive feedback. Notably, VGLL1 enhanced canonical WNT signaling via direct regulation of WNT receptors and effectors. We also identified KDM6B, a histone demethylase that removes H3K27me3 repressive marks, as a direct VGLL1 target. KDM6B facilitated activation of bivalent promoters associated with TE markers, linking epigenetic regulation to lineage identity. Our findings establish a mechanistic framework positioning VGLL1 as a central regulator that integrates HIPPO, BMP, and WNT signaling pathways to drive establishment of human TE.

## Significance

Early development of the human placenta is essential for pregnancy success, yet the mechanisms that guide placental lineage specification remain poorly defined. Using human stem cells, we show how signaling pathways and chromatin remodeling programs work together to direct formation of the trophectoderm, the earliest placental cell type. We identify VGLL1 as a key regulator linking multiple signaling networks to gene expression and epigenetic control. Our findings reveal a species-specific mechanism of placental initiation with broad implications for understanding reproductive disorders, pregnancy loss, and advancing stem cell–based models to study and potentially treat human placental disease.

The trophectoderm (TE) is the first lineage specified during mammalian development and is important for embryo cavitation, implantation, and pregnancy initiation (1). After implantation, the TE gives rise to the trophoblast compartment of the placenta, contributing to the formation of the maternal/fetal interface (2). Early pregnancy loss and several placental-associated disorders are linked to abnormalities in the establishment and differentiation of the TE compartment during early development (2). However, ethical and technical considerations have limited our understanding of the mechanisms of TE specification and trophoblast development in humans. Studies in animal models have determined that tight spatiotemporal regulation of highly conserved signaling pathways, including Bone Morphogenetic Protein (BMP), WNT, and HIPPO, are required to establish the TE in the preimplantation embryos and for early placental development (3–8). However, increasing evidence points to species-specific differences in the composition of regulatory networks that contribute to the development of the extraembryonic ectoderm compartment (3, 9–11). Therefore, species-specific models are better suited to investigate TE specification and early placental development (3, 9, 12).

The HIPPO signaling pathway is a conserved cascade that initiates the specification of the TE lineage following activation of GATA3 and CDX2 expression by the TEAD4/YAP1 complex (10, 13, 14). In early mouse embryos, differential HIPPO pathway activation between the inner and outer cells leads to the expression of CDX2, which initiates a TE expression program, including induction of GATA3 and ELF5 (13, 15, 16). EOMES is expressed down-stream of CDX2 and, while not required for TE specification, it is fundamental for the maintenance of the TE transcriptional program and maintenance of mouse trophoblast stem cells (TSCs) (17, 18). In humans, four transcription factors, GATA2, GATA3, TFAP2A, and TFAP2C, form a transcriptional network required for TE initiation (TEtra factors) downstream of the HIPPO signaling pathway (19). This network drives the establishment of an extraembryonic ectoderm signature, which includes mature markers such as VGLL1, TP63, and EGFR, but not EOMES, which is dispensable for human TE and trophoblast development (9, 20). In particular, we have previously identified VGLL1 as a human-specific marker expressed in the trophoblast progenitor compartments of the placenta (9). VGLL1 is a conserved binding partner of the TEAD family of transcription factors and competes with YAP1 to form a transcriptional complex with TEAD4, therefore potentially modulating HIPPO signaling in human placenta (21).

Canonical WNT signaling is a well-characterized developmental pathway mediated by nuclear localization of β-catenin, where it binds to T cell factor/lymphoid enhancer factor (TCF/LEF) complexes and drives expression of WNT-specific target genes (22). This pathway is required for maintenance and expansion of various human epithelial stem cells, including intestinal and skin stem cells (23, 24). In human preimplantation embryos, the TE compartment is enriched in WNT components, including ligands and receptors (25–29). Moreover, compared to the mouse, both human and nonhuman primate embryos show higher canonical WNT-related gene expression in the TE (30). WNT genes are also highly expressed in the trophoblast compartment of the placenta. In vitro, both human TSCs and trophoblast organoids require activation of canonical WNT signaling for proliferation (31–33) while its transient inhibition is required to initiate differentiation of extravillous trophoblasts (EVT) (32, 34).

BMP signaling has well described roles in the embryonic compartment during early development, including specification of the primitive endoderm from NANOG+ cells, the embryonic mesoderm lineage during gastrulation, and the primordial germ cells (5, 35). However, recent evidence demonstrated BMP activation in the TE of human, but not murine, blastocysts (5, 12), though autocrine BMP signaling has been reported in both mouse and human TSCs (36). In vitro, exogenous BMP4 has been shown to drive differentiation of human pluripotent stem cells (PSCs) into several lineages, namely embryonic mesoderm, primordial germ cells, or extraembryonic trophoblast lineage progenitors, based on the cellular context and the activation of other signaling pathways (5). In particular, embryonic mesoderm differentiation requires BMP-induced WNT activation, while inhibition of β-catenin-dependent WNT signaling downstream of BMP effectively prevents mesoderm differentiation and promotes the trophoblast lineage (37). However, the mechanisms underlying WNT activation by BMP4 and the switch from mesoderm to trophoblast lineage in PSC-derived TE-like cells have not been elucidated yet.

Regulatory networks drive establishment and maintenance of cellular identity by acting on a lineage-specific epigenetic landscape downstream of signaling pathways (38). DNA methylation and histone modifications surrounding lineage-specific genes determine chromatin accessibility for specific transcription factor (TF) binding (38). Recent studies in preimplantation embryos have described epigenome changes across early development from zygote to blastocyst, including segregation of TE and ICM (39–41). However, there is little mechanistic understanding on how epigenetic marks are laid out in a lineage-specific manner during trophoblast development. Moreover, it is largely unknown how multiple signaling pathways like HIPPO, WNT, and BMP converge toward a lineage-specific outcome and drive trophoblast development.

PSCs represent a unique resource to study species-specific genetic and epigenetic mechanisms of TE and trophoblast specification as they are tractable models for genetic and chemical manipulation. Multiple protocols have been published to derive TE from human PSCs (42–46). We have established a 2-step protocol based on BMP4 treatment of PSCs to first convert them into TE-like cells, followed by either further differentiation into mature trophoblasts or derivation of bona fide hTSCs (47, 48). Based on prior literature (37), we further optimized the first step by adding a WNT inhibitor, IWP2, to block concurrent activation of a mesoderm program and obtain a more homogeneous population of TE-like cells (37, 45). We previously reported that VGLL1 is one of the most highly upregulated genes in the BMP4-directed conversion of human embryonic stem cells (hESCs) into TE-like cells (9). Here, we use this model to first investigate the BMP4-dependent chromatin modifications that occur during the transition from PSC to TE-like cells in relation to gene expression changes and WNT activation status. Then, we present our findings on how VGLL1 directly and indirectly drives a trophoblast-specific gene expression and epigenomic program in this PSC-derived trophoblast model.

## Results

### BMP4 Mediates Chromatin Accessibility to Stabilize a Trophoblast-Specific Expression Program.

We have previously optimized a protocol for lineage conversion of PSCs into TE-like cells by treatment with 10 ng/mL BMP4 and the WNT inhibitor IWP2 over 4 d, which prevents mesoderm differentiation and promotes a uniform EGFR+ population (45). 

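Bulk RNA-seq was carried out on H9 (WA09) hESCs, an established human embryonic stem cell line. Undifferentiated cells at day 0 gave 6 libraries. Cells treated with 10 ng/mL BMP4, alone or together with 2 µM IWP2, gave 3 libraries for each treatment at day 2 and 3 at day 4, 18 libraries in all. BMP4 is a ligand of the TGFβ family, and IWP2 blocks Porcupine, the acyltransferase that WNT ligands need for their secretion. Total RNA was depleted of ribosomal RNA before sequencing. The authors aligned the reads with STAR to GRCh38, counted them per gene with featureCounts, and deposited a table of raw counts for 63186 genes and a table of 24177 genes divided by DESeq2 size factors. The gene set of the second table was the same as that left by the study's filter, at least 10 reads in at least 3 libraries. Total counts per library ranged from 28738203 to 74307994 at day 0 (median 36333376), from 31408210 to 36861135 at BMP4 day 2 (median 36744949), from 34433741 to 55864902 at BMP4/IWP2 day 2 (median 38540428), from 39140294 to 57156401 at BMP4 day 4 (median 40114935) and from 29529601 to 33997904 at BMP4/IWP2 day 4 (median 33360072).

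From the raw counts of the 24177 genes, library sizes were scaled by TMM, and all 18 libraries were fitted together with edgeR's quasi-likelihood model. A gene was called higher or lower at a Benjamini-Hochberg adjusted p under 0.05 and a change of more than 2-fold. Levels are given as CPM with the SD between libraries. TMM factors were 1.09 to 1.19 at day 0 and 0.921 to 0.964 after treatment. The p-values of single genes measure only the spread between these libraries, since nothing in the labels says that the replicates came from separate cultures. Those of gene lists and of Fisher's exact test compare listed genes with other genes, and are not a measure of that spread. Between the treatments at day 4, other splits with no gene called put up to 9 lists past the test. Such splits can still hold part of the treatment effect. Intervals and limits from low counts cover counting error only. For single genes, an exact two-sided permutation test of 3 libraries against 6 cannot go below p = 0.0119, and one of 3 against 3 cannot go below p = 0.1.

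The first principal component of the 500 most variable genes held 75.1% of their variance and separated the groups in the order day 0, BMP4/IWP2 day 2, BMP4 day 2, BMP4/IWP2 day 4 and BMP4 day 4. Group means on it were -76.6 ± 0.838 (SD, n = 6) at day 0, -2.06 ± 0.240 at BMP4/IWP2 day 2, 21.8 ± 0.652 at BMP4 day 2, 56.8 ± 1.26 at BMP4/IWP2 day 4 and 76.8 ± 0.655 at BMP4 day 4 (n = 3 each). The second component held 12.7% and ran from -34.7 at BMP4 day 4 to 42.0 at BMP4/IWP2 day 2. The day 0 libraries formed 2 sets, replicates 1 to 3 and replicates 4 to 6, with 1511 of 21186 genes called different between them by edgeR. The labels give no batch. Index numbers in the library names place all libraries of BMP4 alone before day 0 replicates 4 to 6. They place all BMP4/IWP2 libraries after these. At day 2 the fold changes of Dataset S1 lay nearer those against replicates 1 to 3 for 99.1% of 1916 genes with BMP4. With BMP4/IWP2 they lay nearer those against replicates 4 to 6 for 98.5% of 1804 genes. Each treatment in the paper thus appears to have been compared with its own set. If the treatments were also run separately, a comparison of BMP4 with BMP4/IWP2 holds the difference between the sets as well as the effect of IWP2. An alternative chosen after the values were seen takes the day 0 set difference out, as BMP4 less replicates 1 to 3 minus BMP4/IWP2 less replicates 4 to 6. This adds error for genes with few reads at day 0.

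**Figure D1:**
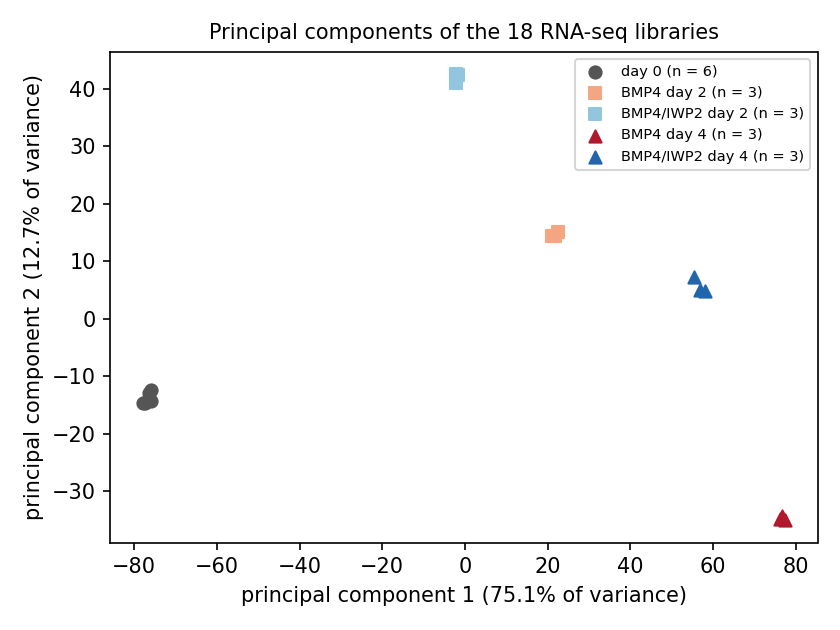
Scores of the 18 libraries on the first (horizontal) and second (vertical) principal components of log2 CPM of the 500 most variable genes, with each axis giving its share of the variance in percent. Each point is a library coloured by group, and the 6 day 0 libraries lie at about the same place on the left while the BMP4 day 4 libraries lie farthest to the right.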

To start dissecting the transcriptional changes toward TE-like cells during this conversion protocol, we first performed bulk RNA sequencing (RNA-seq) analysis of H9 hESCs at day 0, day 2, day 4 following treatment with BMP4 or BMP4/IWP2 (*SI Appendix*, Fig. S1*A*) (Dataset deposited in Gene Expression Omnibus GSE295122) and identified differentially expressed genes for each timepoint and treatment compared to d0 (Dataset S1). 

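Genes of primed pluripotency were lower than at day 0 with both treatments. NANOG, a homeodomain factor of the pluripotency network, was at 118 ± 5.70 CPM (SD, n = 6) at day 0, 20.4 ± 0.0274 at BMP4 day 2 and 56.7 ± 1.01 at BMP4/IWP2 day 2, and at 2.11 ± 0.440 and 1.34 ± 0.458 at day 4 (n = 3 each). SOX2, an HMG-box factor that pairs with POU5F1 on DNA, went from 230 ± 19.3 CPM at day 0 to 5.97 ± 0.955 with BMP4 and 101 ± 3.1 with BMP4/IWP2 at day 2, and to 0.0686 ± 0.0133 and 11.5 ± 2.00 at day 4. POU5F1, the POU-domain factor also called OCT4, was at 677 ± 72.5 CPM at day 0 and fell to 25.4 ± 0.837 with BMP4 and to 151 ± 6.40 with BMP4/IWP2 only by day 4. At day 2 it was at 538 ± 55.8 and 537 ± 9.26 CPM, with log2 fold changes of -0.33 (adjusted p = 0.0011 from edgeR) and -0.34 (adjusted p = 0.000986) that stayed within 2-fold.

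Of 28 listed genes of primed pluripotency, 18 were lower and 1 was higher at BMP4 day 2, and 16 were lower and none was higher at BMP4/IWP2 day 2. By day 4 the lower genes numbered 26 with BMP4 and 25 with BMP4/IWP2, with none higher. Adjusted over the list alone, the counts were the same except for 17 lower genes at BMP4/IWP2 day 2. The gene that rose at BMP4 day 2 was NODAL, a TGFβ-family ligand, at 62.4 ± 4.04 CPM against 7.46 ± 1.72 at day 0. As a set, the list was lower than other genes at every timepoint and treatment (camera, adjusted p = 1.07e-15, 1.11e-11, 1.79e-34 and 5.26e-29 in the order BMP4 day 2, BMP4/IWP2 day 2, BMP4 day 4 and BMP4/IWP2 day 4), and all 4 calls held with an estimated correlation. Between the treatments, SOX2 was lower with BMP4 alone by day 2 (log2 fold change -4.08, SE 0.126, adjusted p = 3.23e-16) and more so at day 4 (-7.31, SE 0.227, adjusted p = 7.01e-16). POU5F1 was lower with BMP4 alone at day 4 (-2.57, SE 0.0971, adjusted p = 1.09e-14), whereas NANOG was lower with BMP4 alone at day 2 (-1.48, SE 0.117, adjusted p = 1.22e-09) and not at day 4 (0.68, SE 0.173, adjusted p = 0.00349, within 2-fold).

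On GRCh38, NANOG (ENSG00000111704) spans 7787794 to 7799146 of chromosome 12, SOX2 (ENSG00000181449) spans 181711925 to 181714436 of chromosome 3 and POU5F1 (ENSG00000204531) spans 31164337 to 31180731 of chromosome 6. POU5F1 shares 248 exonic bases with TCF19 on the other strand, and both NANOG and POU5F1 have near-identical processed pseudogenes, so some of their reads may belong to those loci.

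**Figure D2:**
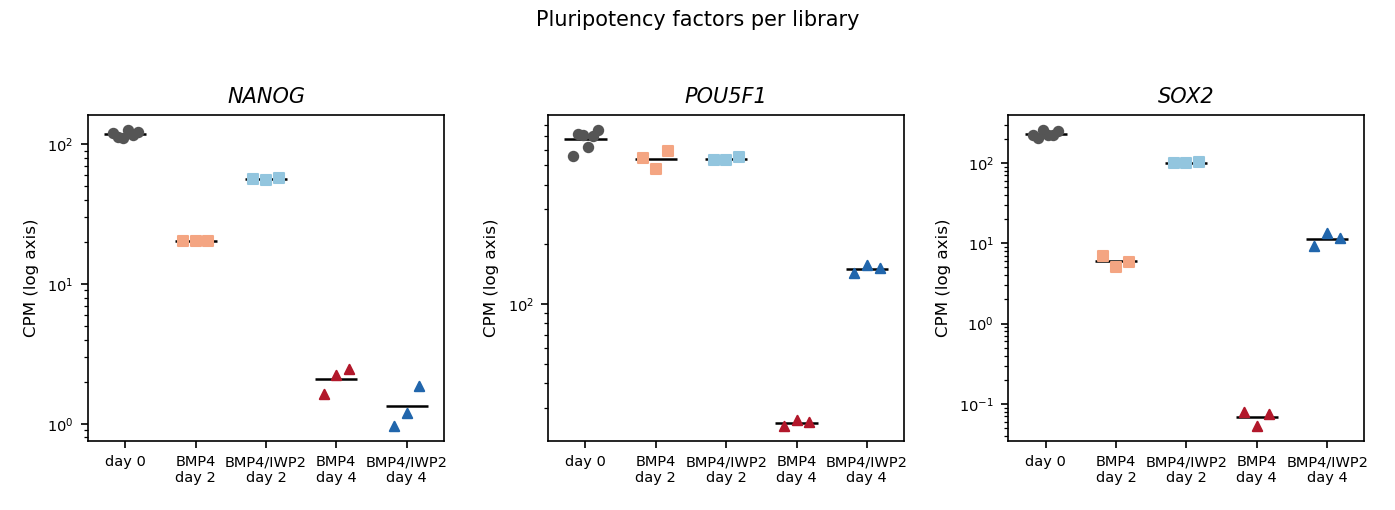
CPM (vertical, log scale) of NANOG, POU5F1 and SOX2 in the 5 groups. Each point is a library and each short line the group mean, and only POU5F1 stays close to its day 0 level at day 2.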

Genes downregulated in both treatments included pluripotency and embryonic lineage markers, i.e., *NANOG*, *POU5F1*, and *SOX2* (Dataset S1). Upregulated genes common across timepoints and treatments included the TEtra factors *GATA2*, *GATA3*, *TFAP2A*, and *TFAP2C*. 

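All 4 TEtra factors rose with BMP4 and with BMP4/IWP2 at both timepoints. GATA2, a zinc-finger factor of the GATA family, was at 0.809 ± 0.120 CPM (SD, n = 6) at day 0 and at 230 ± 6.46 and 146 ± 8.32 (n = 3 each) after 2 days of BMP4 and BMP4/IWP2. It reached 275 ± 38.6 and 430 ± 17.3 CPM at day 4. TFAP2A, an AP-2 factor of surface ectoderm and trophoblast, went from 0.0855 ± 0.0339 CPM to 336 ± 17.2 and 64.6 ± 3.21 at day 2 and to 241 ± 16.3 and 327 ± 18.5 at day 4. TFAP2C, the AP-2 paralog that hESCs already express, was at 31.9 ± 6.77 CPM at day 0, 250 ± 7.2 and 105 ± 5.59 at day 2, and 136 ± 10.8 and 149 ± 6.12 at day 4. For GATA3, a GATA paralog used as a TE marker, the log2 fold changes from day 0 were 8.75 (SE 0.114, adjusted p = 1.18e-23 from edgeR) at BMP4 day 2, 7.76 (SE 0.113, adjusted p = 1.04e-22) at BMP4/IWP2 day 2, 9.34 (SE 0.115, adjusted p = 2.81e-24) at BMP4 day 4 and 9.05 (SE 0.114, adjusted p = 6.31e-24) at BMP4/IWP2 day 4.

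The lowest log2 fold change of the other 3 was 1.72 for TFAP2C at BMP4/IWP2 day 2 (SE 0.123, adjusted p = 3.53e-10), and the highest was 11.92 for TFAP2A at BMP4 day 2 (SE 0.114, adjusted p = 7.62e-26). The study reports these 4 factors from these same samples, so the list is not independent evidence of its direction. Between the treatments at day 2, TFAP2A (log2 fold change 2.38, SE 0.0857, adjusted p = 3.14e-15) and TFAP2C (1.25, SE 0.148, adjusted p = 1.3e-06) were higher with BMP4 alone. At day 4 none of the 4 differed by more than 2-fold, the log2 values lying between -0.64 for GATA2 and 0.28 for GATA3. From day 2 to day 4, 3 of the 4 rose by more than 2-fold with BMP4/IWP2 and none with BMP4 alone. With BMP4 alone, GATA2 and GATA3 were still higher at day 4 in every library, within 2-fold, and TFAP2A and TFAP2C lower.

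On GRCh38, GATA2 (ENSG00000179348) spans 128479427 to 128493201 of chromosome 3, GATA3 (ENSG00000107485) 8045378 to 8075198 of chromosome 10, TFAP2A (ENSG00000137203) 10393186 to 10419659 of chromosome 6 and TFAP2C (ENSG00000087510) 56629306 to 56639283 of chromosome 20. GATA2 shares 78 exonic bases with GATA2-AS1 on the other strand, and TFAP2A shares 941 with TFAP2A-AS2.

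**Figure D3:**
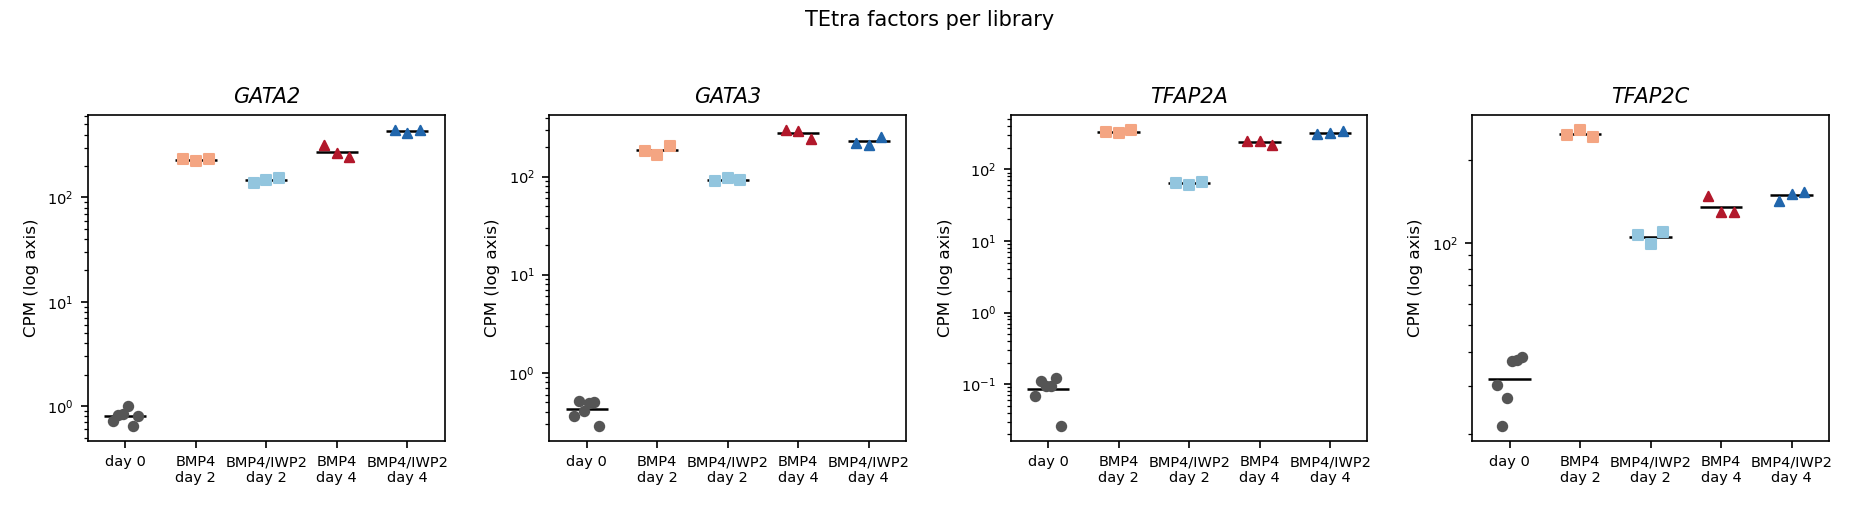
CPM (vertical, log scale) of GATA2, GATA3, TFAP2A and TFAP2C in the 5 groups. Each point is a library and each short line the group mean, and every treated library lies above every day 0 library for all 4 genes.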

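By day 4, ENPEP, VGLL1 and TP63 had risen with both treatments, and none was called different between them. ENPEP, which encodes the cell-surface peptidase aminopeptidase A, was at 2.32 ± 0.755 CPM (SD, n = 6) at day 0 and at 144 ± 3.23 with BMP4 and 113 ± 8.47 with BMP4/IWP2 at day 4 (n = 3 each). VGLL1, a cofactor of the TEAD transcription factors, had no read in any of the 6 day 0 libraries and was at 35.8 ± 3.77 and 32.4 ± 3.47 CPM at day 4. That is at least 3510-fold higher with BMP4 and at least 3230-fold higher with BMP4/IWP2, against a floor of 3 counts over the 6 libraries. TP63, a p53-family factor of epithelial and trophoblast progenitors, was at 0.131 ± 0.0971 CPM at day 0, 19.1 ± 1.18 with BMP4 and 28.4 ± 2.38 with BMP4/IWP2.

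From day 0 to day 4, the log2 fold change of ENPEP was 5.92 with BMP4 (SE 0.176, adjusted p = 5.7e-16 from edgeR) and 5.57 with BMP4/IWP2 (SE 0.175, adjusted p = 1.78e-15). For TP63 it was 7.26 (SE 0.217, adjusted p = 8.39e-18) and 7.83 (SE 0.217, adjusted p = 3.07e-18), and VGLL1 passed the test at adjusted p = 6.28e-17 and 1.1e-16. The direct comparison of BMP4 with BMP4/IWP2 at day 4 gave log2 values of 0.35 for ENPEP (SE 0.183, adjusted p = 0.156), 0.14 for VGLL1 (SE 0.150, adjusted p = 0.513) and -0.57 for TP63 (SE 0.181, adjusted p = 0.0171), none of them past 2-fold. Taking the day 0 set difference out, they were 0.92 for ENPEP (adjusted p = 0.00218) and -1.27 for TP63 (adjusted p = 0.0627), also not called, and VGLL1 had no reads at day 0 to set against. Of 20 listed trophoblast progenitor markers, 16 were higher and 3 lower at BMP4 day 4, and 15 were higher and none lower at BMP4/IWP2 day 4, with the same counts when adjusted over the list alone. The list rose as a set with both (camera, adjusted p = 1.44e-23 and 1.36e-33), and both calls held with an estimated correlation.

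On GRCh38, ENPEP (ENSG00000138792) spans 110365733 to 110565285 of chromosome 4, VGLL1 (ENSG00000102243) 136532215 to 136556807 of chromosome X and TP63 (ENSG00000073282) 189631389 to 189897276 of chromosome 3. ENPEP shares 94 exonic bases with a transcript on the other strand.

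**Figure D4:**
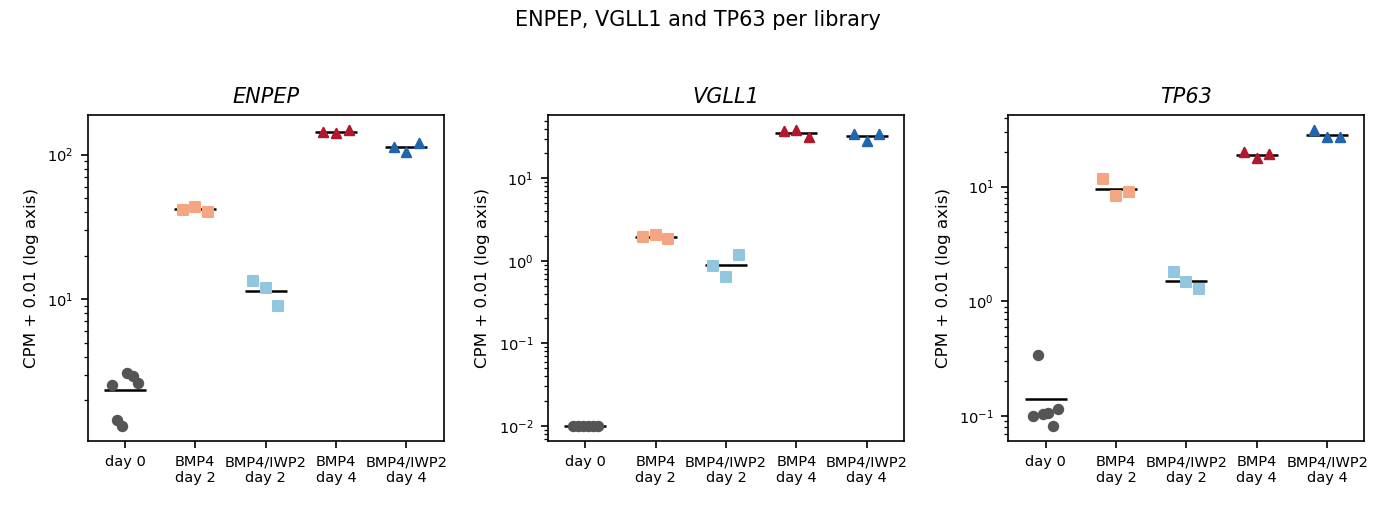
CPM plus 0.01 (vertical, log scale) of ENPEP, VGLL1 and TP63 in the 5 groups, each point a library and each short line the group mean. VGLL1 sits at the floor in all 6 day 0 libraries and is at similar heights in the BMP4 and BMP4/IWP2 libraries of day 4.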

By day 4, common upregulated genes included *ENPEP*, and trophoblast markers *VGLL1* and *TP63 (**SI Appendix*, Fig. S1*B* and Dataset S1). 

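After 2 days, BMP4 alone raised genes of WNT signaling and of the primitive streak that BMP4/IWP2 did not raise or raised less. SP5, a direct target of canonical WNT signaling, was at 84 ± 5.78 CPM (SD, n = 3) with BMP4 and had no read in the 3 BMP4/IWP2 libraries, which is at least 3330-fold higher with BMP4. LEF1, a DNA-binding partner of β-catenin, was at 17.5 ± 2.41 CPM against 0.329 ± 0.0169. EOMES, a T-box factor of the primitive streak, was at 63.4 ± 4.08 CPM with BMP4 and 1.42 ± 0.325 with BMP4/IWP2, from 0.175 ± 0.0667 (n = 6) at day 0. TBXT, the T-box factor brachyury, was at 51.6 ± 0.924 CPM against 0.0346 ± 0.0443, from 0.281 ± 0.103 at day 0. TBX6, a T-box factor of presomitic mesoderm, was at 5.49 ± 0.768 CPM against 0.603 ± 0.207, from 3.63 ± 0.373 at day 0.

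Compared with day 0, the log2 fold changes at BMP4 day 2 were 8.46 for EOMES (SE 0.196, adjusted p = 2.69e-19 from edgeR), 7.45 for TBXT (SE 0.220, adjusted p = 2.26e-16) and 0.59 for TBX6 (SE 0.185, adjusted p = 0.00909, within 2-fold). With BMP4/IWP2 they were 2.98 (SE 0.240, adjusted p = 5.69e-10), -3.01 (SE 0.582, adjusted p = 0.000177) and -2.62 (SE 0.236, adjusted p = 3.43e-09). The direct difference between BMP4 and BMP4/IWP2 was 5.48 for EOMES (SE 0.214, adjusted p = 1.19e-14), 10.46 for TBXT (SE 0.390, adjusted p = 4.62e-14) and 3.21 for TBX6 (SE 0.255, adjusted p = 1.37e-09). Of 18 listed primitive streak and nascent mesoderm genes, 15 rose and none fell at BMP4 day 2, against 6 higher and 5 lower at BMP4/IWP2 day 2, and 16 were higher with BMP4 than with BMP4/IWP2 and none lower. Among them, MIXL1, a homeobox gene of the streak, was at 102 ± 5.82 CPM with BMP4 and 1.84 ± 0.567 with BMP4/IWP2.

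At day 2, 1289 genes were called higher with BMP4 and not with BMP4/IWP2. Of the 1071 among them with a gene symbol, 19 belonged to 59 tested WNT ligands, receptors and targets, where 3.16 would be drawn by chance from the 19967 tested genes with a symbol (odds ratio 8.51, 95% interval 4.64 to 15.1, one-sided Fisher's exact test, p = 1.12e-10). When the 1289 were limited to genes that also differed directly between the treatments, 16 of 663 were WNT genes (odds ratio 11.1). Of 24 canonical WNT targets and feedback genes, 17 rose and 3 fell at BMP4 day 2, 8 rose and 8 fell at BMP4/IWP2 day 2, and 17 were higher and 2 lower with BMP4 than with BMP4/IWP2. Of 18 WNT ligands, 14 rose and 2 fell at BMP4 day 2, 8 rose and 2 fell at BMP4/IWP2 day 2, and 9 were higher and 5 lower with BMP4 than with BMP4/IWP2. The ligand WNT3 was at 67.2 ± 3.15 CPM with BMP4 and 21.9 ± 0.489 with BMP4/IWP2, and WNT5B at 132 ± 8.02 against 15.4 ± 1.17. These counts were the same when adjusted over the list alone. As sets, the streak genes (camera, adjusted p = 4.67e-34), the canonical targets (adjusted p = 1.14e-32) and the ligands (adjusted p = 0.022) were higher with BMP4 than with BMP4/IWP2, and all 3 calls held with an estimated correlation. At BMP4/IWP2 day 2 neither the streak genes (adjusted p = 0.618) nor the canonical targets (adjusted p = 0.393) changed as a set, and the median and the mean of the canonical targets differed in sign there (0.14 and -0.21). With the day 0 set difference taken out, the ligands no longer passed as a set (adjusted p = 0.0893). The study reports EOMES, TBXT, TBX6 and WNT signaling from these same samples, and the streak and target lists share TBXT and CDX1. These list results are thus not independent evidence of direction, nor independent of each other.

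On GRCh38, EOMES (ENSG00000163508) spans 27715949 to 27722711 of chromosome 3, TBXT (ENSG00000164458) 166157656 to 166168700 of chromosome 6, TBX6 (ENSG00000149922) 30085793 to 30091924 of chromosome 16, LEF1 (ENSG00000138795) 108047545 to 108168956 of chromosome 4 and SP5 (ENSG00000204335) 170715337 to 170718078 of chromosome 2. TBXT shares 373 exonic bases with the long noncoding RNA LNCDAT, which rose with it, and LEF1 shares 279 with LEF1-AS1. The pathway databases behind Fig. 1A were not used here.

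**Figure D5:**
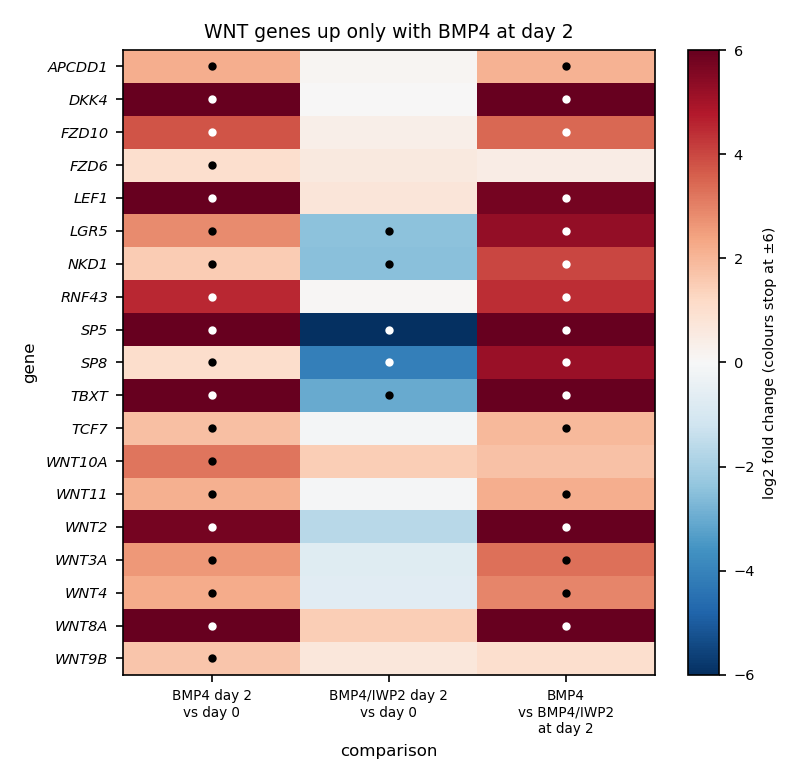
Log2 fold changes of the 19 WNT genes called higher with BMP4 and not with BMP4/IWP2 at day 2, one gene per line, with one column per comparison and dots on called changes. Colours run from lower to higher and stop at 6 in either direction, and the BMP4 day 2 column is called higher throughout while the BMP4/IWP2 day 2 column is nowhere called higher.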

Genes uniquely upregulated by BMP4 treatment on day 2 were associated with various signaling pathways, including WNT signaling (Fig. 1*A* and Dataset S1) and, as expected, we detected upregulation of WNT-dependent mesoderm markers *EOMES*, *TBXT*, and *TBX6* (Fig. 1*B*). However, by day 4, the expression of these markers decreased to levels comparable to the treatment with the addition of IWP2 (Fig. 1*B*). Accordingly, WNT signaling was no longer one of the top significantly enriched pathways at day 4 of BMP4 alone treatment (*SI Appendix*, Fig. S1*C*). 

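At day 4 the 3 mesoderm markers were all lower with BMP4 than at day 2, and they stood in different relations to the BMP4/IWP2 samples. EOMES was at 0.0913 ± 0.0606 CPM (SD, n = 3) with BMP4 and 0.184 ± 0.0881 with BMP4/IWP2. TBXT was at 1.36 ± 0.419 CPM with BMP4 and had no read in the 3 BMP4/IWP2 libraries, which makes it at least 40.7-fold higher with BMP4. TBX6 was at 2.09 ± 0.382 CPM with BMP4 and 1.03 ± 0.191 with BMP4/IWP2.

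From day 2 to day 4 of BMP4, the log2 fold changes were -9.49 for EOMES (SE 0.293, adjusted p = 1.07e-16 from edgeR), -5.25 for TBXT (SE 0.253, adjusted p = 1.11e-12) and -1.39 for TBX6 (SE 0.225, adjusted p = 2.55e-05). At day 4 the difference between BMP4 and BMP4/IWP2 was -1.11 for EOMES (SE 0.531, adjusted p = 0.118, which does not pass the test) and 1.02 for TBX6 (SE 0.246, adjusted p = 0.00247), and TBXT passed at adjusted p = 4.46e-08. The TBX6 call rests on single libraries, since its difference was 0.88 without BMP4 day 4 replicate 2 and 0.89 without BMP4/IWP2 day 4 replicate 3, and 0.81 with the day 0 set difference taken out. The EOMES result does so too, since it passed without BMP4 day 4 replicate 1 (-1.72, edgeR adjusted p = 0.0376). On the authors' scale, counts divided by DESeq2 size factors, TBXT stood at 1990 ± 28.9 at BMP4 day 2 and 52.5 ± 16.2 at BMP4 day 4. Compared with day 0, TBXT was still higher at BMP4 day 4 (log2 fold change 2.21, SE 0.258, adjusted p = 2.58e-07).

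Of the 18 primitive streak and nascent mesoderm genes, 14 fell and 1 rose between day 2 and day 4 of BMP4 (camera, adjusted p = 1.3e-12, a call that held with an estimated correlation). At day 4, 9 were still higher and 2 lower with BMP4 than with BMP4/IWP2 (camera, adjusted p = 5.46e-05, also held, and adjusted p = 0.125 with the day 0 set difference taken out). Compared with day 0, 8 were higher and 3 lower at BMP4 day 4 (adjusted p = 0.0564) and 5 higher and 7 lower at BMP4/IWP2 day 4 (adjusted p = 0.991), with the same counts when adjusted over the list alone. MIXL1 was at 2.01 ± 0.239 CPM with BMP4 and 0.776 ± 0.277 with BMP4/IWP2 at day 4. EVX1, a homeobox gene of the posterior streak, was at 13.2 ± 4.14 CPM against 0.155 ± 0.0354, and APLNR, the apelin receptor of nascent mesoderm, at 97.1 ± 26.4 against 0.96 ± 0.393.

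**Figure D6:**
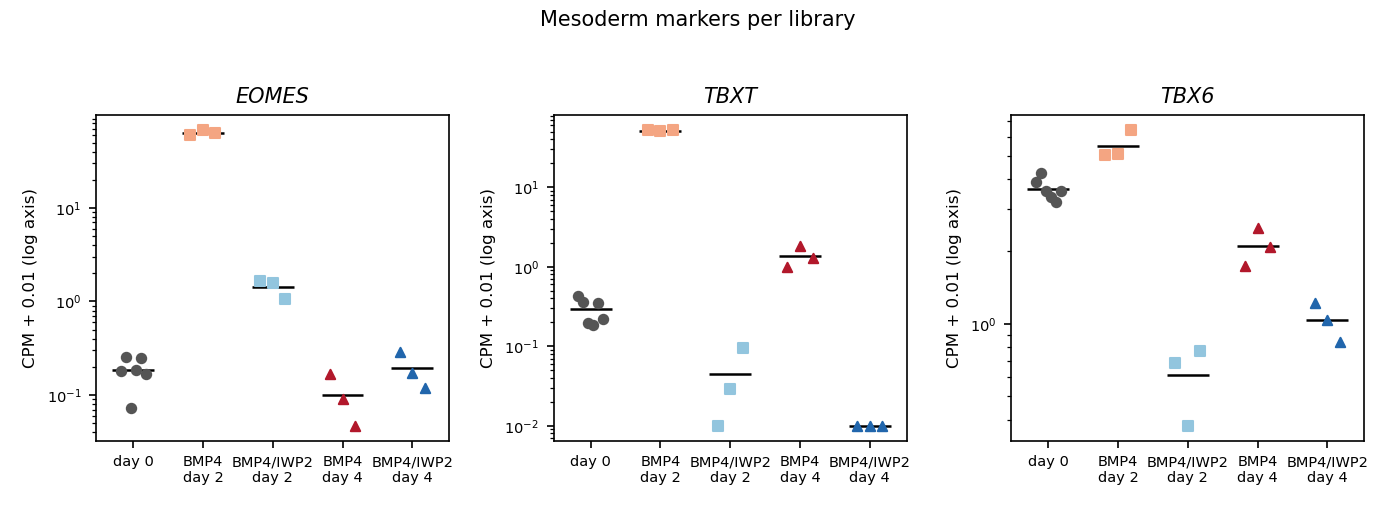
CPM plus 0.01 (vertical, log scale) of EOMES, TBXT and TBX6 in the 5 groups, each point a library and each short line the group mean. All 3 genes peak at BMP4 day 2, and at day 4 the TBXT points of BMP4 lie above the BMP4/IWP2 points, which are at the floor.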

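By day 4, WNT genes no longer stood out among the genes called higher only with BMP4, while canonical WNT targets as a group remained higher with BMP4 than with BMP4/IWP2. SP5 was at 1.72 ± 0.384 CPM (SD, n = 3) with BMP4 and had no read with BMP4/IWP2, so it was at least 52.6-fold higher with BMP4. LEF1 was at 49.1 ± 6.25 CPM with BMP4 and 5.85 ± 0.563 with BMP4/IWP2, a log2 difference of 3.07 (SE 0.151, adjusted p = 5.92e-13 from edgeR). FST, which encodes the activin antagonist follistatin and is a WNT target, was at 527 ± 29.2 CPM against 111 ± 13.3. The ligand gene WNT5B had no such difference, at 15.2 ± 1.85 CPM with BMP4 and 17.2 ± 2.49 with BMP4/IWP2 (log2 difference -0.17, SE 0.357, adjusted p = 0.763). It passed with the day 0 set difference taken out (1.03, adjusted p = 0.00566). CCND1, the cyclin D1 gene, was lower with BMP4, at 56.2 ± 7.22 CPM against 256 ± 9.39.

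At day 4, 1444 genes were called higher with BMP4 and not with BMP4/IWP2. Of the 1153 with a gene symbol, 4 were among the 59 tested WNT genes, where 3.41 would be drawn by chance (odds ratio 1.19, 95% interval 0.312 to 3.23, one-sided Fisher's exact test, p = 0.446). These were APCDD1, SP5, TBXT and WNT8A, of which APCDD1 was named only after its values were seen. LEF1 is not among them because it rose with both treatments. When limited to genes that also differed directly between the treatments, 4 of 560 were WNT genes (odds ratio 2.53, one-sided Fisher's exact test, p = 0.0835). For the sets without this limit the interval at day 4 lies below that of day 2, while for the limited sets the intervals overlap (0.664 to 6.89 at day 4 and 5.79 to 20.2 at day 2). The difference between the 2 days was not tested for these counts.

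Of the 24 canonical WNT targets and feedback genes, 13 were higher and 1 was lower with BMP4 than with BMP4/IWP2 at day 4 (camera, adjusted p = 2.06e-12, a call that held with an estimated correlation). Compared with day 0, 12 were higher and 4 lower at BMP4 day 4 (adjusted p = 1.92e-07, held), and 9 were higher and 10 lower at BMP4/IWP2 day 4 (adjusted p = 0.0333, and adjusted p = 0.453 with an estimated correlation, with a median of 0.17 and a mean of -0.14). The 18 WNT ligands had 12 higher and 3 lower members at BMP4 day 4, 12 higher and 2 lower at BMP4/IWP2 day 4, and 3 higher and 4 lower in BMP4 than in BMP4/IWP2 (5 lower when adjusted over the list alone, the other counts being the same; camera, adjusted p = 0.56). WNT5A, which signals mainly outside the β-catenin branch, was at 265 ± 41.1 CPM with BMP4 and 45.9 ± 4.86 with BMP4/IWP2. Of 18 WNT receptors and coreceptors, 7 rose and 5 fell at BMP4 day 2, 5 rose and 3 fell at BMP4/IWP2 day 2, 3 rose and 3 fell at BMP4 day 4, and 5 rose and 5 fell at BMP4/IWP2 day 4, with no change as a set (camera, adjusted p = 0.233, 0.223, 0.562 and 0.991).

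**Figure D7:**
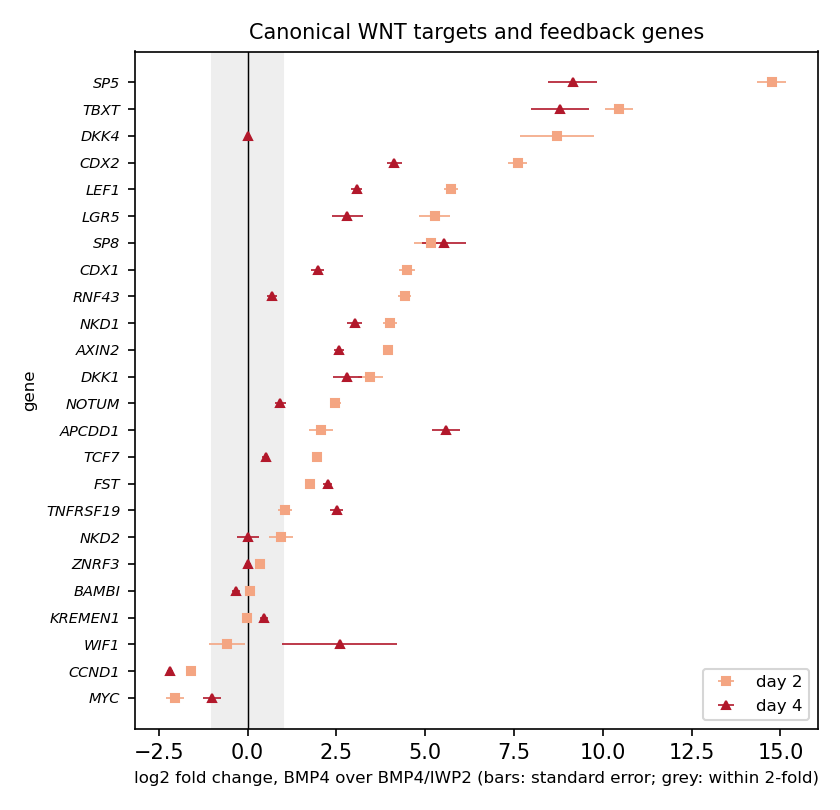
Log2 fold change of BMP4 over BMP4/IWP2 (horizontal) with its standard error for each of the 24 canonical WNT targets and feedback genes (vertical), at day 2 and day 4. Grey marks the band within 2-fold, and most genes lie to the right of it on both days.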

To confirm the activation timeframe of the WNT pathway during BMP4 treatment, we used a TCF/LEF-eGFP reporter hESC line (HUES9) where detection of GFP fluorescence is dependent on canonical WNT activation (49). We detected WNT signaling activation starting at day 2, a peak at day 3, and decreased activity at day 4 of BMP4 treatment (*SI Appendix*, Fig. S1*D*). The WNT inhibitor IWP2 completely blocked eGFP expression, while another inhibitor, IWR1, showed only partial suppression of WNT activity at the dose used (*SI Appendix*, Fig. S1*D*). Accordingly, we detected a dose-dependent inhibition of both WNT targets, *LEF1* and *WNT5B*, as well as mesoderm markers *TBXT* and *EOMES* between the two inhibitors (*SI Appendix*, Fig. S1*E*). Finally, we compared our data to the human embryo reference created by Zhao et al. (50) (*SI Appendix*, Fig. S1 *F* and *G*). As expected, undifferentiated hESCs at d0 were annotated as Epiblast (*SI Appendix*, Fig. S1 *F* and *G* and Dataset S2). 

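At day 0 the cells expressed genes of the pluripotent epiblast at high levels, and SOX17, GATA6, NR2F2 and CDX2 were near the floor. DNMT3B, a de novo DNA methyltransferase abundant in primed hESCs, was at 2547 ± 287 CPM (SD, n = 6), LIN28A, an RNA-binding protein of pluripotent cells, at 2334 ± 120, and SALL4, a zinc-finger factor of the pluripotency network, at 469 ± 37.1. SOX17 and GATA6, regulators of endoderm and hypoblast, were at 0.0129 ± 0.0224 and 0.0441 ± 0.0534 CPM. NR2F2, a nuclear receptor of mature TE, was at 0.0250 ± 0.0236 CPM, and CDX2, a homeobox factor of early TE, at 0.0119 ± 0.0194 CPM. KRT8 and CDH1, structural genes of epithelia that hESCs share with TE, were at 283 ± 39.9 and 328 ± 16.5 CPM. Other regulators of TE, endoderm and mesoderm were expressed at day 0, among them TFAP2C, FOXA3 and TBX6.

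Genes of both lineages were tested in the same fit only if at least 3 libraries held 10 or more reads, so genes silent in every group are not among these. The reference projection behind Fig. S1F was not run here, and levels of marker genes do not stand in for its scores.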

Although treatment with BMP4 and BMP4/IWP2 for 2 d did not sufficiently modify the transcriptome, the annotation predictor scores were lower than for hESCs at d0 (*SI Appendix*, Fig. S1 *F* and *G* and Dataset S2). 

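After 2 days most primed pluripotency genes were lower than at day 0, though some kept high levels, and TE-associated transcripts had already risen. Over the 28 primed pluripotency genes, the mean log2 level relative to day 0 was -1.68 ± 0.0285 (SD, n = 3) with BMP4 and -1.38 ± 0.0392 with BMP4/IWP2. The 13 TE genes of Table S1 were at 5.27 ± 0.0548 and 4.13 ± 0.0521, and the 13 mesoderm genes of the same table at 4.15 ± 0.0166 and 0.372 ± 0.0652. LIN28A was at 1554 ± 45.0 CPM with BMP4 and 1269 ± 17.7 with BMP4/IWP2, and DNMT3B at 848 ± 17.8 and 756 ± 23.0. KRT8, a keratin of simple epithelia, was at 3067 ± 115 and 1883 ± 76.9 CPM, and CDH1, the E-cadherin gene, at 1377 ± 43.2 and 399 ± 11.1.

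Of these 4 genes, LIN28A stayed within 2-fold of day 0 with both treatments (log2 fold changes -0.59 and -0.88, edgeR adjusted p = 9.98e-10 and 1.36e-12), and CDH1 did so with BMP4/IWP2 (0.28, adjusted p = 5.91e-05). DNMT3B fell (-1.59 and -1.75, adjusted p = 1.3e-13 and 2.85e-14) and KRT8 rose (3.44 and 2.74, adjusted p = 1.82e-18 and 7.73e-17). KRT8 shares 525 exonic bases with KRT18 on the other strand. The list means use log2 CPM with a prior count of 2 and are values without a test of their own.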

BMP4/IWP2-treated cells at d4 were annotated as TE but only one of the BMP4 d4 replicates was also identified as TE, albeit with a lower predictor score, while the other replicates remained ambiguous and mapped close to the hypoblast (*SI Appendix*, Fig. S1 *F* and *G* and Dataset S2). 

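At day 4 the BMP4 and BMP4/IWP2 samples had a similar mean level over the TE genes, though single members differed in both directions. The samples differed in several other gene lists, among them endoderm and hypoblast genes. Of the 31 lists 16 passed the test between the treatments (camera), so the difference was not particular to endoderm. With an estimated correlation 9 passed, and 9 with the day 0 set difference taken out. The mean log2 level of the 13 TE genes of Table S1, relative to day 0, was 6.12 ± 0.0900 (SD, n = 3) with BMP4 and 5.99 ± 0.139 with BMP4/IWP2. That of 15 endoderm and hypoblast genes was 3.37 ± 0.334 with BMP4 and -0.246 ± 0.0150 with BMP4/IWP2, and the 3 BMP4 libraries ranged from 3.03 to 3.70. NID2, a basement membrane protein, was at 245 ± 8.69 CPM with BMP4 and 17.7 ± 1.27 with BMP4/IWP2. GATA6 was at 20.0 ± 4.44 CPM against 1.74 ± 0.514, and SOX17 at 6.04 ± 2.06 against 0.0839 ± 0.0951. FOXA3, a forkhead factor of definitive endoderm that was already expressed at day 0 (32.2 ± 5.86), was at 5.83 ± 0.168 and 4.78 ± 0.813.

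Of the 15 endoderm and hypoblast genes, 12 were higher and none was lower with BMP4 than with BMP4/IWP2 at day 4 (camera, adjusted p = 3.18e-17, a call that held with an estimated correlation), among them NID2 (log2 difference 3.80, SE 0.110, adjusted p = 2.25e-16 from edgeR), GATA6 (3.51, SE 0.255, adjusted p = 4.19e-10) and SOX17 (6.06, SE 0.483, adjusted p = 3.92e-09). Compared with day 0, 12 were higher and 2 lower at BMP4 day 4 (adjusted p = 1.07e-05, and adjusted p = 0.0597 with an estimated correlation), and 5 were higher and 7 lower at BMP4/IWP2 day 4 (adjusted p = 0.991). At day 2 the list had 9 higher and 1 lower member with BMP4 (adjusted p = 0.00177, and adjusted p = 0.103 with an estimated correlation), 5 higher and 4 lower with BMP4/IWP2 (adjusted p = 0.985), and 7 higher and 2 lower in BMP4 than in BMP4/IWP2 (adjusted p = 1.88e-05, held, and adjusted p = 0.132 with the day 0 set difference taken out). All counts were the same when adjusted over the list alone. SOX17, GATA6 and FOXA2 also belong to the mesoderm list of Table S1, so the endoderm list is not independent of it. Of the 13 TE genes, 2 were higher and 2 lower with BMP4 than with BMP4/IWP2 at day 4 (camera, adjusted p = 0.589, with a median of -0.15 and a mean of 0.14). CDX2 was among the higher ones, and EGFR and ABCG2 were the lower ones.

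On GRCh38, NID2 (ENSG00000087303) spans 52004809 to 52069059 of chromosome 14, GATA6 (ENSG00000141448) 22169589 to 22202528 of chromosome 18 and SOX17 (ENSG00000164736) 54457935 to 54460892 of chromosome 8. NID2 shares 1909 exonic bases with RTRAF on the other strand, and GATA6 shares 415 with transcripts there.

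**Figure D8:**
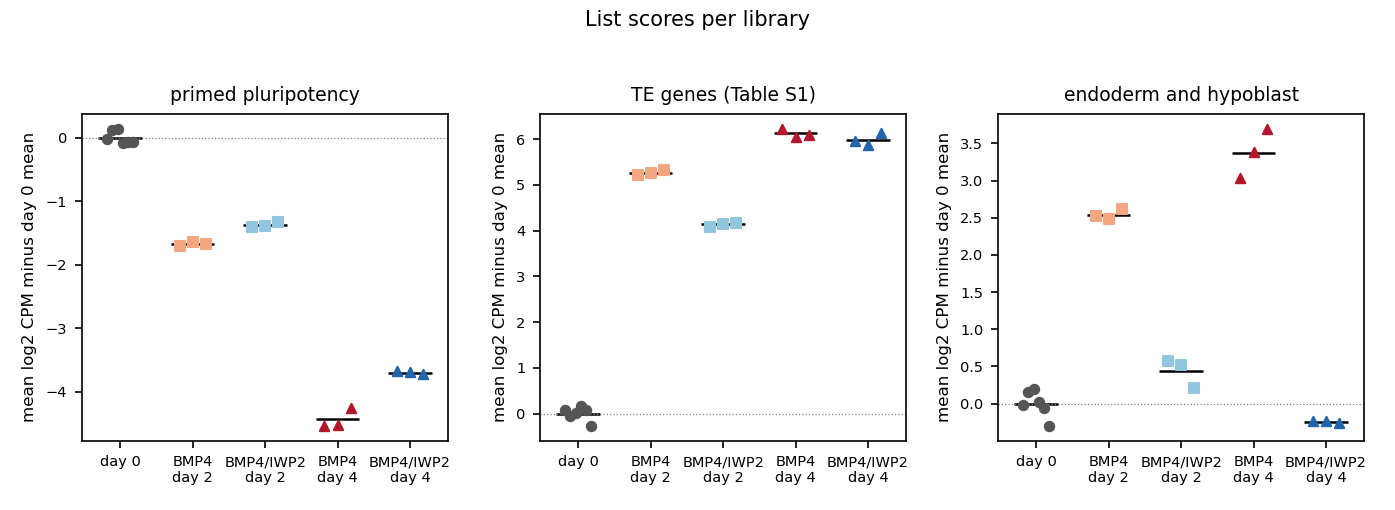
Mean log2 CPM relative to day 0 (vertical) of the primed pluripotency genes, the TE genes of Table S1 and the endoderm and hypoblast genes in the 5 groups. Each point is a library and each short line the group mean, and the endoderm and hypoblast panel separates the 3 BMP4 from the 3 BMP4/IWP2 libraries of day 4, which lie together in the TE panel.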

Overall, these data suggest that low dose of BMP4 transiently activates WNT signaling during treatment of hESCs, but that both WNT activity and mesoderm gene expression decrease over time as the TE identity is established in this model.

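Over time, genes of the primitive streak rose and then fell with BMP4. Canonical WNT targets stayed partly raised, and no TE gene of Table S1 fell past 2-fold from day 2 to day 4. Lateral and extraembryonic mesoderm genes went another way than the streak genes. Of 22 of them, 17 were higher than at day 0 at BMP4 day 2 and 21 at BMP4 day 4. The mean log2 level of the 18 primitive streak and nascent mesoderm genes, relative to day 0, was 4.62 ± 0.0554 (SD, n = 3) at BMP4 day 2 and 1.46 ± 0.222 at BMP4 day 4, against 0.260 ± 0.0252 and -0.203 ± 0.108 with BMP4/IWP2. For the 24 canonical WNT targets it was 3.03 ± 0.0429 and 2.14 ± 0.141 with BMP4, against -0.0898 ± 0.103 and 0.266 ± 0.0370 with BMP4/IWP2. WNT3, a ligand that starts streak formation, went back to 8.07 ± 1.40 CPM at BMP4 day 4, from 7.81 ± 2.49 (n = 6) at day 0. LEF1, the β-catenin partner, instead rose from day 2 to day 4 of BMP4 (log2 fold change 1.49, SE 0.139, adjusted p = 9.42e-09 from edgeR).

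From day 2 to day 4 of BMP4, 11 of the 24 canonical WNT targets fell and 5 rose (camera, adjusted p = 0.00538, and adjusted p = 0.126 with an estimated correlation). With BMP4/IWP2, 6 fell and 6 rose (adjusted p = 0.068). Of the 13 TE genes of Table S1, 3 rose and none fell with BMP4 over the same time (adjusted p = 0.0166, and adjusted p = 0.186 with an estimated correlation). CDX2, TACSTD2, TFAP2A and TFAP2C were lower at day 4 in every BMP4 library, within 2-fold. All counts were the same when adjusted over the list alone. From the WNT and mesoderm genes raised by BMP4 at day 2 and their lower levels at day 4, together with its reporter line and the embryo reference, the paper proposes that a low dose of BMP4 turns on WNT signaling for a time, and that this activity and mesoderm gene expression decline while TE identity is set up.

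**Figure D9:**
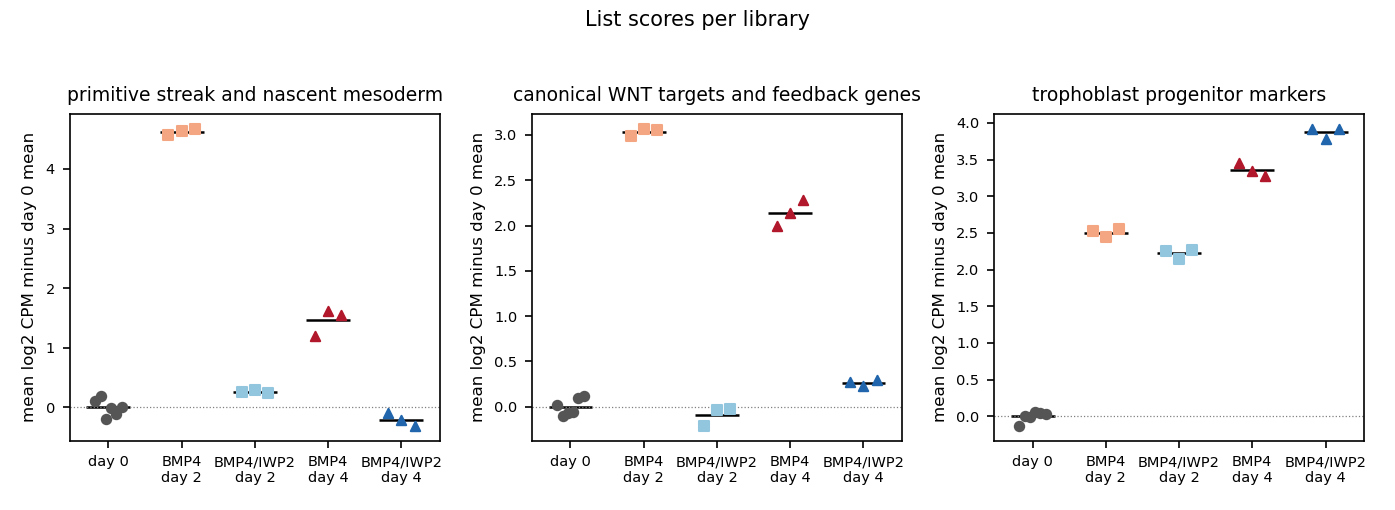
Mean log2 CPM relative to day 0 (vertical) of the primitive streak and nascent mesoderm genes, the canonical WNT targets and the trophoblast progenitor markers in the 5 groups. Each point is a library and each short line the group mean, and with BMP4 the streak genes drop between day 2 and day 4 while the trophoblast progenitor markers do not.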

**Fig. 1.**
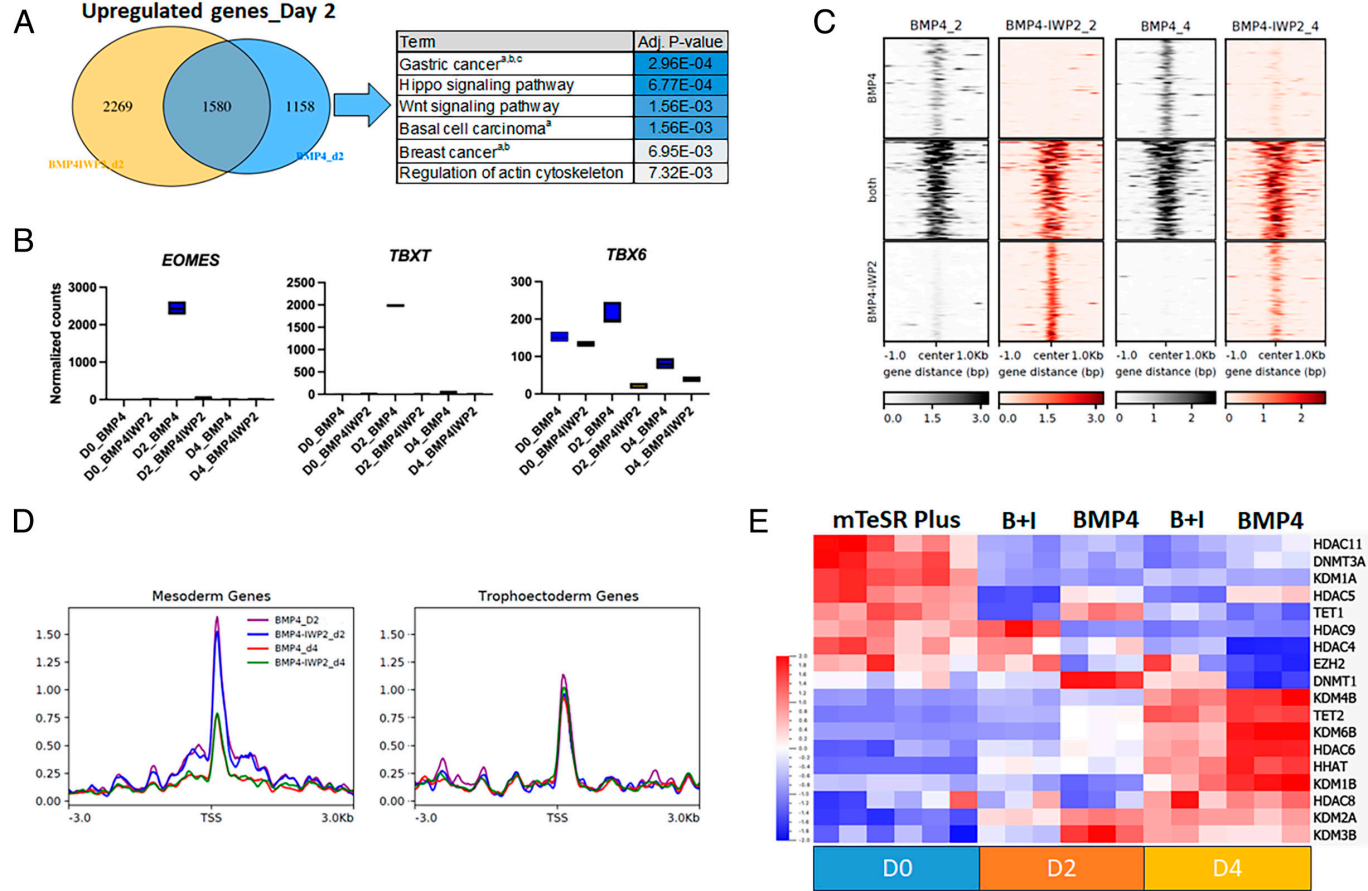
BMP4 treatment of hESCs induces chromatin remodeling. (*A*) Venn diagram of up-regulated genes following treatment of hESCs with BMP4 with and without IWP2 for 2 d. Gene list enrichment analysis on the kyoto encyclopedia of genes and genomes (KEGG) pathway database (2021) for genes uniquely up-regulated with BMP4 alone treatment is presented, a = WNT-mediated b = FGF-mediated c = TGFβ-mediated. (*B*) Gene expression levels of markers for the mesoderm lineage across treatment/days by bulk RNA-seq. (*C*) Heatmaps illustrating open chromatin loci by ATAC-seq. (*D*) Signal intensity of open chromatin at mesoderm- and TE-specific genes. (*E*) Heatmap of differentially expressed chromatin modifiers genes across treatment/days.

To investigate chromatin accessibility changes associated with the differential establishment of the mesoderm and TE lineage during BMP4 treatment of PSCs, we performed Assay for Transposase-Accessible Chromatin (ATAC) followed by sequencing in hESCs treated with BMP4 or BMP4/IWP2 at days 0, 2, and 4 (GSE295121). We found that peaks resided at promoter (31%), intergenic (24%), and intronic (23%) regions (*SI Appendix*, Fig. S1*H*). Following differential peak analysis, both at day 2 and day 4 of treatment, we found open chromatin regions specific to BMP4 or BMP4/IWP2, as well as regions common to both treatments (Fig. 1*C* and Dataset S3). We performed Hypergeometric Optimization of Motif EnRichment (HOMER) analysis on common and day/treatment-specific regions to identify accessible TF binding motifs. Common regions at both days 2 and 4 contained binding motifs for well-known TE and trophoblast TFs, including TEAD and AP1-complex members (i.e., JUN and FOS) (*SI Appendix*, Fig. S1*I*). Binding motifs of both TEtra factors GATA3 and TFAP2C appeared in both common and treatment-specific regions. At day 2 of BMP4-only treatment, we found open chromatin at LEF-1 and TCF3, TFs downstream of the WNT pathway. We then looked at the chromatin regions around the transcription start sites of well-known trophoblast and mesoderm genes (Fig. 1*D* and *SI Appendix*, Fig. S1*J*). The open chromatin region across treatments/days showed a sharp peak and remained consistent around trophoblast markers (Fig. 1*D*), including GATA3 and EGFR (*SI Appendix*, Fig. S1*J*). Conversely, open chromatin around mesoderm genes showed a broader distribution that decreased between day 2 and day 4 in response to both treatments (Fig. 1*D*), including at EOMES and TBXT (*SI Appendix*, Fig. S1*J*) These chromatin accessibility data are largely consistent with the gene expression patterns observed above.

Finally, we looked at the differential expression of known epigenetic modifiers that could account for these changes in chromatin accessibility. We found multiple lineage-specific chromatin modifiers differentially expressed during TE-specification. These included down-regulation of de novo DNA methyltransferase *DNMT3A* at day 2, a switch from *TET1* to *TET2* (51) expression, and up-regulation of histone demethylases like *KDM6B*, *KDM4B,* and *KDM1B* (Fig. 1*E*). These data suggest that low levels of BMP4 preferentially enable a trophoblast transcriptional signature via a combination of lineage-specific gene expression activation and finely tuned regulation of the epigenetic landscape.

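Among DNA methylation enzymes, the largest changes were in DNMT3B, TET2 and DNMT3L, and among histone lysine demethylases in KDM6B. DNMT3A, a de novo DNA methyltransferase, was at 177 ± 11.0 CPM (SD, n = 6) at day 0 and at 140 ± 4.66 and 137 ± 3.45 (n = 3 each) after 2 days of BMP4 and BMP4/IWP2. TET1, a dioxygenase that oxidizes 5-methylcytosine, was at 283 ± 18.6 CPM at day 0, 286 ± 13.9 and 151 ± 11.4 at day 2, and 156 ± 11.7 and 203 ± 11.1 at day 4. Its paralog TET2 rose from 6.08 ± 1.75 CPM to 37.4 ± 1.74 and 18.7 ± 0.842 at day 2 and to 84.3 ± 1.85 and 72.6 ± 9.86 at day 4. KDM6B, which removes methyl groups from H3K27, was at 28.5 ± 5.02 CPM at day 0, 111 ± 3.92 with BMP4 and 30.5 ± 2.39 with BMP4/IWP2 at day 2, and 303 ± 5.74 and 170 ± 10.2 at day 4.

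For DNMT3A the log2 fold changes at day 2 were -0.34 (SE 0.0578, adjusted p = 2.94e-05 from edgeR) with BMP4 and -0.37 (SE 0.0579, adjusted p = 1.25e-05) with BMP4/IWP2, both within 2-fold. TET1 stayed within 2-fold of day 0 in all groups, with log2 values of 0.02, -0.91, -0.86 and -0.48 in the order BMP4 day 2, BMP4/IWP2 day 2, BMP4 day 4 and BMP4/IWP2 day 4. Those of TET2, in the same order, were 2.62, 1.61, 3.79 and 3.57, all past the test, so that TET1 remained the more abundant of the pair in CPM. TET1 still lay below every day 0 library at BMP4/IWP2 day 2 and in both groups of day 4 (exact two-sided permutation test, p = 0.0119 each). KDM6B rose with BMP4 at day 2 (1.96, SE 0.102, adjusted p = 5.21e-13) and not with BMP4/IWP2 (0.10, SE 0.108, adjusted p = 0.454), and the treatments differed directly (1.86, SE 0.127, adjusted p = 1.49e-10). At day 4 KDM6B was higher with both (3.41 and 2.58). KDM4B and KDM1B, which act on H3K9 and H3K4, did not change by 2-fold at day 2. At day 4, KDM4B rose with BMP4 (1.55, SE 0.0635, adjusted p = 2.28e-15) and BMP4/IWP2 (1.26, SE 0.0639, adjusted p = 1.32e-13), and KDM1B with BMP4 (1.01, SE 0.102, adjusted p = 1.37e-08) and not with BMP4/IWP2 (0.56, SE 0.105, adjusted p = 8.07e-05, within 2-fold). The KDM1B call sits at the 2-fold threshold and was lost with DESeq2, at 0.98.

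Of 8 listed DNA methylation enzymes, 2 rose and 1 fell at BMP4 day 2, at BMP4 day 4 and at BMP4/IWP2 day 4, and 1 rose and 1 fell at BMP4/IWP2 day 2 (2 lower when adjusted over the list alone). The gene that fell each time was DNMT3B, with log2 fold changes of -3.60 at BMP4 day 4 (SE 0.0881, adjusted p = 2.47e-19) and -1.57 at BMP4/IWP2 day 4 (SE 0.0781, adjusted p = 9.38e-14). Of 20 histone lysine demethylases, 1 rose and 2 fell at BMP4 day 2, none passed at BMP4/IWP2 day 2, 3 rose and 4 fell at BMP4 day 4, and 2 rose and 3 fell at BMP4/IWP2 day 4, the same when adjusted over the list alone. JMJD1C, of the KDM3 family, was one of the lower genes, at 162 ± 6.59 CPM with BMP4 and 149 ± 5.14 with BMP4/IWP2 at day 4 from 493 ± 49.4 at day 0. As sets, the methylation enzymes and the demethylases did not change from day 0 in any group (camera, lowest adjusted p = 0.393). Nor did 18 histone deacetylases (0 higher and 2 lower, 2 and 3, 4 and 2, and 3 and 4 in the 4 groups in the order above), 24 histone lysine methyltransferases (4 and 1, 4 and 1, 3 and 2, and 2 and 1) or 12 histone acetyltransferases (1 and 0, 0 and 0, 2 and 2, and 2 and 2), the same when adjusted over each list alone.

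On GRCh38, DNMT3A (ENSG00000119772) spans 25227855 to 25342590 of chromosome 2, TET1 (ENSG00000138336) 68560337 to 68694487 of chromosome 10, TET2 (ENSG00000168769) 105145875 to 105279816 of chromosome 4, KDM6B (ENSG00000132510) 7834217 to 7854796 of chromosome 17, KDM4B (ENSG00000127663) 4969113 to 5153598 of chromosome 19 and KDM1B (ENSG00000165097) 18155329 to 18223854 of chromosome 6. DNMT3L was singled out after its values were seen.

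**Figure D10:**
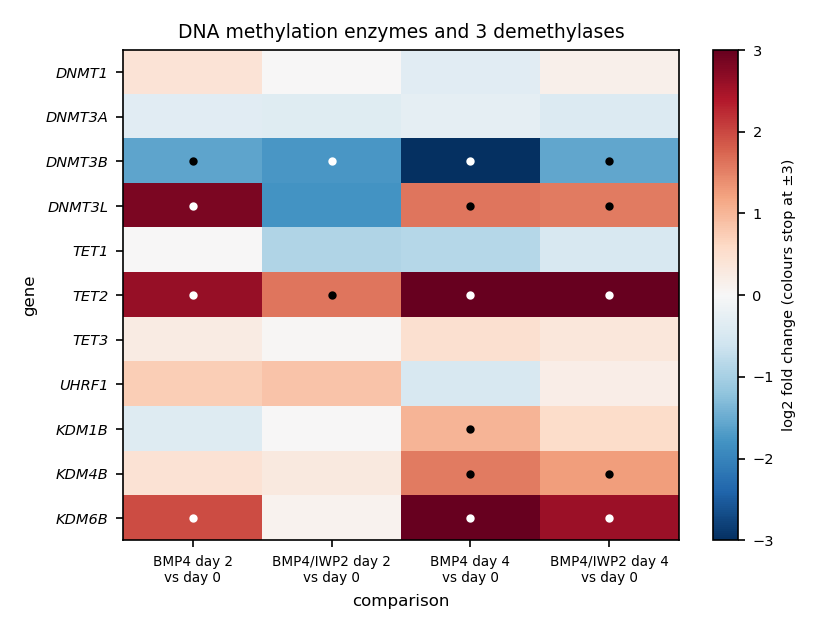
Log2 fold changes from day 0 of the 8 DNA methylation enzymes and of KDM1B, KDM4B and KDM6B (lines) at BMP4 and BMP4/IWP2 day 2 and day 4 (columns), with dots on called changes. Colours stop at 3 in either direction, and TET2 is called higher in all 4 columns while TET1 and DNMT3A are called in none.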

### VGLL1 Regulates a TE-Specific Gene Expression Program.

In the context of BMP4 treatment of human PSCs, the TEtra factors GATA2, GATA3, TFAP2A, and TFAP2C have been identified as initiators of the TE/trophoblast transcriptional program, upstream of more mature trophoblast markers like TP63, EGFR, ELF5, and VGLL1 (9, 19, 20). To further tease apart the timeframe of activation of these TE/trophoblast genes in this BMP4-based model, we investigated the expression of TEtra factors, and mature trophoblast markers by qPCR at short intervals within the first 72 h of BMP4/IWP2 treatment. As previously reported, TEtra factors *GATA3* and *TFAP2C* were the first to be activated, with significant upregulation as early as 6 h after the start of the treatment and continuous increase over time (Fig. 2*A*). *VGLL1* expression started to significantly rise at 24 h of BMP4/IWP2 treatment (Fig. 2*A*) while other mature TE/trophoblast markers were observed at 48 h (*TP63*) and 72 h (*ELF5* and *EGFR*), respectively (Fig. 2*A*). By immunofluorescence, VGLL1 protein was detected in the nucleus after 24 h of BMP4/IWP2 treatment, where it colocalized with TEAD4 and YAP1 throughout TE induction (*SI Appendix*, Fig. S2*A*). While previous literature considered VGLL1 a mature trophoblast marker (like TP63), these temporal activation data suggest that VGLL1 might play an early role in TE induction downstream of TEtra factors.

**Fig. 2.**
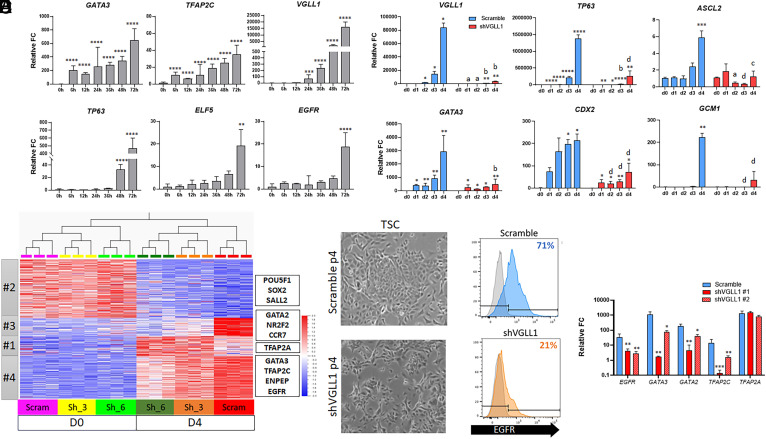
Loss of VGLL1 prevents completion of the TE/trophoblast program. (*A*) Gene expression levels of early and late trophoblast markers in the first 72 h of BMP4/IWP2 treatment of hESCs by qPCR. Statistical analysis relative to 0 h. (*B*) Gene expression levels of early and late trophoblast markers in shVGLL1 compared to Scramble hESCs during BMP4/IWP2 treatment by qPCR. Asterisks represent statistical differences within cell lines compared to d0. Letters represent statistical significance of shVGLL1 compared to same timepoint on Scramble. (*C*) Heatmaps of differentially expressed genes between shVGLL1 and Scramble hESCs at d0 and d4 of BMP4/IWP2 treatment by RNA-seq organized by gene cluster analysis. (*D*) Bright field images of Scramble and shVGLL1 hESC-derived TSCs. (*E*) Cell surface expression of EGFR in hESC-derived TSCs by flow cytometry. (*F*) Gene expression levels of TEtra factors and EGFR in hESC-derived TSCs by qPCR. Statistical analysis compared to Scramble. *P ≤ 0.05, **P ≤ 0.01, ***P ≤ 0.001, ****P ≤ 0.0001.

To understand the role of VGLL1 in this context, we established hESC lines that constitutively express VGLL1-specific shRNA for targeted gene knock-down (or shScramble as control, hereafter referred to as Scramble). Compared to Scramble hESCs, treatment of shVGLL1 hESCs with BMP4/IWP2 led to blunted up-regulation of late trophoblast markers, *TP63*, *ASCL2*, and *GCM1* (Fig. 2*B*). Interestingly, TEtra factor *GATA3* and the early TE marker *CDX2* also showed lower up-regulation. In addition, surface levels of EGFR levels were also lower in the BMP4/IWP2-treated shVGLL1-hESCs, compared to similarly treated Scramble-hESCs (*SI Appendix*, Fig. S2*B*), suggesting an incomplete TE conversion. To further explore the effect of VGLL1 knock-down in TE induction, we performed bulk RNA-seq analysis on two independent shVGLL1 clones and one Scramble control at days 0 and 4 of BMP4/IWP2 treatment (*SI Appendix*, Fig. S2*C*) (GSE295126). Overall, shVGLL1 hESC clones showed a marked delay in lineage conversion compared to Scramble hESCs (*SI Appendix*, Fig. S2*C*). We found 7,284 genes that were differentially dysregulated in BMP4/IWP2-treated shVGLL1 hESCs compared to Scramble hESCs (adj. *P* value < 0.05), organized in four distinct clusters based on pattern of expression (Dataset S4). Specifically, 3,056 genes showed blunted down-regulation (cluster #2) compared to Scramble and were associated with transcriptional regulation of PSCs and embryo development (*SI Appendix*, Fig. S2 *D* and *E*), including pluripotency markers *POU5F1*, *SOX2*, and *SALL2*. The 4,192 up-regulated genes during TE conversion that were misregulated in shVGLL1 hESCs compared to Scramble hESCs (Fig. 2*C*) grouped into three distinct clusters of expression (*SI Appendix*, Fig. S2 *D* and *E*). Cluster #3 contained genes that failed to be up-regulated, including TE/trophoblast markers *GATA2*, *NR2F2* (52), and *CCR7* (53), while cluster #4 included genes with blunted expression compared to Scramble, including TEtra factors *GATA3* and *TFAP2C*, TE markers *ENPEP* (54), and trophoblast markers *EGFR*, *ARID3A*, and *ARID5B* (55). Gene ontology analysis indicated that genes that failed to be fully up-regulated were associated with response to hormones and cell migration and were highly enriched for placental genes (*SI Appendix*, Fig. S2*F*). Interestingly, the remaining cluster #1 contained genes that were more highly up-regulated in shVGLL1 hESCs compared to Scramble hESCs and included TFAP2A (*SI Appendix*, Fig. S2 *D* and *E*), a potential compensatory response to lack of VGLL1 and lower expression of other TEtra factors. Finally, we compared these cells to the human embryo reference in Zhao et al. (50) (*SI Appendix*, Fig. S2*G*). As expected, both Scramble and shVGLL1 undifferentiated hESCs (d0) were annotated as Epiblast (*SI Appendix*, Fig. S2*G* and Dataset S2). BMP4/IWP2 treated cells were annotated as TE; however, Scramble and shVGLL1 cells mapped to different areas of the reference dataset, with Scramble representing more mature TE compared to shVGLL1 cells (*SI Appendix*, Fig. S2*G* and Dataset S2). These data suggest VGLL1 acts through a positive feedback mechanism downstream of the TEtra factors to complete a TE/trophoblast-specific program.

We then investigated whether VGLL1 was required for TSC derivation. Recently, we demonstrated that hESC-derived TE-like cells (hESCs following 4 d of BMP4/IWP2 treatment) can adapt to hTSC culture conditions, resulting in cells that show characteristics of bona fide primary hTSCs (48). hTSC culture medium includes a canonical WNT agonist and EGF signaling activation combined with TGFβ and ROCK signaling inhibition. Therefore, we attempted to derive hTSC-like cells from both Scramble and two shVGLL1 hESC clones. Similar to our initial report with wild type PSCs, both Scramble and shVGLL1 hESCs rapidly lost both epithelial morphology and cell surface expression of EGFR during the early stages of adaptation (*SI Appendix*, Fig. S3 *A* and *B*). However, while Scramble cells acquired a hTSC-like colony morphology and regained expression of surface EGFR by passage 6, shVGLL1 clones maintained a single cell morphology and failed to regain EGFR expression (Fig. 2 *D* and *E*). Moreover, shVGLL1 clones expressed lower levels of TEtra factors *GATA2*, *GATA3*, and *TFAP2C*, compared to Scramble hTSCs (Fig. 2*F* and *SI Appendix*, Fig. S3*D*). Interestingly, while the TE marker *ENPEP* also decreased in shVGLL1 cells, *CDX2* increased compared to Scramble (*SI Appendix*, Fig. S3 *C* and *D*). We also tested the ability of TSC-adapted shVGLL1 cells to differentiate into STB and EVT following established protocols (31, 48). Unlike Scramble TSCs, TSC-adapted shVGLL1 cells failed to fuse following STB differentiation and did not secrete hCG into the media (*SI Appendix*, Fig. S3 *E* and *F*). In EVT differentiation media, TSC-adapted shVGLL1 cells showed no morphological changes and failed to up-regulate HLA-G (*SI Appendix*, Fig. S3 *G* and *H*). These data suggest that VGLL1 knock-down PSCs failed to form bona fide TSCs and that VGLL1 is required for the maintenance of a trophoblast signature, in particular related to the expression of some TEtra factors and EGFR.

We further evaluated VGLL1 activity, uncoupled from BMP4 treatment, to investigate the function of VGLL1 in promoting the TE-specific transcriptional program. We leveraged a system composed of a doxycycline (DOX)-inducible dCas9-VPR and VGLL1-specific guide RNAs for CRISPR-mediated gene activation in undifferentiated hESCs (iVGLL1a) (Fig. 3*A*). In the absence of exogenous BMP4, ectopic expression of VGLL1 in hESCs initiated changes in cell morphology toward a cobblestone-like shape (Fig. 3*B*), and increased surface expression of EGFR (Fig. 3*C*). Moreover, we observed up-regulation of the TEtra factor *GATA3* and trophoblast marker *EGFR* accompanied by down-regulation of pluripotency marker *NANOG* by qPCR (Fig. 3*D*). We then performed bulk RNA-seq analysis on three independent iVGLL1a clones treated with DOX (or DMSO as vehicle control) (*SI Appendix*, Fig. S4*A*) (GSE295126). We found 6,530 differentially expressed genes (DEGs) in DOX-treated cells compared to DMSO (adj. *P*-value 0.05), of which 3,053 were up-regulated and 3,477 down-regulated (Fig. 3*E* and Dataset S5). Significantly down-regulated genes were enriched in pluripotency genes, including *MYC*, *NANOG*, *POU5F1*, and *SOX2* (Fig. 3*E* and *SI Appendix*, Fig. S4*B*). Up-regulated DEGs included TE/trophoblast markers *ARID5B*, *EGFR*, and *GATA3* (Fig. 3*E*). Moreover, gene ontology analysis of pathways and biological processes revealed the activation of signaling pathways important for TE and trophoblast specification and function, including TGFβ, MAPK, and PI3K-Akt pathways (*SI Appendix*, Fig. S4*C*). Interestingly, DOX-treated iVGLL1a cells did not transform into TSCs following culture in TSC media: their morphology quickly reverted to compact cells and were not distinguishable from DMSO-treated cells in TSC media (*SI Appendix*, Fig. S4*D*). DOX-treated cells lost expression of VGLL1 when passaged into TSC media without DOX induction (*SI Appendix*, Fig. S4*E*). They also lost expression of the trophoblast marker TP63 as determined by qPCR (*SI Appendix*, Fig. S4*E*) and cell surface expression of EGFR as determined by flow cytometry. Interestingly, both DMSO and DOX-treated cells in TSC media showed low expression levels of the pluripotency marker *NANOG* (*SI Appendix*, Fig. S4*E*) without showing signs of differentiation into any other embryonic lineage. These data point to a specific role of VGLL1 in controlling a TE/trophoblast transcriptional program but demonstrated that ectopic expression of VGLL1 alone is insufficient for TSC establishment from hPSCs in this model.

**Fig. 3.**
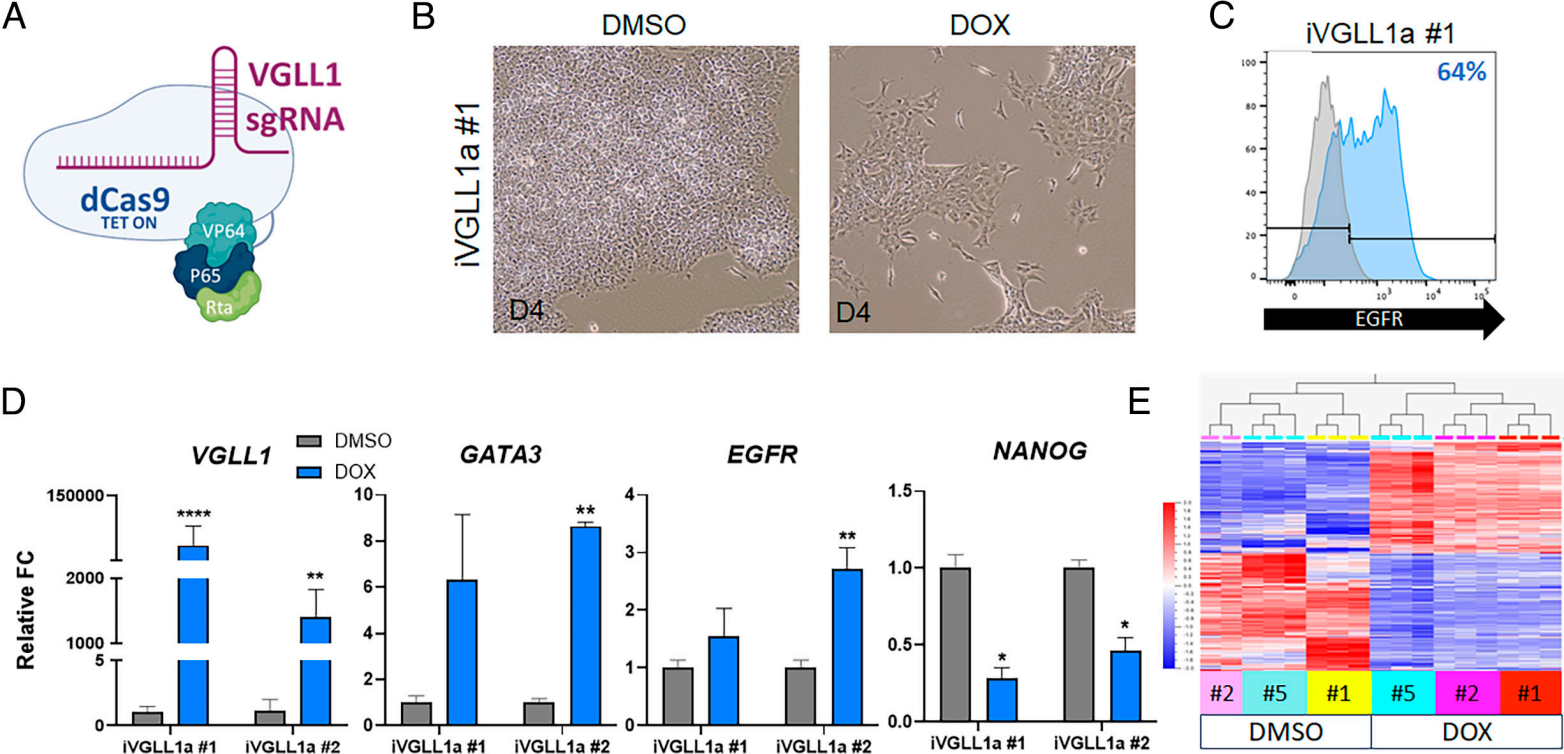
VGLL1 regulates a TE/trophoblast program independently of BMP4 treatment. (*A*) Schematic representation of the inducible CRISPR-mediated gene activation system, which includes a DOX-inducible dCas9-VPR and VGLL1-specific guide RNAs. (*B*) Bright field images of DMSO (control) and DOX-treated hESCs at day 4. (*C*) Cell surface expression of EGFR in DOX-treated iVGLL1a hESCs at day 4 by flow cytometry. (*D*) Gene expression levels of lineage markers in DOX-treated iVGLL1a hESCs at day 4 by qPCR. Statistical analysis compared to DMSO. (*E*) Heatmap of differentially expressed genes in iVGLL1a hESCs at day 4 of DMSO or DOX treatment. *P ≤ 0.05, **P ≤ 0.01, ***P ≤ 0.001, ****P ≤ 0.0001.

Unlike primed hPSCs, which requires BMP4, naïve hPSCs can be readily converted into TSCs following culture into TSC media (56). Therefore, we also tested the effect of ectopic VGLL1 expression in naïve hESCs on activation of TE-specific genes. We converted primed iVGLL1a hESCs to the naïve state in PXGL media (*SI Appendix*, Fig. S4 *F* and *G*) (43). Interestingly, we observed higher basal expression of some TE/trophoblast markers in naïve hESCs compared to the primed state, including *VGLL1* and *GATA3* (*SI Appendix*, Fig. S4*G*). Similar to what we observed in primed hESCs, treatment with DOX and consequent VGLL1 up-regulation caused up-regulation of TE markers *GATA3* and *EGFR* as well cell surface expression of EGFR (*SI Appendix*, Fig. S4 *H* and *I*). These data demonstrate that the program initiated by VGLL1 is conserved independently of pluripotency state.

### VGLL1 Regulates Canonical WNT Pathway Effectors.

Gene ontology analysis of up-regulated genes in response to DOX treatment of iVGLL1a hESCs suggested activation of WNT signaling pathway (*SI Appendix*, Fig. S4*C*). Indeed, VGLL1 expression induced up-regulation of WNT pathway components and mediators, including *EPHA2*, *FZD2*, *LEF1*, *LRP4*, *WLS*, *WNT4/5A/5B/6/10A/11*, as well as WNT signaling targets like *FST* (Fig. 4*A* and *SI Appendix*, Fig. S4*J*). We also confirmed β-catenin-dependent WNT activation using a reporter expressing mCherry under constitutive promoter and GFP under TCF/LEF promoter (57). We observed GFP signal in a subset of mCherry expressing cells following DOX treatment compared to DMSO control (Fig. 4*B*). Interestingly, we observed up-regulation of mesoderm markers on DOX-treated iVGLL1a hESCs by qPCR, including *EOMES* and *TBXT* (Fig. 4*C*). During BMP4-induced hESC differentiation, cotreatment with WNT inhibitor IWP2 effectively suppressed mesoderm marker expression. Therefore, we tested the dependence of mesoderm gene expression down-stream of VGLL1 activation in iVGLL1a hESCs on activation of the WNT signaling pathway. 

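During BMP4 treatment of hESCs, most mesoderm genes of Table S1 were lower when IWP2 was added. At day 2, 9 of the 13 were higher with BMP4 than with BMP4/IWP2 and 1 was lower. SOX17, a factor of endoderm and mesendoderm, was at 40.6 ± 4.15 CPM (SD, n = 3) with BMP4 and 0.0541 ± 0.0632 with BMP4/IWP2, and GATA6, a factor of primitive endoderm and cardiac mesoderm, at 33.1 ± 3.81 against 1.51 ± 0.164. PDGFRA, a receptor of paraxial and extraembryonic mesoderm, was at 7.39 ± 0.763 CPM against 0.988 ± 0.329. The gene that went the other way was VIM, an intermediate filament gene of mesenchyme, at 322 ± 5.36 CPM with BMP4 and 2098 ± 48.4 with BMP4/IWP2.

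The direct log2 differences at day 2 were 9.57 for SOX17 (SE 0.478, adjusted p = 2.67e-12 from edgeR), 4.45 for GATA6 (SE 0.260, adjusted p = 1.01e-11), 2.92 for PDGFRA (SE 0.173, adjusted p = 1.16e-11) and -2.70 for VIM (SE 0.257, adjusted p = 7.34e-07). As a set, the 13 genes were higher with BMP4 than with BMP4/IWP2 at day 2 (camera, adjusted p = 8.94e-23) and at day 4 (8 higher and 1 lower, adjusted p = 2.61e-05), and both calls held with an estimated correlation. With the day 0 set difference taken out, the call at day 4 was lost (adjusted p = 0.191), and so was that of SOX17 at day 2 (6.34, SE 98.3, adjusted p = 0.978), through the large SE that its few reads at day 0 give. Adjusted over the list alone, 2 were lower at day 2 and the other counts were the same. The study names several of these genes from these samples, so the list is not independent evidence of its direction. At BMP4/IWP2 day 4 the genes stood at -0.423 ± 0.227 in mean log2 level relative to day 0, against 1.41 ± 0.173 at BMP4 day 4. PDGFRA shares 1533 exonic bases with a transcript on the same strand, and VIM shares 1275 with transcripts on the other strand.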

Addition of IWP2 during doxycycline induction of VGLL1 effectively reduced the expression of WNT genes *FST*, *LEF1*, and *LGR5* (*SI Appendix*, Fig. S4 *J* and *H*). Moreover, this resulted in reduced expression of mesoderm markers *EOMES* and *TBXT* (Fig. 4*C*) and improved expression levels of *GATA3* and *EGFR* by qPCR and flow cytometry (Fig. 4 *D* and *E*). We compared gene expression profiles of DOX and DOX/IWP2 treated cells (Fig. 4*F* and Dataset S5) and found that DOX/IWP2 treated cells showed significant loss of mesoderm-associated genes, including *EOMES* and *TBXT* (Dataset S5). Interestingly, ectopic expression of VGLL1 in naïve hESCs showed similar up-regulation of WNT-related genes but not mesoderm markers, *EOMES,* and *TBXT* (*SI Appendix*, Fig. S4*L*). These data support a role for VGLL1 in regulating the expression of β-catenin-dependent WNT signaling genes, an important pathway in trophoblast development and placental function.

**Fig. 4.**
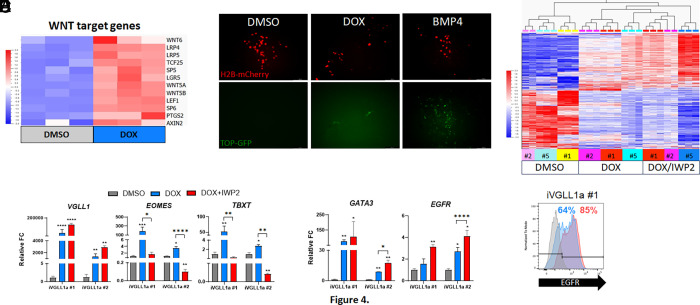
VGLL1 regulates expression of canonical WNT effectors. (*A*) Heatmap of WNT target genes differentially expressed in iVGLL1a hESCs at day 4 of DMSO or DOX treatment. (*B*) β-catenin-dependent WNT activation in DOX-treated hESC using a TCF/LEF-GFP reporter plasmid. (*C*) Gene expression levels of mesoderm markers in DOX-treated iVGLL1a hESCs with and without IWP2 by qPCR. (*D*) Gene expression levels of early and late trophoblast markers in DOX-treated iVGLL1a hESCs with and without IWP2 by qPCR. (*E*) Cell surface expression of EGFR in DOX-treated iVGLL1a hESCs with and without IWP2 at day 4 by flow cytometry. (*F*) Heatmap of differentially expressed genes in iVGLL1a hESCs at day 4 of DMSO or DOX treatment, with and without IWP2. *P ≤ 0.05, **P ≤ 0.01, ***P ≤ 0.001, ****P ≤ 0.0001.

### VGLL1 Directly Regulates Trophoblast-Associated Genes at Placenta-Specific Distal Regulatory Regions.

We compared the differentially expressed genes in both the constitutive knock-down and gene activation systems to further narrow down VGLL1 contributions to the TE transcriptional program (Fig. 5*A*). We found 528 genes that were concordantly regulated by VGLL1 expression, specifically down-regulated in VGLL1sh hESCs (relative to Scramble) after TE induction, and up-regulated in the iVGLL1a hESCs treated with DOX/IWP2 (Dataset S5). These genes were involved in cancer pathways, focal adhesion, TGFβ, and HIPPO signaling pathways (*SI Appendix*, Fig. S4*E*) and were highly associated with placental gene expression (*SI Appendix*, Fig. S5*A*). We then set out to investigate whether VGLL1 directly regulates the transcription of a subset of these genes. VGLL1 lacks a DNA binding domain but is a transcriptional cofactor for TEAD family members. TEAD4 is expressed in both hESCs and hESC-derived TE-like cells and plays a role in trophoblast differentiation of hESCs as well as in maintenance of stemness in primary hTSCs (58, 59). Therefore, we predicted that VGLL1 binding to regulatory regions might be mediated through its association with TEAD4. To test this, we performed immunoprecipitation with either an anti-TEAD4 or anti-VGLL1 antibody on the choriocarcinoma cell line JEG3 and confirmed coprecipitation of VGLL1 and TEAD4, respectively (*SI Appendix*, Fig. S5*B*). We further confirmed VGLL1 binding to TEAD4 in BMP4-IWP2-treated TE-like cells by coimmunoprecipitation (*SI Appendix*, Fig. S5*B*). We also confirmed binding of VGLL1 and TEAD4 to a validated 5’UTR region of *GATA3* by ChIP-qPCR (*SI Appendix*, Fig. S5*C*) (60).

**Fig. 5.**
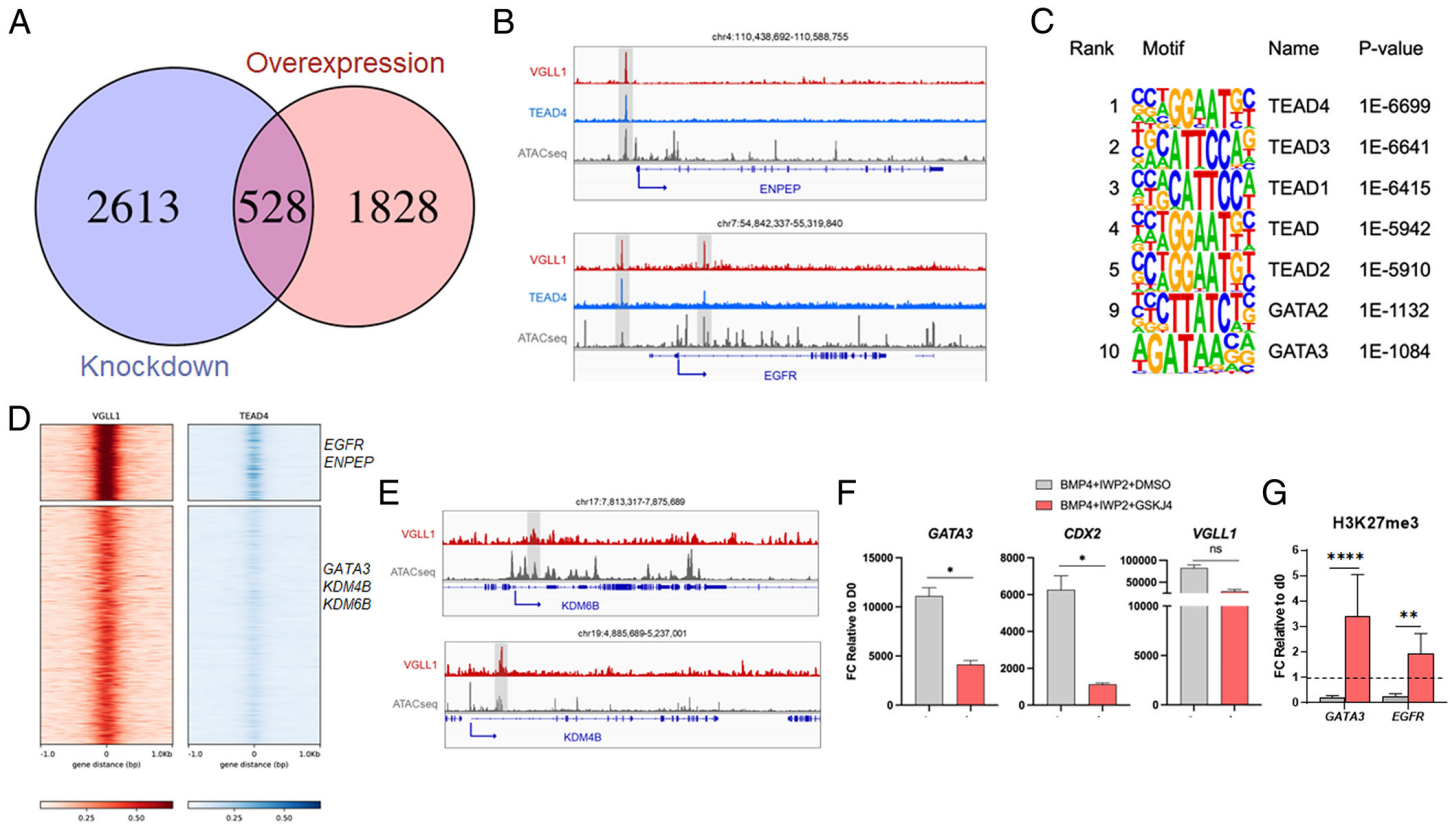
VGLL1 directly regulates chromatin modifier gene KDM6B. (*A*) Venn diagram of concordantly regulated genes downregulated in shVGLL1 clones and up-regulated in DOX-treated iVGLL1a hESCs. (*B*) Genome browser tracks showing VGLL1 and TEAD4 genomic enrichment peaks (ChIP-seq) and chromatin accessibility peaks (ATAC-seq) for representative TE gene loci of BMP4/IWP2-treated hESCs at day 4. (*C*) Motif analysis using HOMER showing the significantly enriched DNA-binding motifs at VGLL1-binding sites in BMP4/IWP2-treated hESCs at day 4. (*D*) Co-occupancy analysis by signal density pileups of VGLL1 and TEAD4 peaks in ChIP-seq of BMP4/IWP2-treated hESCs at day 4. (*E*) Genome browser tracks showing VGLL1 genomic enrichment peaks (ChIP-seq) and chromatin accessibility peaks (ATAC-seq) for chromatin modifiers, KDM6B and KDM4B loci of BMP4/IWP2-treated hESCs at day 4. (*F*) Gene expression levels of early trophoblast markers after 4 d of treatment of hESCs with BMP4/IWP2 in the presence of KDM6B inhibitor GSKJ4 (or DMSO as control). (*G*) CUT&RUN for repressive histone mark H3K27me3 followed by qPCR for regulatory regions occupied by VGLL1 of TE markers GATA3 and EGFR. *P ≤ 0.05, **P ≤ 0.01, ****P ≤ 0.0001, ns = nonsignificant.

Having validated the interaction between VGLL1 and TEAD4, we next set out to identify binding regions of VGLL1 in complex with TEAD4 in hESC-derived TE-like cells. Therefore, we performed ChIP-seq using both anti-VGLL1 and anti-TEAD4 antibodies on BMP4/IWP2-treated hESCs at day 4 (GSE295124). VGLL1 ChIP peaks were distributed mainly between intronic (44.4%), intergenic (30.6%), and promoter (20%) regions (*SI Appendix*, Fig. S5*D*), suggesting that VGLL1 might regulate target genes through transcription activation at promoters as well as through interactions at distal enhancer regions. In line with this, we found evidence of VGLL1 occupancy at *EGFR* and *ENPEP* promoter regions (Fig. 5*B*), as well as in distal regulatory regions of *GATA3* and *EGFR* identified as putative active enhancers in the human placenta (*SI Appendix*, Fig. S5*E* and Dataset S6) (61). VGLL1 peaks were enriched in TEAD family member motifs, including TEAD4 and TEAD1 (Fig. 5*C*). In our ChIP-seq data, VGLL1 and TEAD4 co-occupied regions at trophoblast-associated genes *EGFR*, *ARID3A*, *CDH1*, *ENPEP*, *KRT7*, *KRT8*, *PTPN14*, and *TEAD1* (Fig. 5*D*, *SI Appendix*, Fig. S5*F*, and Dataset S6). In addition, we identified VGLL1-specific binding at TE/trophoblast regulators *ASCL2*, *ARID5B*, *CCR7*, CITED2, *NODAL*, *TP63,* and WNT signaling effectors, such as the long noncoding *LEF-AS1*, and components *EPHA2*, *FZD2*, *ITGB1, LGR4*, *LRP5/6*, *WLS*, *WNT5A*, and *WNT5B* (Fig. 5*D* and Dataset S6). The genes bound by VGLL1 were highly associated with the human TE transcriptional signature and not with mesoderm-derived cell types (*SI Appendix*, Fig. S5*G*). To confirm that these regulatory regions are specific for VGLL1 in the TE context independently of the model used, we mined published VGLL1 CUT&TAG data from Yang et al. in naïve TE cells (62) and found conserved binding regions in TE-specific genes, including at *GATA3*, *EGFR*, and *ENPEP loci* (*SI Appendix*, Fig. S5*H*). Together, these data demonstrate that VGLL1 directly regulates a TE/trophoblast-specific program at promoter regions in complex with TEAD4 and at distal regulatory regions potentially with a novel partner.

### VGLL1 Contributes to BMP4-Dependent Epigenetic Changes by Regulating the Histone Demethylation Enzyme KDM6B.

To investigate whether VGLL1 might contribute to the epigenetic changes for TE induction of hESCs downstream of BMP4-treatment, we first looked at chromatin modifiers whose expression patterns followed VGLL1 manipulation (Fig. 5*A* and Dataset S5). Among the 528 genes concordantly regulated, we identified *TET2*, involved in DNA demethylation, and *KDM6B*, an enzyme responsible for demethylation of histone 3 lysine residue 27 (H3K27me3/2/1). Furthermore, we detected VGLL1 occupancy at *KDM4B* and *KDM6B* loci in BMP4/IWP2-treated hESCs (Fig. 5*D*), indicating these lysine demethylases are direct targets of VGLL1 in our model. Interestingly, we found overlapping binding regions at *KDM6B* loci in the VGLL1 CUT&TAG dataset in naïve TE cells from Yang et al. (62), suggesting a conserved mechanism (*SI Appendix*, Fig. S5*H*). KDM6B has been reported to regulate the demethylation of H3K27me3 at promoter regions of *Gata3* and *Cdx2*, thus promoting their expression in the TE of preimplantation murine embryos (63). Therefore, we treated hESCs with a KDM6B demethylase activity inhibitor, GSKJ4, during BMP4/IWP2-mediated differentiation, and, similar to VGLL1 knock-down, we found decreased levels of TE markers *GATA3* and *CDX2*, compared to vehicle control (Fig. 5*F*). To confirm maintenance of the H3K27me3 repressive mark at VGLL1 binding peaks of TE-specific genes, we performed cleavage under targets and release using nuclease (CUT&RUN) with an anti-H3K27me3 antibody followed by qPCR (64). We found decreased H3K27me3 binding at both *GATA3* and *EGFR* regions occupied by VGLL1 following 4 d of BMP4/IWP2 treatment compared to d0 in control samples (Fig. 5*G*). In contrast, H3K27me3 levels at these *loci* were maintained or even increased at d4 compared to d0 upon addition of GSKJ4 (Fig. 5*G*). Collectively, these data suggest that VGLL1 further contributes to the establishment of a TE/trophoblast transcriptional signature by regulating the expression of chromatin remodeler enzymes.

### VGLL1 and KDM6B Are Coexpressed in the TE Compartment of Preimplantation Embryos.

To extend our findings beyond PSC-based models, we examined VGLL1 expression in human embryos. Using published datasets, we investigated its temporal and spatial expression during early embryonic development. Yan *et al*. previously performed RNA-seq of individual early human embryos from the oocyte to preimplantation blastocyst (27). Analysis of these data revealed that *VGLL1* was expressed at very low levels until the blastocyst stage, at which point its expression began to increase (*SI Appendix*, Fig. S6*A*). Blakeley *et al.* investigated the transcriptional signature of the three main cell types found in the preimplantation blastocyst: TE, epiblast (EPI), and primitive endoderm (PE) with single-cell RNA-seq (3). Examination of datasets from these cell types revealed that *VGLL1* was highly expressed in TE, with some expression in the PE but not in EPI (*SI Appendix*, Fig. S6*B*). To further distinguish between polar TE (adjacent to the inner cell mass) and mural TE (adjacent to the blastocoele) clusters, we reanalyzed single-cell RNA-seq data of dissociated human embryo cells from another study that performed extended embryo culture (65). We found that *VGLL1* expression was increased in TE relative to the EPI and PE, with slightly higher expression in the polar TE compared to the mural TE (Fig. 6*A*). By contrast, *CDX2*, another TE marker central to the TE program in humans and mice, was similarly increased in TE compared to EPI and PE cells but was higher in the mural compared to the polar compartment (Fig. 6*A*). To assess whether protein expression correlated with our transcriptomic results, we costained preimplantation embryos with VGLL1 and both extraembryonic (GATA3, TP63) and embryonic (NANOG) markers. We observed VGLL1 positive cells at the morula stage in both inside and outside cells and costaining with GATA3 in a subset of outside cells (*SI Appendix*, Fig. S6*C*). At the blastocyst stage (day 5), VGLL1 expression was higher in the nuclei of TE cells compared to ICM (Fig. 6 *B* and *C* and *SI Appendix*, Fig. S6*D*). These data confirm VGLL1 activity in the TE compartment of human embryos, further suggesting a role for this transcriptional cofactor in establishment/maintenance of this lineage.

**Fig. 6.**
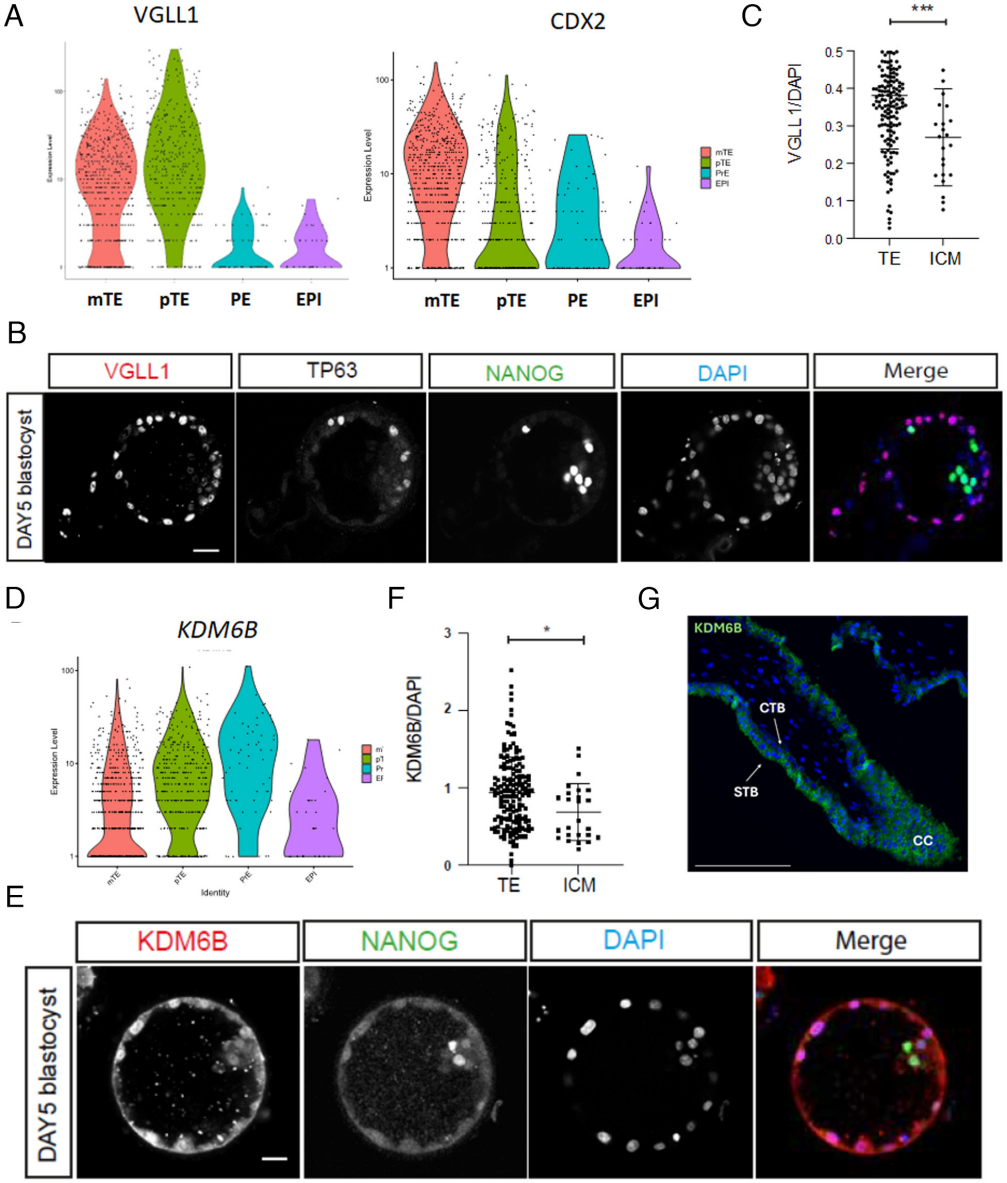
VGLL1 and KDM6B are highly expressed in the polar TE of preimplantation blastocysts. (*A*) Violin plots showing expression levels of VGLL1 and CDX2 in the mural TE, polar TE, epiblast, and primitive endoderm (PE) cells of d6 blastocysts [data from Zhou et al. (65)]. (*B*) Immunofluorescence staining of a day 5 human blastocyst with VGLL1, TP63, and NANOG. (*C*) Quantification of VGLL1 staining in the TE and ICM compartments of day 5 human blastocyst (n = 3) ***P = 0.0005. (*D*) Violin plots showing expression levels of KDM6B in the mural TE, polar TE, epiblast, and PE cells of d6 blastocysts [data from Zhou et al. (65)]. (*E*) Immunofluorescence staining of a day 5 human blastocyst with KDM6B and TP63. (*F*) Quantification of KDM6B staining in the TE and ICM compartments of day 5 human blastocyst (n = 3) *P = 0.0117. (*G*) Immunofluorescence staining of KDM6B in a week 6 placenta. CTB = cytotrophoblast, STB = syncytiotrophoblast, CC = cell column.

Finally, to determine whether VGLL1 and KDM6B were found in similar compartment in vivo, we examined KDM6B expression in both human embryos and first trimester placentas. In RNA-seq datasets from human preimplantation embryos, *KDM6B* was highly expressed in the TE, with increased expression in the polar compared to mural TE (Fig. 6*D*). However, it was also expressed at high levels in PE and at lower levels in the ICM. In day 5 blastocysts, protein levels recapitulated observations in single cell RNA-seq datasets, with significantly higher expression of KDM6B in cells of the TE compared to those of the ICM (Fig. 6 *E* and *F*). Finally, in the first trimester placenta, immunostaining showed ubiquitous expression of KDM6B in the trophoblast compartment with lower expression in cytotrophoblasts (CTB) compared to expression in both the proximal cell column (CC) and the syncytiotrophoblast compartment (STB) (Fig. 6*G*). Taken together with our ChIPseq, these data point to a direct role for VGLL1 in regulating KDM6B expression in the TE and the trophoblast compartment of the first trimester placenta. Overall, this study demonstrates that VGLL1 regulates both genetic and epigenetic features to support a trophoblast lineage-specific transcriptional program.

## Discussion

Correct establishment of the TE lineage is fundamental for placental development and a successful pregnancy outcome. Because of the ethical and technical limitations of working with human embryos, various protocols have been reported to differentiate human PSCs into trophoblast in order to study species-specific mechanisms of development. In this work, we used a BMP4-model for TE induction from primed PSCs previously established in our lab, which includes addition of the WNT inhibitor IWP2 to suppress mesoderm differentiation, followed by TSC culture adaptation (48). First, we further explore the transcriptional programs and lineages elicited by BMP4 in the presence and absence of IWP2. 

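The difference between BMP4 and BMP4/IWP2 was itself different at day 2 and at day 4. The T-box gene EOMES, at 5.48 on the log2 scale in favour of BMP4 at day 2, did not pass the test between treatments at day 4 (interaction -6.58, SE 0.638, adjusted p = 4.92e-08 from edgeR). The difference in MIXL1, a homeobox gene of the streak, became smaller (interaction -4.41, SE 0.308, adjusted p = 3.11e-10) and still passed at day 4 (1.36, SE 0.225, adjusted p = 5.23e-05). For WNT5B, a WNT ligand, the interaction was -3.27 (SE 0.509, adjusted p = 0.000168), and for LEF1, the β-catenin partner, -2.65 (SE 0.255, adjusted p = 4.26e-08). For ABCG2, a transporter of the trophoblast membrane, BMP4 was higher than BMP4/IWP2 at day 2 (log2 difference 2.46) and lower at day 4 (-1.10), an interaction of -3.57 (SE 0.111, adjusted p = 1.6e-15). EVX1 (adjusted p = 0.0657) did not pass the interaction test. Nor did TBXT (adjusted p = 0.845), but with 4 counts at BMP4/IWP2 day 2 and none at day 4 its test cannot tell whether the difference changed. SP5, without a read in any BMP4/IWP2 library, could not be tested for an interaction.

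Of the 18 primitive streak and nascent mesoderm genes, 11 had a lower BMP4 over BMP4/IWP2 log2 difference at day 4 than at day 2 and none had a higher one (13 when adjusted over the list alone), and the set passed (camera, adjusted p = 3.05e-06, held with an estimated correlation). Of the 24 canonical WNT targets, 8 had a lower and 3 a higher log2 difference at day 4 (adjusted p = 0.00134, and adjusted p = 0.0958 with an estimated correlation). Of the 18 WNT ligands, 10 had a lower and 3 a higher one (12 and 3 when adjusted over the list alone, adjusted p = 0.0052, held). Of the 13 TE genes of Table S1, 7 had a lower and 2 a higher one (adjusted p = 5.85e-08, held), and with IWP2 10 of them rose between day 2 and day 4 (adjusted p = 8.17e-19, held).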

We demonstrated that activation of the canonical WNT pathway and consequent up-regulation of mesoderm markers was limited to the first 2 d of treatment, with transcription directed toward a TE-like program by day 4. Universal TE markers including *GATA3*, *ENPEP*, and *TACSTD2* were all induced by BMP4 treatment. 

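GATA3, ENPEP and TACSTD2 were higher than at day 0 at both timepoints of BMP4. GATA3, a GATA-family factor that initiates TE gene expression, was at 0.429 ± 0.0923 CPM (SD, n = 6) at day 0, 184 ± 19.2 (n = 3) at BMP4 day 2 and 277 ± 28.7 at BMP4 day 4, and with BMP4/IWP2 at 93.0 ± 2.71 and 228 ± 20.0. ENPEP, a surface peptidase, was at 41.7 ± 1.79 CPM at BMP4 day 2 and 11.4 ± 2.25 at BMP4/IWP2 day 2. TACSTD2, which encodes the epithelial surface glycoprotein TROP2, was at 0.681 ± 0.228 CPM at day 0, 13.1 ± 1.38 and 8.00 ± 1.78 at BMP4 day 2 and day 4, and 5.02 ± 0.331 and 13.6 ± 1.98 with BMP4/IWP2. EGFR, the EGF receptor of trophoblast progenitors, was higher with IWP2 than without at day 4, at 196 ± 11.5 against 90 ± 6.89 CPM, whereas CDX2 was lower with IWP2, at 3.06 ± 0.742 against 53.4 ± 6.70.

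The log2 fold changes of TACSTD2 from day 0 were 4.29 at BMP4 day 2 (SE 0.189, adjusted p = 1.89e-14 from edgeR) and 3.58 at BMP4 day 4 (SE 0.190, adjusted p = 2.25e-13), and those of ENPEP at day 2 were 4.13 with BMP4 (SE 0.172, adjusted p = 2.14e-13) and 2.26 with BMP4/IWP2 (SE 0.177, adjusted p = 2.59e-09). Between BMP4 and BMP4/IWP2 at day 2, GATA3 differed by 0.99 (SE 0.0985, adjusted p = 4.79e-08, within 2-fold), ENPEP by 1.87 (SE 0.196, adjusted p = 3.86e-07) and TACSTD2 by 1.38 (SE 0.206, adjusted p = 1.41e-05). At day 4, TACSTD2 differed by -0.77 (SE 0.201, adjusted p = 0.00447, within 2-fold), EGFR by -1.13 (SE 0.106, adjusted p = 2.34e-08) and CDX2 by 4.13 (SE 0.216, adjusted p = 4.34e-12). With the day 0 set difference taken out, TACSTD2 at day 2 (0.75) and EGFR at day 4 (-0.76) were no longer called. CDX2, with few reads at day 0, stayed past 2-fold and lost its call through a large SE, at day 2 (6.10, SE 3.22, adjusted p = 0.136) and at day 4 (2.63, SE 2.8, adjusted p = 0.483). GATA3 at day 2 (1.09) and TACSTD2 at day 4 (-1.40) were called in this setting. On GRCh38, TACSTD2 (ENSG00000184292) spans 58575433 to 58577252 of chromosome 1, EGFR (ENSG00000146648) 55019017 to 55211628 of chromosome 7 and CDX2 (ENSG00000165556) 27960918 to 27969315 of chromosome 13. EGFR shares 186 exonic bases with EGFR-AS1 on the other strand.

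**Figure D11:**
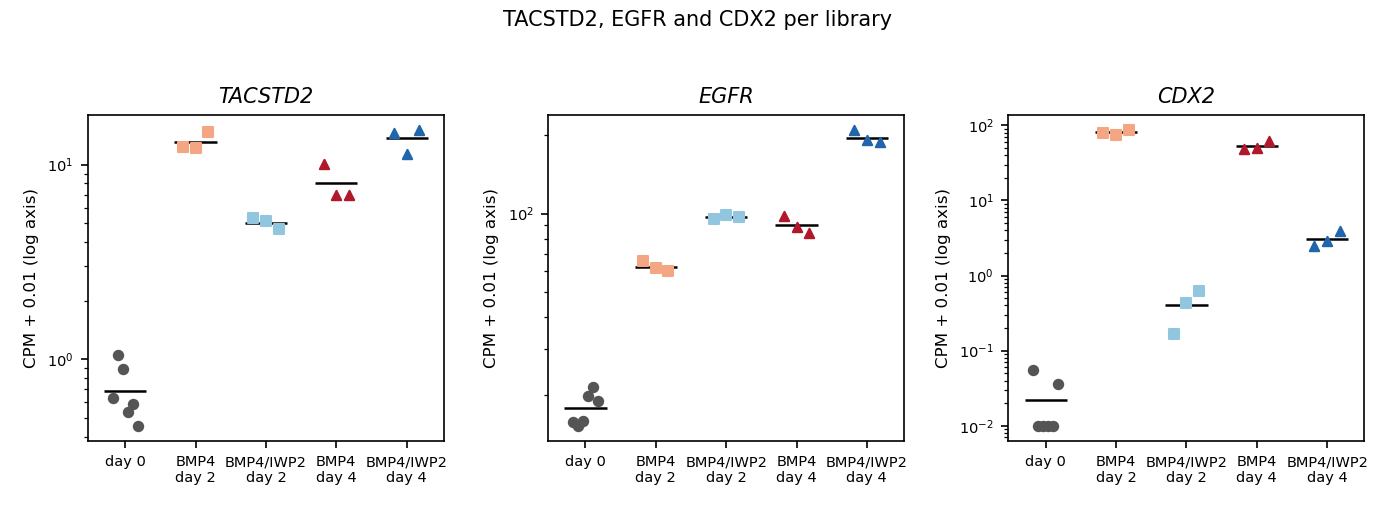
CPM plus 0.01 (vertical, log scale) of TACSTD2, EGFR and CDX2 in the 5 groups, each point a library and each short line the group mean. TACSTD2 and EGFR are raised in every treated group, and CDX2 is far higher with BMP4 than with BMP4/IWP2 at both timepoints.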

Our ATAC-seq data comparing BMP4-driven differentiation with and without WNT signaling inhibition indicates that, in primed hPSCs, the chromatin surrounding trophoblast lineage genes was accessible for transcription throughout differentiation. The changes in chromatin reported here accompany the temporal increase of TE/trophoblast markers that we observed in our RNA-seq data. In contrast, we showed that, at these concentrations of BMP4, chromatin near mesoderm lineage genes closed over time even in the absence of WNT inhibition.

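Trophoblast progenitor markers rose between day 2 and day 4 with BMP4/IWP2 and syncytiotrophoblast markers with both treatments, while extravillous trophoblast markers did not rise as a set. VGLL1, the TEAD cofactor, was at 1.94 ± 0.126 CPM (SD, n = 3) at BMP4 day 2 and 0.880 ± 0.268 at BMP4/IWP2 day 2, and rose to day 4 by 4.2 (SE 0.181, adjusted p = 5.13e-12 from edgeR) and 5.23 (SE 0.197, adjusted p = 1.21e-12) on the log2 scale. TP63 was at 9.61 ± 1.75 and 1.5 ± 0.266 CPM at day 2, and rose with BMP4/IWP2 (4.24, SE 0.218, adjusted p = 7.51e-13) while its rise with BMP4 stayed within 2-fold (0.99, SE 0.185, adjusted p = 0.000143). NR2F2, the nuclear receptor of mature TE, went from 1.92 ± 0.207 to 136 ± 11.5 CPM with BMP4 and from 12.0 ± 1.86 to 95.9 ± 11.9 with BMP4/IWP2. PEG10, an imprinted gene of retrotransposon origin needed for the placenta, was at 1182 ± 42.4 CPM with BMP4 and 2446 ± 242 with BMP4/IWP2 at day 4, from 1022 ± 38.9 and 513 ± 2.61 at day 2.

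Of 20 trophoblast progenitor markers, 13 rose and 2 fell from day 2 to day 4 of BMP4/IWP2 (camera, adjusted p = 2.4e-17, held with an estimated correlation), and 6 rose and 3 fell with BMP4 (adjusted p = 0.00071, and adjusted p = 0.116 with an estimated correlation). At day 2, 14 were higher and 2 lower than at day 0 with BMP4, and 13 were higher and none lower with BMP4/IWP2 (adjusted p = 2.31e-26 and 2.41e-19, both held). At day 4, 7 of them were lower and 2 higher with BMP4 than with BMP4/IWP2 (adjusted p = 0.0285, adjusted p = 0.261 with an estimated correlation, and adjusted p = 0.284 with the day 0 set difference taken out). Of 14 tested syncytiotrophoblast markers, 10 rose and 1 fell with BMP4 and 11 rose and 1 fell with BMP4/IWP2 from day 2 to day 4 (adjusted p = 2.27e-09 and 2.77e-11, both held). Another 9 listed syncytiotrophoblast genes, among them the chorionic gonadotropin genes CGB3, CGB5 and CGB8, had too few reads to be tested. From day 0, 12 were higher and 1 lower at BMP4 day 4 and 11 higher and none lower at BMP4/IWP2 day 4 (adjusted p = 2.44e-08 and 1.19e-08, both held), against 7 and 0 at BMP4 day 2 (adjusted p = 0.108) and 4 and 1 at BMP4/IWP2 day 2 (adjusted p = 0.322). Of 11 tested extravillous trophoblast markers, 7 were higher and none lower at BMP4 day 2, 8 and 0 at BMP4/IWP2 day 2, 6 and 1 at BMP4 day 4, and 6 and 0 at BMP4/IWP2 day 4 (adjusted p = 1.77e-07, 8.03e-16, 5e-04 and 4.96e-07, all held). Between the timepoints, 2 of them rose and 4 fell with BMP4 (adjusted p = 0.81). With BMP4/IWP2 1 rose and 4 fell, and the list was lower as a set (adjusted p = 0.0108, and adjusted p = 0.0536 with an estimated correlation). Adjusted over each list alone, the counts were the same except for 3 higher syncytiotrophoblast markers at BMP4/IWP2 day 2. PEG10 shares 219 exonic bases with SGCE on the other strand.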

Temporal activation of TE/trophoblast lineage in our model was similar to previously published studies of BMP4-dependent induction of the trophoblast lineage, with TEtra factors GATA2/3 and TFAP2A/C expressed early during differentiation followed by more mature markers (19). However, in their study Krendl and colleagues defined VGLL1 as a late marker. In this study, we determined that *VGLL1* induction occurs after the TEtra factors but before other mature markers like *EGFR* and *TP63*. Knock-down of VGLL1 prevented a complete exit from pluripotency with maintenance of factors like *POU5F1* and *SOX2*, and blunted expression TE markers including *EGFR*, *ENPEP*, and *NR2F2*. Interestingly, we also observed reduced expression of TEtra factors *GATA3*, *GATA2*, and *TFAP2C*. These data suggest that while VGLL1 is not required for the initiation of the TE/trophoblast program, it belongs to a second wave of factors necessary for the completion of this program in part via a positive feedback loop onto the TEtra factors.

Such a role is not unique to VGLL1. In the mouse, Eomesodermin (Eomes), downstream of Cdx2, is not required to initiate the TE program (18, 66) but instead plays a key role as regulator of TE differentiation and maintenance of murine TSCs in the extraembryonic compartment (17). Mouse embryos lacking Eomes are arrested in the early postimplantation period, initiating formation of TE (e.g., by cavitation), but failing to form a proper chorion (17). While EOMES is not involved in human TE/trophoblast development (3, 9), our data suggest that VGLL1 function similarly to reinforce the TE/TSC identity downstream of early key TE lineage regulators and allow hTSC expansion. In fact, VGLL1 knock-down TE-like cells adapted to TSC culture conditions showed decreased expression of *GATA2* and *GATA3*, lack of cell surface expression of EGFR, and a failure to differentiate into either STB or EVT cells, demonstrating lack of bona fide hTSC derivation.

Canonical WNT signaling is a crucial pathway to establish and maintain various epithelial stem cells (23). As mentioned, canonical WNT signaling supports mesoderm differentiation of BMP4-treated hPSCs (37). VGLL1 is uniquely expressed in the TE/trophoblast lineage during early human development, thus the up-regulation of mesoderm genes *EOMES*, *MIXL1*, and *TBXT* in hPSCs as a consequence of ectopic expression of VGLL1 was unexpected. As in our BMP4-based differentiation protocol, addition of IWP2 significantly decreased the expression of mesoderm genes in iVGLL1a hESCs, suggesting that canonical WNT activation, but not mesoderm genes, may be directly regulated by VGLL1. In fact, temporal activation of the canonical WNT reporter at 48 to 72 h of BMP4-treatment correlated with the timeline of VGLL1 induction. We also detected active WNT signaling in DOX-treated iVGLL1a hESCs. However, our data also suggest that VGLL1 alone cannot sustain long-term autocrine activation of the canonical WNT pathway. We detected VGLL1 occupancy at WNT coreceptors *LRP5/6* as well as the WNT agonist R-Spondin receptor *LGR4*. Canonical WNT pathway activation is necessary for hTSC and trophoblast organoid establishment and maintenance from placental tissue. Our data therefore suggest that VGLL1 is key in supporting and maintaining the trophoblast stem cell state, potentially via up-regulation of canonical WNT signaling pathway receptors and coreceptors.

Recently, Yang and colleagues explored the role of VGLL1 and TEAD4 in TE specification, starting from naïve PSCs, which represent cells of the preimplantation embryonic compartment (62). Similar to our results, they demonstrated that loss of VGLL1 led to maintenance of pluripotency genes, blunted expression of TE genes, including *GATA3*, *ENPEP,* and *NR2F2*, and inability to derive hTSCs. They demonstrated that the VGLL1/TEAD4 complex directly regulates expression of markers such as *GATA3* and *ENPEP* at promoter and intergenic regions. In contrast, our model utilizes primed PSCs, which represent a postimplantation epiblast state (50). Despite the different initial states, our data largely corroborate their findings with VGLL1 directly regulating markers such as *GATA3* and *ENPEP*. Interestingly, we showed VGLL1 occupancy at putative distal regulatory regions of *GATA3* and *EGFR*. These regions were recently mapped to predicted enhancers active in the human placenta across gestation (61), suggesting a conserved role for VGLL1 in trophoblast-specific distal regulatory regions. In fact, when we looked at the presence of these distal enhancer peaks in the Yang *et al* data, we found shared peaks, corroborating that they might represent functionally relevant regulatory regions for TE and trophoblast identity.

The TE and ICM lineages segregate early during mammalian development and are distinguished by unique transcriptomes and epigenomes. Both naïve and primed hPSCs contain bivalent promoters at developmental genes, which maintain them in a transcriptionally poised state (19, 67, 68). Such bivalent regions are characterized by H3K4me3, a posttranslational histone modification mark associated with active promoters, and H3K27me3, a marker correlated with transcriptional repression. Global distribution of H3K27me3 differs between primed and naive hPSCs. However, many of the genes marked by H3K27me3 that are shared between these two pluripotency states are trophoblast regulators, including GATA3 (67, 68). In their study, Yang and colleagues found a correlation between loss of VGLL1 and lower levels of H3K27ac, a histone mark associated with active promoters and enhancers, at TE-specific genes (62). However, the authors did not propose a direct link between VGLL1 expression and H3K27ac levels at TE genes. Moreover, before H3K27 can be modified by acetylation, the methyl groups need to be removed from the bivalent promoter occupied by H3K27me3. We have also observed decreased levels of global H3K27ac in shVGLL1 hESCs in our primed model of TE conversion and identified KDM6B, one of two H3K27me3-specific demethylases in mammals, as a potential mediator of VGLL1-dependent chromatin remodeling. The transcript levels of *KDM6B* were largely dependent on VGLL1 expression and we observed direct VGLL1 binding on the *KDM6B* gene in our ChIP-seq data. In the murine blastocyst, KDM6B removes the repressive H3K27me3 at the promoter regions of *Gata3* and *Cdx2* specifically in the TE (63). Loss of *Kdm6b* results in maintenance of H3K27me3 at TE-specific gene regulatory regions, lower expression of Gata3 and Cdx2 in the TE, and an impaired ability for the embryos to implant into the uterus. In humans, *VGLL1* and *KDM6B* are highly expressed in the polar TE of the human blastocyst, which attaches to the uterine wall during implantation. It remains unclear whether KDM6B is involved in human implantation, but our results show that chemical inhibition of KDM6B demethylase activity phenocopies loss of VGLL1 and results in the blunted expression of *GATA3* and *CDX2*, in vitro. Thus, we posit a model whereby VGLL1 directly up-regulates the expression of KDM6B, which contributes to demethylation of H3K27me3 at bivalent/poised promoters prior to deposition of the acetyl group by acetyltransferases at trophoblast-specific regulatory regions to mark a transcriptionally permissive chromatin state (Fig. 7). Evidence suggests that, while mouse TE is fully specified in the preimplantation blastocyst, human TE lineage commitment might not be completed until postimplantation (52). VGLL1-dependent regulation of chromatin remodelers like KDM6B might provide a mechanism explaining the higher plasticity of human postimplantation pluripotent cells. In the human placenta, KDM6B was expressed across the trophoblast compartments of first trimester tissues, including villous CTB, cell column trophoblasts, and STB. Therefore, our data suggest that KDM6B may play a role not just in TE specification but also in functional mature trophoblasts.

**Fig. 7.**
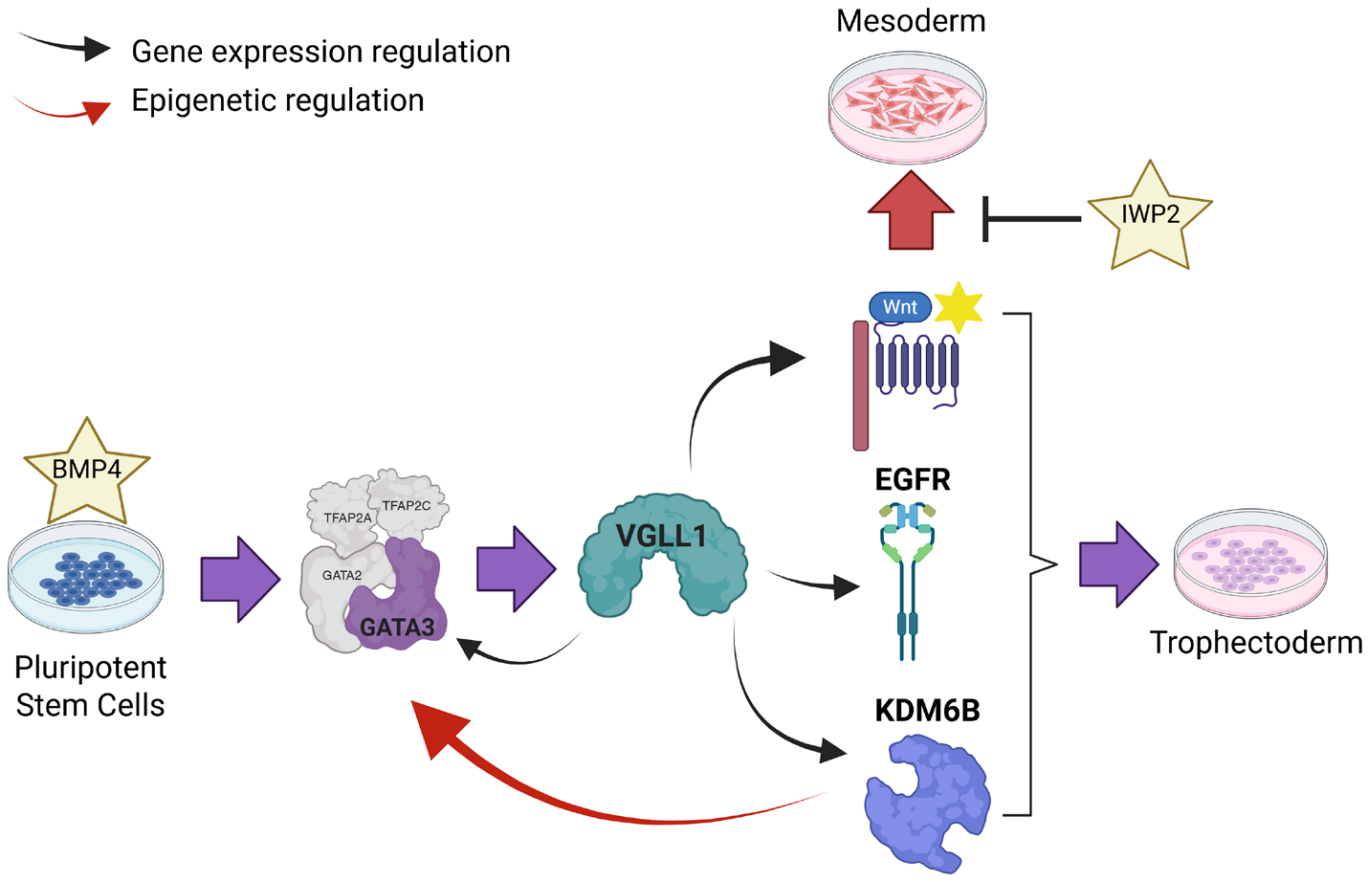
Graphic summary of the results. Created in BioRender. Soncin, F. (2025).

Overall, our data extend previous findings and add a substantial mechanistic hypothesis on the role of VGLL1 in TE and trophoblast lineage specification. We also demonstrated that primed PSCs and the BMP4-dependent conversion protocol remain a functional and practical in vitro model to study fundamental aspects of genetic and epigenetic regulation of TE and trophoblast cell identity in humans (69).

## Materials and Methods

### Human Embryo and Placental Tissue Collection.

Human embryos were donated to the research project under the UK Human Fertilisation and Authority Licence number R0162. The full study protocol was approved by the Health Research Authority’s Research Ethics Committee IRAS projects 308099. Human placental tissues were collected under a protocol approved by the Human Research Protections Program Committee of the University of California, San Diego Institutional Review Board. All patients gave informed consent for the collection and use of embryos/placental tissues and samples were deidentified prior to use.

### Trophoblast Differentiation of hESC.

hESCs were first converted into TE-like cells followed by adaptation to hTSC culture conditions according to a previously published protocol (70). Briefly, hESCs were plated at a density of 10,000 cells per cm^2^ on Geltrex-coated plates in mTeSR Plus with 5 μM Y27632 (Selleck Chemicals, cat. no. S1049) and differentiated in basal media with 10 ng/mL recombinant human BMP4 (R&D Systems, cat. no. 314-BP-010), and 2 μM IWP2 (Selleck Chemicals, cat. no. S7085). At day 4, cells were either collected for analysis or replated on collagen IV (5 μg/mL)-coated plates (MilliporeSigma, cat. no. C0543-1VL) in iCTB media. Other reagents include 2 μM IWR1 (MilliporeSigma, cat. no. I0161) and 1 μM GSK-J4 (MedChem Express, cat. no. HY-15648B).

## Supplementary Material

Appendix 01

Dataset S01

Dataset S02

Dataset S03

Dataset S04

Dataset S05

Dataset S06

## Data Availability

All datasets are available in Geo: GSE295121 (71), GSE295122 (72), GSE295124 (73), and GSE295126 (74). All other data are included in the article and/or supporting information.

# Supplementary material for: VGLL1 contributes to both the transcriptome and epigenome of the developing trophoblast compartment
**Source:** Proc Natl Acad Sci U S A. 2025 Nov 24;122(48):e2508432122. doi: 10.1073/pnas.2508432122
**Supplement:** Supplementary file 1 — Appendix 01

Supporting Information for

VGLL1 contributes to both the transcriptome and epigenome of the developing trophoblast compartment.

Ruben I. Calderon, Nirvay Sah, Molly Huang, Sampada Kallol, Ryan H. Kittle, Walee B. Shaik, Ahmed Abdelbaki, Jennifer N. Chousal, Robert Morey, Tony Bui, Alejandra Mitre, Norah M.E. Fogarty, Claudia Gerri, Zoe Manalo, Claire Zheng, Peter DeHoff, Pratik Home, Kathy K. Niakan, Heidi Cook-Andersen, Kathleen M. Fisch, Soumen Paul, Francesca Soncin

Francesca Soncin

This PDF file includes:

- Supplementary Figures with legend S1 to S6
- Supplementary Methods
- Supplementary Datasets S1-S6 titles and legends
- Supplementary Table S1. Primer list
- Supplementary Table S2. TE and Mesoderm genes
- Supplementary References

Other supporting materials for this manuscript include the following:

- Supplementary Datasets S1-S6 (large datasets uploaded individually as excel files)

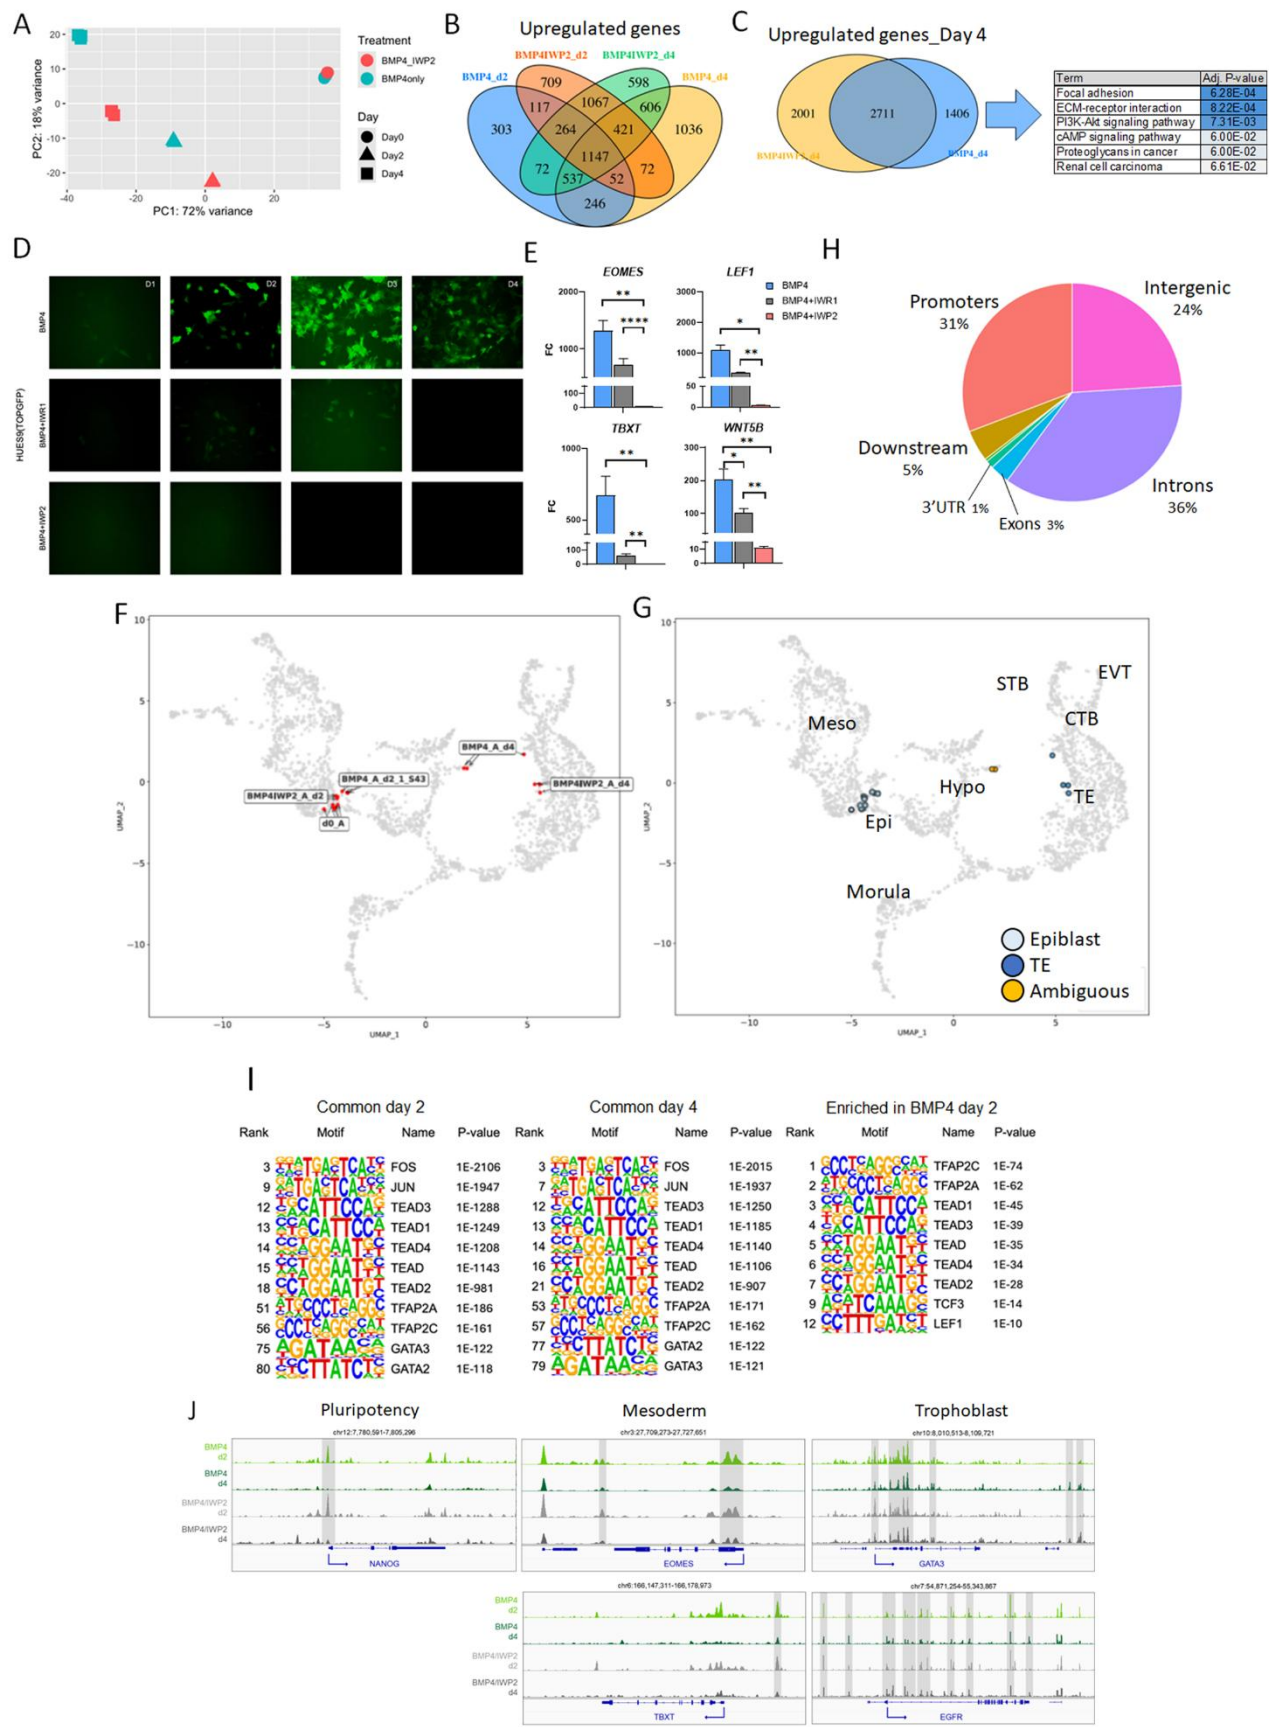

Supplementary Figure S1. A. Principal component analysis (PCA) of RNA-seq data in hESCs differentiated into the trophoblast lineage with BMP4 in the presence and absence of IWP2. **B.** Venn diagram of up-regulated genes following treatment of hESCs with BMP4 with and without IWP2. **C.** Venn diagram of up-regulated genes following treatment of hESCs with BMP4 with and without IWP2 for 4 days. Table shows gene list enrichment analysis on the KEGG pathway database (2021) for the genes uniquely up-regulated with BMP4 alone. **D.** Epifluorescence images of TCF/LEF-eGFP reporter hESC line (HUES9) during trophoblast differentiation with BMP4, BMP4/IWP2, and BMP4/IWR1 to detect canonical WNT activation. **E.** Gene expression levels of mesoderm and WNT markers in TCF/LEF-eGFP reporter hESC line (HUES9) after trophoblast differentiation with BMP4, BMP4/IWP2, and BMP4/IWR1 by qPCR. Statistical analysis compared to BMP4 treatment. **F.** UMAP of annotated cells generated using the Early Embryogenesis Projection Tool (v2.1.2) (1). Samples were integrated and shown as red dots in the early embryogenesis projection tool (grey). **G.** UMAP with samples colored using the early embryogenesis projection tool's annotation prediction (**Suppl. Dataset S2**). **H.** Pie chart showing the distribution of open chromatin sites throughout the annotated genomic locations in differentiated hESCs. **I.** Motif analyses using HOMER showing the significantly enriched DNA-binding motifs at accessible chromatin loci. **J.** Genome browser tracks showing chromatin accessibility peaks (ATAC-seq) for representative pluripotency, mesoderm, and trophoblast gene loci during treatment of hESCs with BMP4 and BMP4/IWP2. * $p \leq 0.05$, ** $p \leq 0.01$, *** $p \leq 0.001$, **** $p \leq 0.0001$.

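Most genes that rose with one treatment also rose with the other. At day 2, 1777 genes were higher than day 0 with both BMP4 and BMP4/IWP2, where 408.7 would be shared by independent sets of the same sizes, and at day 4 there were 3094, against 771.1. They include HAND1, a basic helix-loop-helix factor of lateral mesoderm, amnion and trophoblast, at 1054 ± 93.5 CPM (SD, n = 3) at BMP4 day 2 and 144 ± 13.0 at BMP4/IWP2 day 2, and BAMBI, a BMP-induced pseudoreceptor, at 485 ± 26.3 and 464 ± 13.8. Higher with BMP4 and not called with BMP4/IWP2 were 1289 genes at day 2, such as LEF1, and 1444 at day 4. Higher with BMP4/IWP2 and not called with BMP4 were 1446 genes at day 2, such as CCND1 (719 ± 15.4 against 238 ± 7.49 CPM), and 1014 at day 4. In all 4 comparisons with day 0, 1317 genes were higher and 2296 lower.

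A call in one treatment and not in the other is not a difference between them. In the direct comparison of BMP4 with BMP4/IWP2 by edgeR, 782 of the 1289 genes (60.7%) and 661 of the 1446 (45.7%) passed at day 2, and 662 of the 1444 (45.8%) and 316 of the 1014 (31.2%) at day 4 (495 with the day 0 set difference taken out). Of the lower genes, 2931 were shared at day 2, 1167 were called with BMP4 only and 1591 with BMP4/IWP2 only, and at day 4 the numbers were 3947, 1106 and 1287. Both treatments are compared with the same 6 day 0 libraries, which alone makes their fold changes correlate. Across genes, which are not independent replicates, r was 0.717 at day 2 and 0.844 at day 4. It was 0.307 and 0.309 in simulated samples without any treatment effect that shared their controls. The simulated r is one of noise alone, so it is not the part of the real r that shared controls give. The covariance of the fold changes was 2.17 and 4.46 in the data, against means of 0.0307 and 0.0311 in the simulated samples. No gene was called in either simulated treatment, so the simulations do not bear on the overlap of called genes. With separate day 0 libraries for each treatment, r was 0.652 and 0.637 at day 2 and 0.793 and 0.8 at day 4. The sizes of the treatment-only sets depended on which day 0 libraries were used, and with day 0 replicates 1 to 3 for BMP4 and 4 to 6 for BMP4/IWP2 the BMP4/IWP2-only sets held 2395 genes at day 2 and 2081 at day 4.

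**Figure D12:**
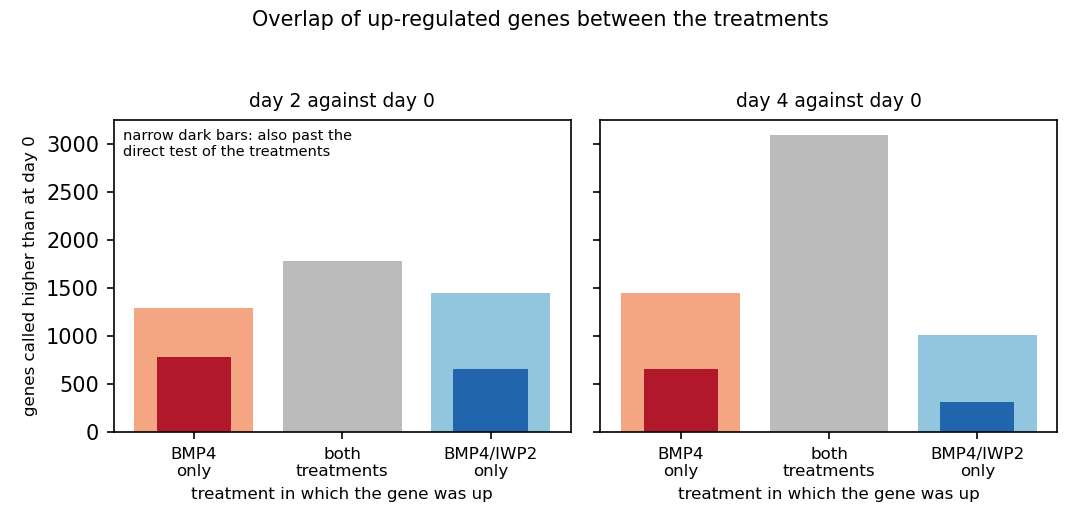
Number of genes (vertical) called higher than day 0 with both treatments, with BMP4 only and with BMP4/IWP2 only, at day 2 and day 4. Wide bars count the calls against day 0, and the narrow dark bars count those that also passed the direct comparison of the treatments, which at day 4 are 662 of 1444 with BMP4 and 316 of 1014 with BMP4/IWP2.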

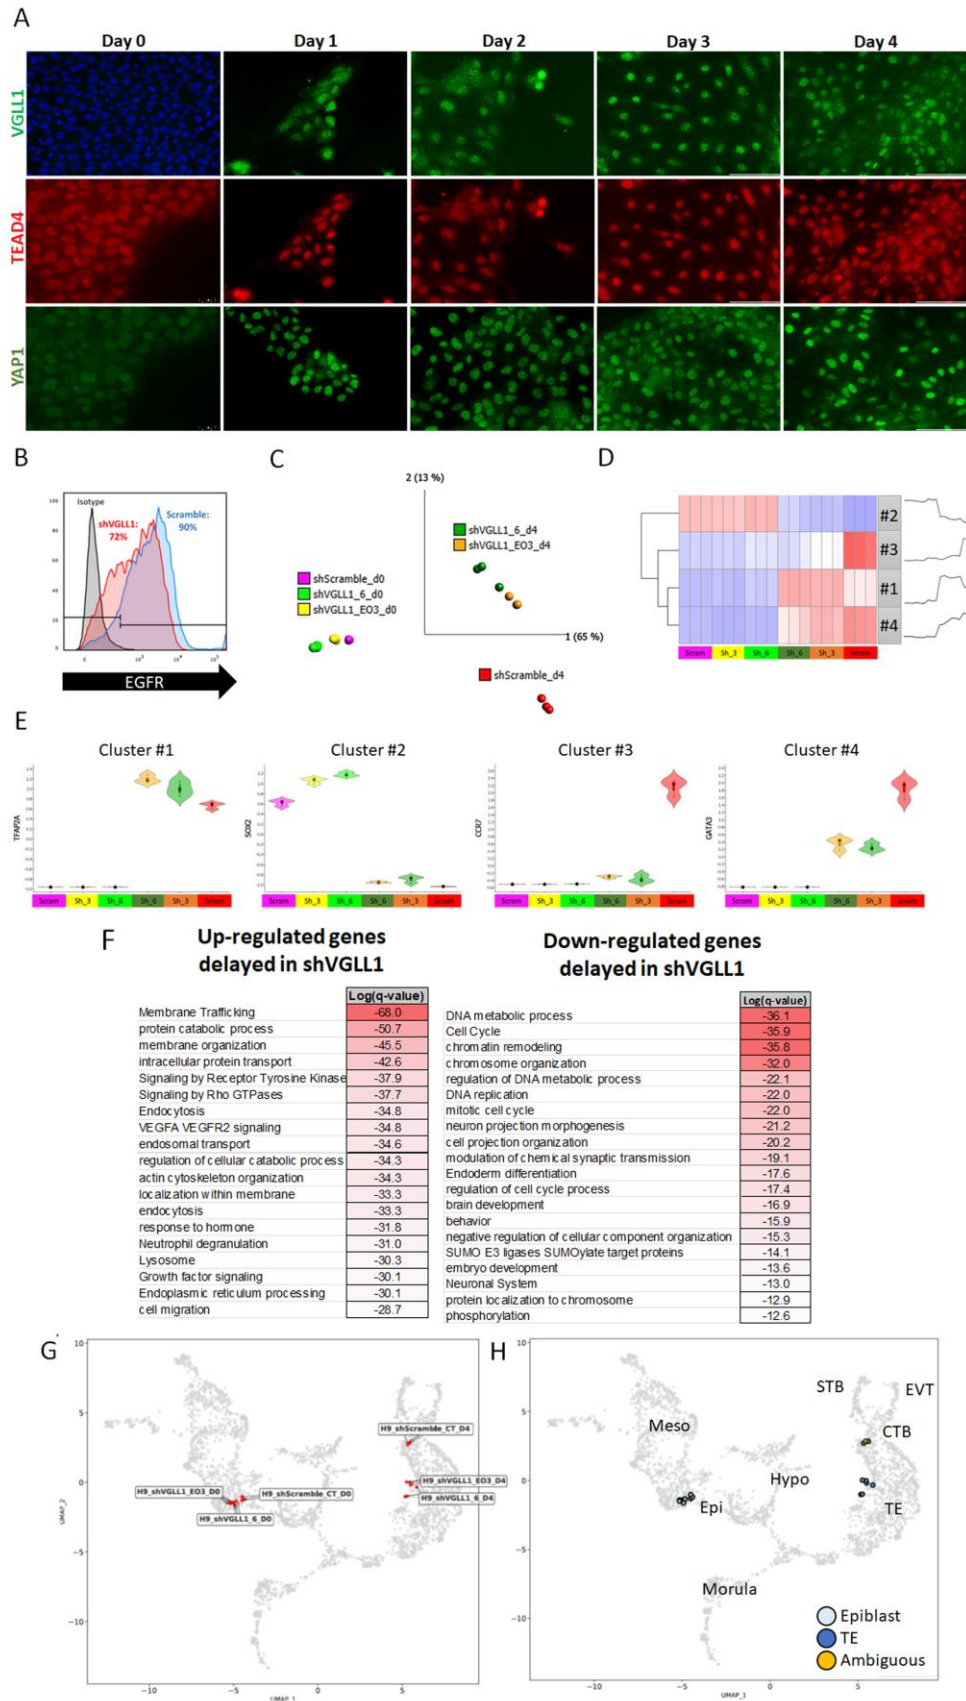

Supplementary Figure S2. A. Immunofluorescence staining for VGLL1, TEAD4, and YAP1 of hESCs during 4 days of BMP4/IWP2 treatment. **B.** Cell surface expression of EGFR in Scramble and shVGLL1 hESCs at day 4 of BMP4/IWP2 treatment by flow cytometry. **C.** Principal component analysis (PCA) of RNA-seq data in Scramble and shVGLL1 hESCs. **D.** Affinity propagation (AP) analysis of the 7,284 DEGs in shVGLL1 hESC cells treated with BMP4/IWP2 compared to Scramble. **E.** Expression profiles of genes representative of each of the AP clusters. **F.** Gene ontology analysis of mis-regulated genes in shVGLL1 hESC cells treated with BMP4/IWP2 compared to Scramble. **G.** UMAP of annotated cells generated using the Early Embryogenesis Projection Tool (v2.1.2) (1). Samples were integrated and shown as red dots in the early embryogenesis projection tool (grey). **H.** UMAP with samples colored using the early embryogenesis projection tool's annotation prediction (**Suppl. Dataset S2**).

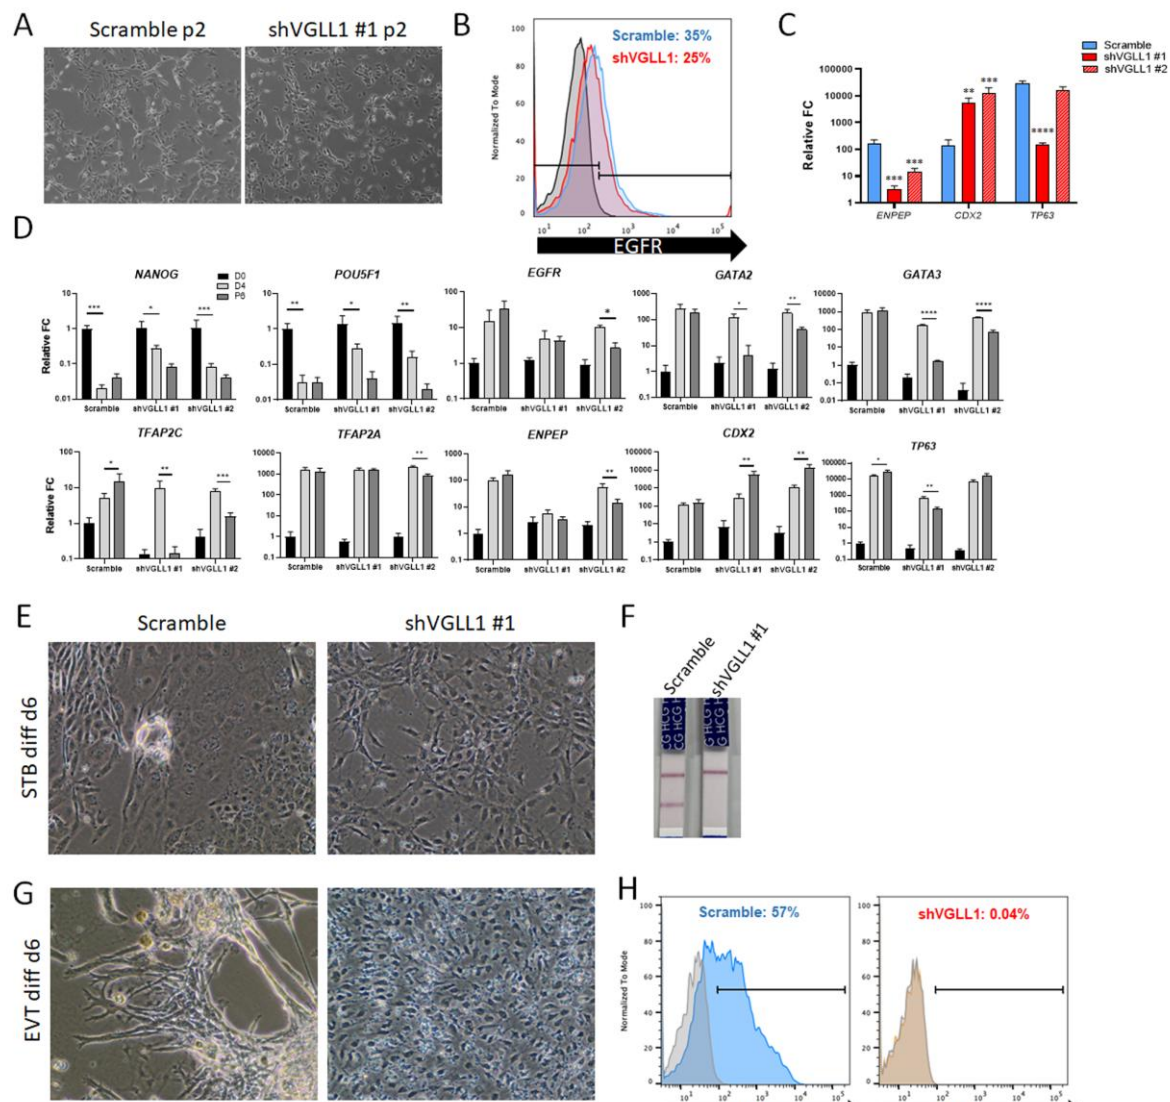

Supplementary Figure S3. **A.** Bright field images of Scramble and shVGLL1 hESCs at passage 2 of adaptation to hTSCs culture conditions. **B.** Cell surface expression of EGFR in Scramble and shVGLL1 hESCs at passage 2 of adaptation to hTSCs culture conditions by flow cytometry. **C.** Gene expression levels of early TE markers ENPEP and CDX2 and late trophoblast marker TP63 in Scramble and shVGLL1 hESC-derived TSCs by qPCR. **D.** Gene expression level comparison of various lineage markers between d0 hESCs, BMP4/IWP2-treated hESC (d4), and hESC-derived TSC (P6) in Scramble and shVGLL1 cells by qPCR. * $p \leq 0.05$, ** $p \leq 0.01$, *** $p \leq 0.001$, **** $p \leq 0.0001$. **E.** Bright field images of TSC-adapted Scramble and shVGLL1 cells differentiated into STB media for 6 days. **F.** hCG levels in spent media from TSC-adapted Scramble and shVGLL1 cells differentiated into STB media for 6 days. **G.** Bright field images of TSC-adapted Scramble and shVGLL1 cells differentiated into EVT media for 6 days. **H.** Cell surface expression of HLA-G in TSC-adapted Scramble and shVGLL1 cells differentiated into EVT media for 6 days by flow cytometry.

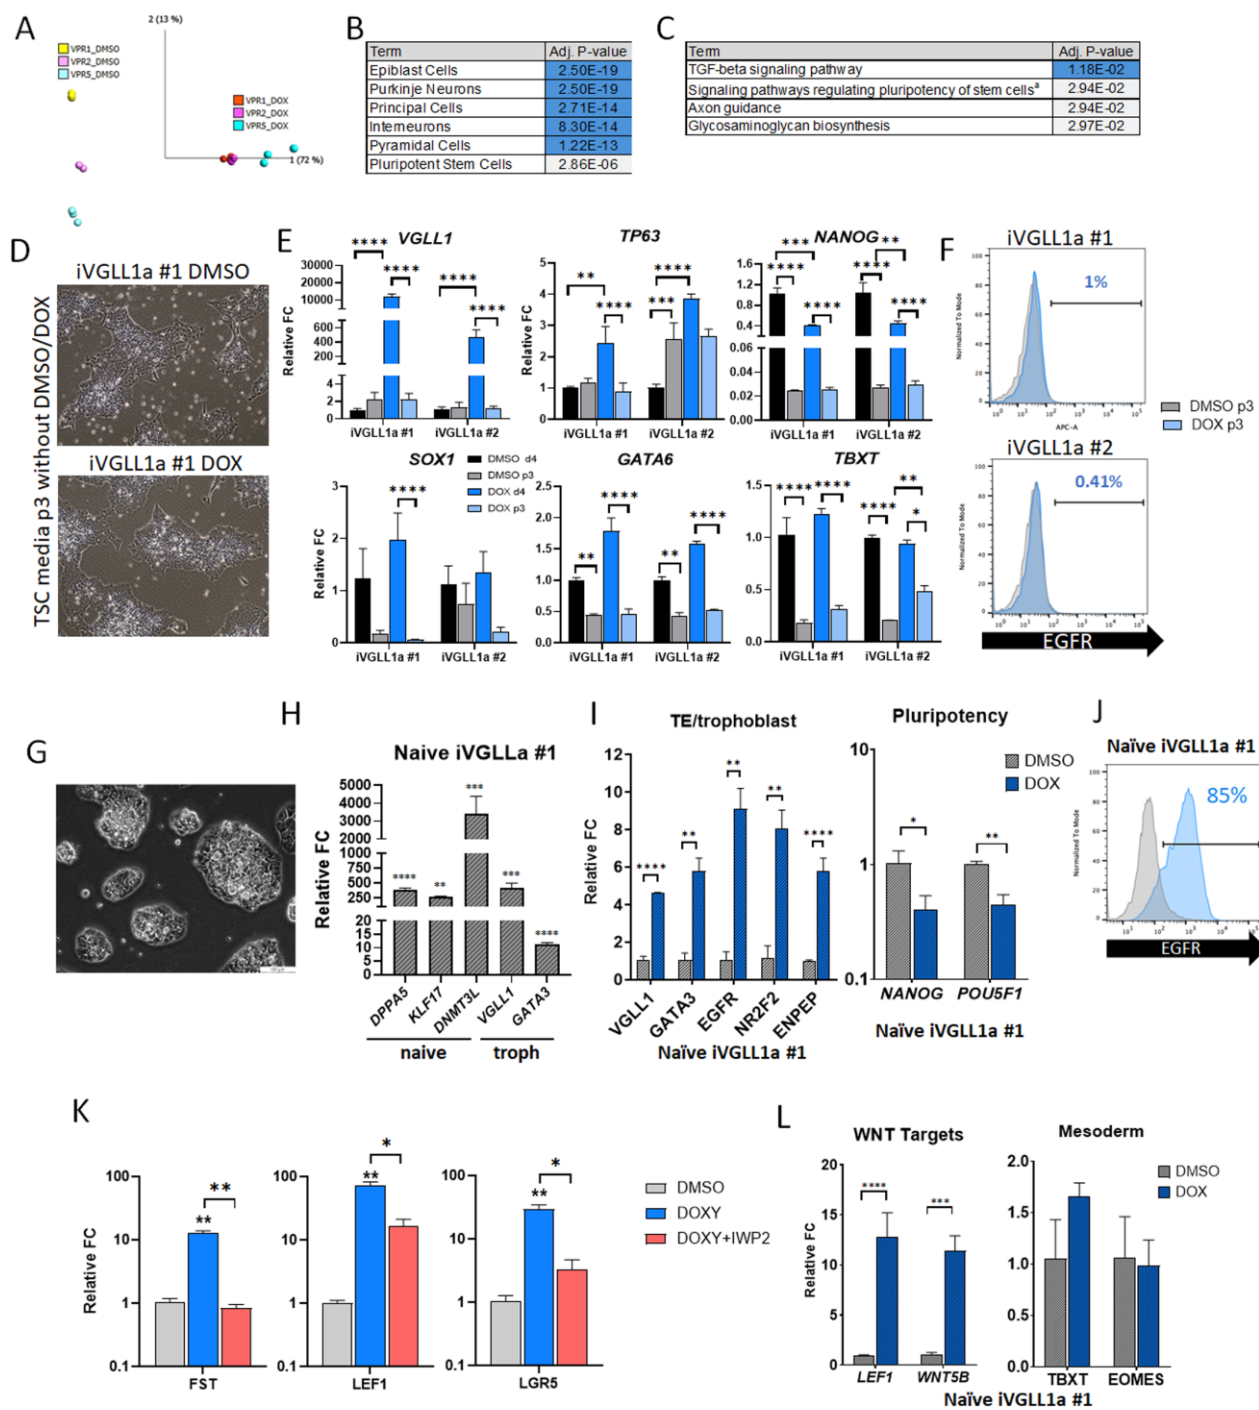

Supplementary Figure S4. A. Principal component analysis of RNA-seq data in DMSO- and DOX-treated iVGLL1a hESCs. **B.** Gene list enrichment analysis on the Panglao DB augmented database (2021) for 3,477 differentially down-regulated genes in DOX-treated iVGLL1a hESCs compared to DMSO. **C.** Gene list enrichment analysis on the KEGG pathway database (2021) for 3,053 genes differentially up-regulated in DOX-treated iVGLL1a hESCs compared to DMSO, a=WNT, TGFb, MAPK, and PI3K-Akt signaling pathways. **D.** Bright field images of iVGLL1a clone #1 cells treated with either DMSO or DOX for 4 days in StemFlex media and subsequently cultured in TSC media for 3 passages without ectopic induction. **E.** Gene expression analysis of *VGLL1*, *TP63* (TSC marker), *NANOG* (pluripotency), *SOX1* (ectoderm), *GATA6* (endoderm), and *TBXT*

(mesoderm) in DMSO and DOX-treated cells after culture in TSC media for 3 passages without ectopic induction. **F.** Cell surface expression of EGFR in DMSO and DOX-treated cells after culture in TSC media for 3 passages without ectopic induction by flow cytometry. **G.** Bright field images of naïve iVGLL1a hESCs adapted to PXGL media. **H.** Gene expression levels of naïve markers as well as TE/trophoblast markers, *VGLL1* and *GATA3* in naïve iVGLL1a hESCs compared to primed state cells by qPCR. **I.** Gene expression levels of TE/trophoblast and pluripotency markers in DOX-treated naïve iVGLL1a hESCs compared to DMSO by qPCR. **J.** Cell surface expression of EGFR in DMSO (grey) and DOX- treated (blue) naïve iVGLL1a hESCs by flow cytometry. **K.** Gene expression levels of canonical WNT target genes in DOX-treated iVGLL1a hESCs with and without IWP2 compared to DMSO by qPCR. **L.** Gene expression levels of WNT target genes, *LEF1* and *WNT5B*, and mesoderm markers, *EOMES* and *TBXT*, in naïve DOX-treated iVGLL1a hESCs compared to DMSO by qPCR. * $p \leq 0.05$, ** $p \leq 0.01$, *** $p \leq 0.001$, **** $p \leq 0.0001$.

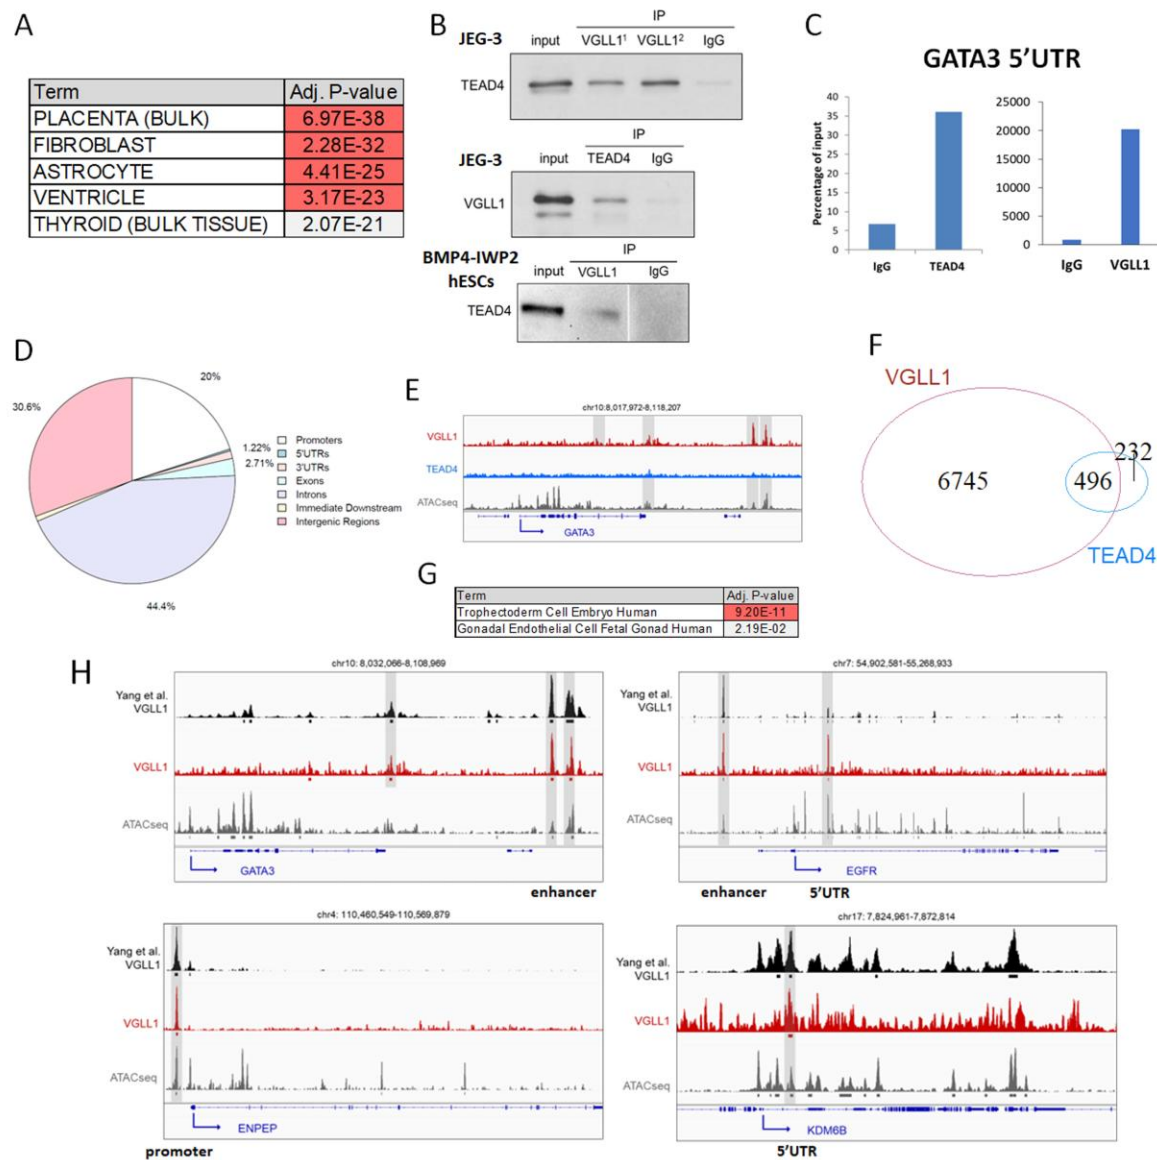

Supplementary Figure S5. A. Gene list enrichment analysis on the ARCHS4 Tissues database for 528 genes concordantly regulated by VGLL1 (down in shVGLL1 and up in DOX/IWP2-treated iVGLL1a hESCs). **B.** Western blot of TEAD4 and VGLL1 in JEG3 lysate and d4 BMP4-IWP2-treated hESCs co-immunoprecipitated with either VGLL1 or TEAD4 antibodies respectively. **C.** VGLL1 and TEAD4 ChIP-qPCR at a validated 5'UTR region of GATA3 in JEG3 cells. **D.** Pie chart showing the distribution of VGLL1-binding sites throughout the annotated genomic locations in differentiated hESC. **E.** Genome browser tracks showing VGLL1 and TEAD4 genomic enrichment peaks (ChIP-seq) and chromatin accessibility peaks (ATAC-seq) on GATA3 of BMP4/IWP2-treated hESCs at day 4 showing presence of a distal regulatory peak in VGLL1 but not TEAD4 tracks. **F.** Venn diagram of VGLL1 and TEAD4 uniquely annotated genomic enrichment peaks (ChIP-seq) in BMP4/IWP2-treated hESCs at day 4. **G.** Gene list enrichment analysis on the CellMarker (2024) database for 5,039 genes with VGLL1 occupancy (ChIPseq). **H.** Genome browser tracks showing shared VGLL1 genomic enrichment peaks between Yang et al. CUT&TAG (naïve TE cells) and our ChIP-seq data as well as chromatin accessibility peaks in our ATAC-seq (BMP4/IWP2-treated cells) on GATA3, EGFR, ENPEP, KDM6B.

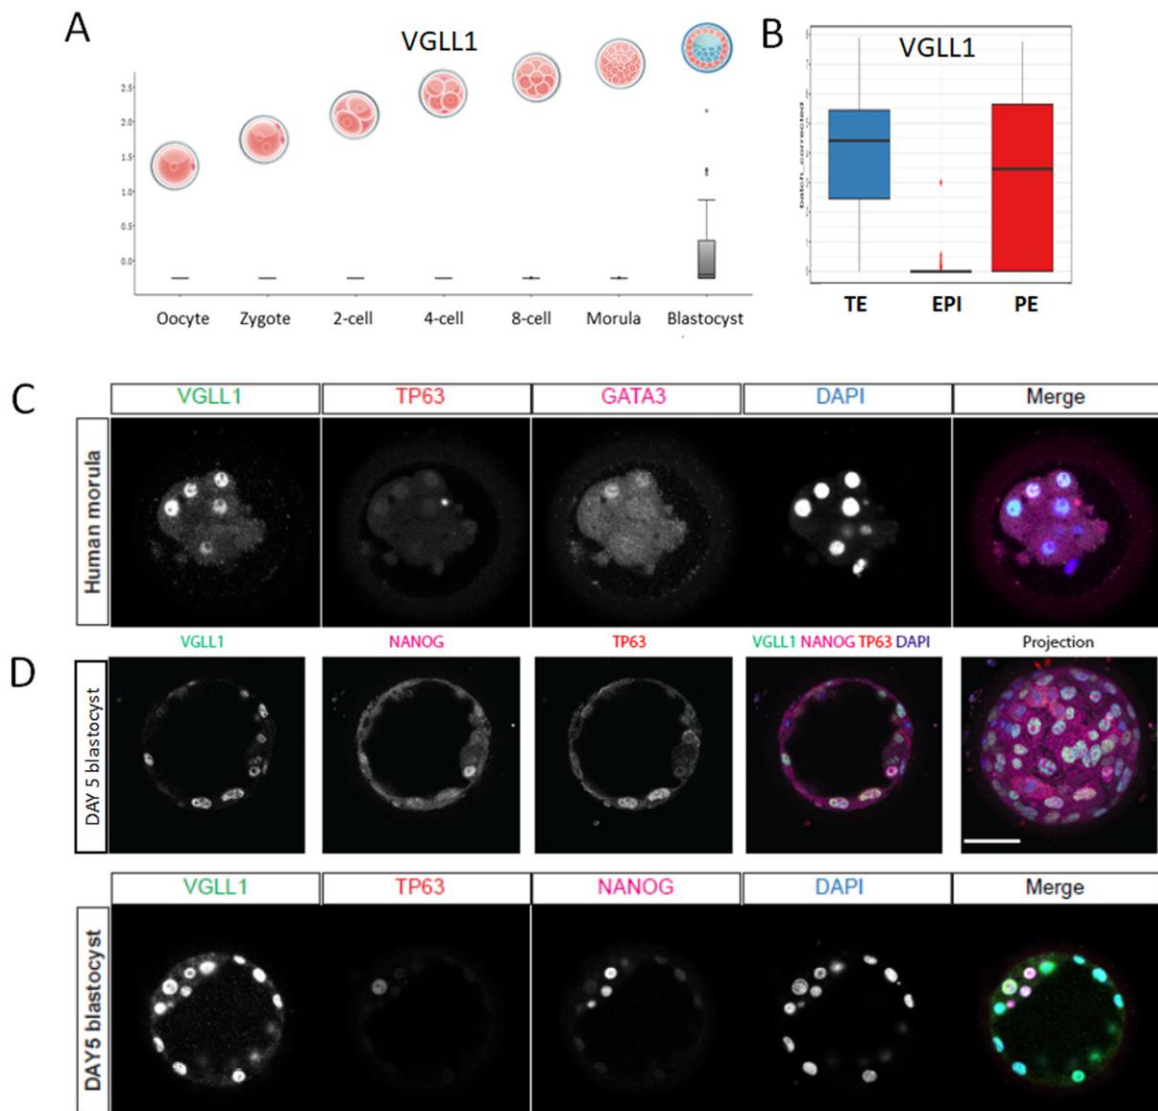

Supplementary Figure S6. A. Gene expression levels of VGLL1 during early embryo development (bulk RNA-seq data from Yan *et al.* 2013) (2). **B.** Gene expression levels of VGLL1 in pre-implantation blastocyst compartments (bulk RNA-seq data from Blakeley *et al.* 2015) (3). **C.** Immunofluorescence staining of a human morula with VGLL1, TP63, and GATA3 antibodies. **D.** Immunofluorescence staining of two day-5 blastocysts with VGLL1, TP63, and NANOG.

Supplementary Methods

Culture of human embryonic stem cells. Human embryonic stem cells H9/WA09 (H9) and HUES9TOPGFP were cultured and passaged in mTeSR Plus (StemCell Technologies, cat. no. 100-1130) on Geltrex (Gibco, cat. no. A14133-02)-coated plates as previously described (4). shRNA H9 hESC lines were previously derived and maintained in 10 µg/ml puromycin (Sigma Aldrich, cat. no. P8833-25MG) (5).

Derivation of dCas9-VPR VGLL1 gRNAs (iVGLL1a) H9 hESCs. Five RNA guides for VGLL1 activation were designed using the sgRNA Designer tool by the Broad Institute (6) and cloned into the Golden Gate pMA Cas9 Guide vector system (7), modified to incorporate an Eif1a-Bsd antibiotic resistance cassette for selectable incorporation into a mammalian cells. Each of the guides were cloned into the U6 promoter driven cloning site on the plasmid, and sequence verified. Plasmids containing DOX-inducible dCas9-VPR (gift from Dr. Church) (8), VGLL1-specific guide RNAs, and TOPGFP.mC (Addgene, cat. no. 35491) (9) were introduced in H9 ESCs using the Amaxa Nucleofector II electroporation system following manufacturer instructions (setting B-016). Briefly, 1 million cells were collected, resuspended and mixed with 2 µg of plasmid DNA before nucleofection using the Lonza Human Stem Cell Nucleofector Kit 1 (Lonza, cat. no. VPH-5012). Cells were immediately replated, and selection started 48 hours later. iVGLL1a cell lines were maintained with 2 µg/mL puromycin and 8 µg/mL blasticidin S (Gibco, cat. no. A1113903). Ectopic expression of VGLL1 was induced with 2 µg/mL doxycycline (Millipore Sigma, cat. no. D3447-500MG) for 4 days.

Naïve conversion of primed human embryonic stem cells. iVGLL1a H9 hESCs were converted to a naïve pluripotency state following previously established protocols (10–12). Briefly, primed hESCs were adapted to culture in 5% O₂ in the XVIVO Incubation System/Stem Cell Workstation (Biospherix) for 3 passages. Naïve conversion was induced using chemical reset with 1 µM PD0325901 (R&D Systems, cat. no. 4192), 10 ng/mL human recombinant LIF (PeproTech, cat. no. 300-05), and 2 µM valproic acid (R&D Systems, cat. no. 2815) in MEF-conditioned N2B27 media for 3 days followed by expansion with PXGL (1 µM PD0325901 (R&D Systems, cat. no. 4192), 2 µM XAV 939 (R&D Systems, cat. no. 3748), 2 µM Gö 6983 (R&D Systems, cat. no. 2285), 10 ng/mL human recombinant LIF (PeproTech, cat. no. 300-05)) in MEF-conditioned N2B27 media. Naïve hESCs were differentiated into TE cells following an established protocol (13). Briefly, 10ng/mL BMP4 (R&D Systems, cat. no. 314-BP-010), 2 µM A83-01 (SelleckChem, cat. no. S7692), and 2 µM PD0325901 (R&D Systems, cat. no. 4192) were added to N2B27 media for 1 day followed by 2 µM A83-01 (SelleckChem, cat. no. S7692), 2 µM PD0325901 (R&D Systems, cat. no. 4192), and 1 µg/mL Pyridone 6 (SelleckChem, cat. no. S6789), for 2 more days.

Syncytiotrophoblast (STB) and extravillous trophoblast (EVT) differentiation of trophoblast stem cells (TSCs). hPSC-derived TSCs were differentiated into STB and EVT following previously published protocols (14, 15). STB differentiation was verified by morphology and hCG secretion in the media using HCG Urine DipStrips (CLIAwaived Inc., cat. no. CLIA-2471). EVT differentiation was verified by morphology and cell surface expression of HLA-G (EXBIO, cat. no. 1P-292-C100) by flow cytometry as previously described (16).

Immunohistochemistry. Formalin-fixed, paraffin-embedded placental tissue sections from three 5-week placentas were stained with anti-KDM6B (Abcam, cat. no. ab38113) and Goat anti-Rabbit IgG secondary antibody conjugated with AlexaFluor 488 (Invitrogen, cat. no. A11008) following previously published protocol (20). Fifteen embryos were thawed according to recommendations from Bourn Hall Clinic, the in vitro fertilization clinic coordinating donations using the Blast thaw kit (Origio, cat no. 10542010A), following the manufacturer's instructions and cultured in Gx-TL medium (Vitrolife, cat. no. 10172) for 4 hours prior to fixation in 4%

paraformaldehyde (Electron Microscopy Sciences, cat. no. 15710) in PBS, pre-chilled at 4°C. Differentiated hESCs were also fixed in 4% paraformaldehyde and stained as previously described (5). The following antibodies were used: rabbit anti-VGLL1 (Sigma Aldrich, cat. no. HPA042403-100UL), mouse anti-TEAD4 (Abcam, cat. no. ab58310), rabbit anti-YAP1 (Abcam, cat. no. ab52771), rabbit anti-KDM6B (Abcam, cat. no. ab38113), mouse anti-NANOG (Thermo Fisher, cat. no. MA1-017) or goat anti NANOG (R&D Systems, cat. no. AF1997), goat anti-GATA3 (R&D Systems, cat. no. AF2605), mouse anti-p40 (Δ Np63-specific antibody, clone BC28; Biocare Medical, cat. no. ACI3066A), Alexa Fluor™ 488 goat anti-rabbit IgG (Thermo Fisher, cat. no. A-11008), Alexa Fluor™ 594 goat anti-mouse IgG (Thermo Fisher, cat. no. A-11005), Alexa Fluor™ 647 donkey anti-mouse IgG (Thermo Fisher, cat. no. A-31571), and Alexa Fluor™ 594 donkey anti-goat IgG (Thermo Fisher, cat. no. A-11058). Embryos were imaged on a Leica SP5 inverted confocal microscope (Leica Microsystems). Cells and placentas were imaged on an ECHO Rebel microscope (ECHO). Immunofluorescence images of KDM6B and VGLL1 in embryos were quantified using Fiji and Imaris software (v10.2.0) for 3D visualization of inside and outside cells, following a previously established protocol (17). Briefly, nuclei in immunofluorescently stained embryos were automatically segmented based on DAPI or Hoechst signals, and fluorescence intensities of KDM6B and VGLL1 were measured within the segmented nuclei.

Flow cytometry. Flow cytometry was conducted using live cells as previously described (4). Briefly, single cell suspensions were stained with EGFR-APC (Biolegend cat. no. 352906), or APC-conjugated mouse IgG (BioLegend, cat. no. 400120) antibodies, in flow cytometry buffer (1% FBS, 2% BSA, and 0.03% sodium azide) for 1 hour at 4°C. Cells were then washed three times in PBS and fixed with 2% PFA (Electron Microscopy Sciences, cat. no. 15710). Flow cytometry analysis was performed on a Fortessa X20 flow cytometer (BD Biosciences). Data were visualized using FlowJo Software (v10).

Assay for Transposase-Accessible Chromatin (ATAC)-sequencing. Nuclei extraction and ATAC-seq library prep were performed according to previously published protocol (18). The bcbio-nextgen (v1.2.8) ATAC-seq pipeline was used to process the ATAC-seq reads. The nucleosome free fraction was normalized using deeptools (v 3.5.1) (19) bamCoverage by CPM. One sample with a lower signal quality than its replicates, as determined by limma-voom multi-dimensional scaling plots, was eliminated. Bigwigs for replicates were combined using wiggletools (v 1.2.11) (20) mean to obtain one average track from biological replicates. Genomic tracks were visualized using IGV Viewer (v2.11.7). Heatmaps were generated using deeptools computeMatrix and plotHeatmap. Binding profiles were generated deeptools computeMatrix and plotProfile. Consensus peaks were annotated using ChIPpeakAnno (v 3.32.0) (21) with EnsDb.Hsapiens.v86 (v 2.99.0). Chromosome regions were annotated using ChIPpeakAnno assignChromosomeRegion with TxDb.Hsapiens.UCSC.hg38.knownGene (v 3.16.0). Differential expression analysis was carried out using edgeR (v 3.40.2) (22) with limma-voom normalization (23). HOMER (v 5.1) (24) findMotifsGenome.pl was then used to identify transcription factor binding motifs. Mesoderm and TE genes for signal intensity analysis are listed in **Suppl. Table S1**.

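Of the 2 gene lists of Table S1, the TE genes rose in every group and the mesoderm genes rose mainly at BMP4 day 2. All 13 TE genes were higher than at day 0 with BMP4 and with BMP4/IWP2 at both timepoints, and none was lower. ABCG2, a drug and sterol transporter of the trophoblast membrane, was at 5.77 ± 0.575 CPM (SD, n = 6) at day 0, 156 ± 5.92 and 28.3 ± 1.33 (n = 3 each) at BMP4 and BMP4/IWP2 day 2, and 187 ± 6.15 and 402 ± 3.04 at day 4. EGFR was at 17.9 ± 2.63 CPM at day 0 and 62.4 ± 2.83 and 97.3 ± 1.77 at day 2. Of the 13 mesoderm genes, 9 were higher and 1 lower at BMP4 day 2, 4 higher and 5 lower at BMP4/IWP2 day 2, 7 higher and 2 lower at BMP4 day 4, and 5 higher and 6 lower at BMP4/IWP2 day 4.

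The TE genes passed as a set in all 4 comparisons (camera, adjusted p = 4.56e-55, 1.03e-37, 2.53e-39 and 3e-48 in the order BMP4 day 2, BMP4/IWP2 day 2, BMP4 day 4 and BMP4/IWP2 day 4), and each call held with an estimated correlation. The mesoderm genes passed at BMP4 day 2 (adjusted p = 2.43e-16, held) and at BMP4 day 4 (adjusted p = 0.0266, and adjusted p = 0.208 with an estimated correlation), and not at BMP4/IWP2 day 2 (adjusted p = 0.563) or day 4 (adjusted p = 0.991), where the median and mean log2 fold changes differ in sign (-0.49 and 0.29, and 0.08 and -0.98). From day 2 to day 4 of BMP4, 8 of them fell and 1 rose (adjusted p = 5.2e-08, held). The counts were the same when adjusted over each list alone. At day 2, 6 of the TE genes were higher and 1 was lower with BMP4 than with BMP4/IWP2 (adjusted p = 1.19e-07, held). Both lists contain genes that the study reports from these same samples, so their counts are not independent evidence of direction. The chromatin signal for which the lists were drawn up was not analysed here.

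**Figure D13:**
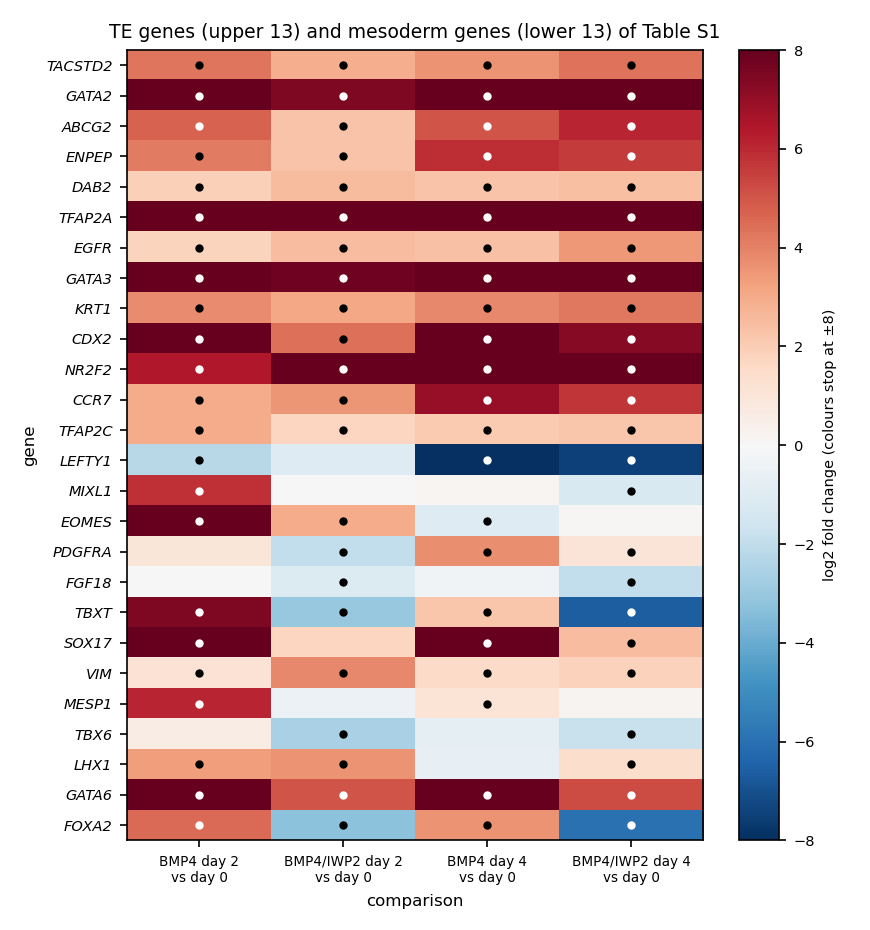
Log2 fold changes from day 0 of the 13 TE genes (upper lines) and 13 mesoderm genes (lower lines) of Table S1 at BMP4 and BMP4/IWP2 day 2 and day 4 (columns), with colours stopping at 8 in either direction. The upper block is higher in all 4 columns, and the lower block mainly in the BMP4 day 2 column.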

RNA isolation, cDNA preparation, and quantitative real-time PCR. Total RNA was purified using NucleoSpin isolation kit (Macherey-Nagel, cat. no. 740955.250) and RNA concentration measured using NanoDrop 2000C spectrophotometer (ThermoScientific). cDNA was prepared from total RNA using the PrimeScript RT-Kit (Takara Bio, cat. no. RR037A). Quantitative real-time PCR (qPCR) was performed using TB Green Premix Ex Taq (Takara bio, cat. no. RR420A) on a QuantStudio5 thermocycler (AppliedBiosystems). The primer sequences used are listed in **Suppl. Table S2**. Relative expression of each transcript was calculated using $\Delta\Delta$ CT method, normalized to 18S rRNA (25). Statistical analysis and graphs were generated using GraphPad Prism 10. Bar chart data display mean fold change and standard deviation. Student's t tests were performed to determine

significance between two groups. Two-way ANOVA was performed when analyzing significant differences between three or more groups. All qRT-PCR experiments were done using three replicates and statistical tests were performed using log transformed fold change. Level of significance is represented with asterisks.

Co-immunoprecipitation and western blot. Co-immunoprecipitation was performed on nuclear fractions obtained using the NE-PER Nuclear extraction kit (Thermo Scientific, cat. no. 78833) following the manufacturer's protocol on 20 μ L pellets of ~2 million cells. After harvesting, 200 μ L of ice-cold CER I (cat. no. 78833A) and 2 μ L of protease inhibitor (Halt, cat. no. 1861281) was added to the cell pellet, vortexed, and incubated for 10 min. on ice. 11 μ L of CER II (cat. no. 78833B) was then added followed by a brief vortex and a 1-minute incubation. Lysate was centrifuged for 5 min. at 16,000xg at 4°C and supernatant removed (cytosolic fraction). The remaining nuclear pellet was then resuspended in 100 μ L of NER (cat. no. 78833C) and 1 μ L of protease inhibitor. After 40 minutes of incubation, with 15-second vortexing at 10-minute intervals, the nuclear fraction was then centrifuged at 16,000xg for 10 min. at 4°C. 95 μ L of supernatant was collected and stored at -80°C. 105 μ L of IP lysis buffer (Pierce, cat. no. 87787) was added to bring the total volume to 200 μ L. Pre-clearing was done with 20 μ L of agarose beads (Cell Signaling Technology, cat. no. 9863S) for 45 min. at 4°C on a rocker. After centrifuging at 14,000xg at 4°C for 10 minutes, supernatant was transferred into a new microcentrifuge tube and aliquoted as follows: 10 μ L for input, 95 μ L for targeted precipitation, and 95 μ L for IgG control. Input was stored at -80°C. Cleared lysates were incubated in 2 μ g of anti-VGLL1 antibody (Sigma Aldrich, cat. no. HPA042403), anti-TEAD4 antibody (Abcam, cat. no. ab58310), or anti-IgG antibody (Sigma Aldrich, cat. no. NI01) overnight rotating at 4°C. Agarose beads (20 μ L) were added and incubated at 4°C for 80 min. Samples were centrifuged at 14,000xg for 2 min. at 4°C and washed three times with lysis buffer. Immunoprecipitated proteins were eluted using 20 μ L of 2x Laemmli Sample Buffer (BIO-RAD, cat. no. 1610737) + 5 μ L of 2-Mercaptoethanol (BIO-RAD, cat. no. 1610710). Input and both bound and unbound fractions were denatured at 95°C for 10 min. Samples were loaded into separate wells of a Mini-PROTEAN TGX Gel (BIO-RAD, cat. no. 4561093) and ran at 120V for 80 min. in 1x Running Buffer. Transfer was done on using a Trans-Blot Turbo RTA PVDF Transfer Kit (BIO-RAD, cat. no. 1704272) in 1x Transfer Buffer. After transfer, the membrane was blocked in 2% milk in TBS-T for 60 min. at room temperature rocking followed by three washes for 10 min. in TBS-T. Membrane was incubated overnight at 4°C rocking with primary mouse anti-TEAD4 antibody (Abcam, cat. no. ab58310) for VGLL1-co-IP and rabbit anti-VGLL1 antibody (Sigma Aldrich, cat. no. HPA042403) for TEAD4 co-IP, diluted 1:1000 in 2% milk/TBS-T. After three washes, membrane was incubated on a rocker at room temperature for 60 min. with secondary goat anti-mouse HRP antibody (Thermo Scientific, cat. no. 31430) or goat anti-rabbit HRP (Thermo Scientific, cat. no. 31460) diluted 1:1000 in 2% milk/TBS-T. The membrane was imaged using a ChemiDoc MP Imaging System (BIO-RAD, cat. no. 170-8280) with SuperSignal West Dura Extended Duration Substrate (Thermo Scientific, cat. no. 34075). Images were analyzed using Image Lab (BIO-RAD).

RNA sequencing and analysis. Total RNA extraction with mirVana (Ambion, cat. no. AM1561) and library preparation for RNA-sequencing were performed as previously described (26). Quality control was performed using FastQC (v.0.12.1) and multiQC (v.1.19). Two samples with a lower signal quality than their replicates were eliminated. Reads were mapped to GRCh38.p14 (GENCODE release 45) using STAR (v.2.7.9a) (27) and annotated using featureCounts (subread v.2.0.6). Ensembl genes without at least three samples with 10 or more reads were removed from analysis. Normalization and differential expression analysis was performed using the R (v.4.0.4) package DESeq2 (v.1.46.0) (28). Genes with an adjusted p-value < 0.05 and log2 fold change > 1 were considered differentially expressed. 

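At these thresholds, 3066 genes were higher and 4098 lower at BMP4 day 2 than at day 0, and 3223 and 4522 at BMP4/IWP2 day 2. At day 4 the counts were 4538 higher and 5053 lower with BMP4, and 4108 and 5234 with BMP4/IWP2. Among the largest increases at BMP4 day 2 was that of HAND1, which had 2 counts over the 6 day 0 libraries, with a ratio of 157000 (95% counting interval 43500 to 1300000). Another was DLX5, a distal-less homeobox gene of amnion and placenta, with a ratio of 19300 (3460 to 762000) from 1 count at day 0. ANKRD1, a target of YAP1 and TEAD factors, was among the largest increases at BMP4/IWP2 day 2, at 462 ± 28.6 CPM (SD, n = 3) from 0.0251 ± 0.0263 (n = 6). At BMP4 day 4, LUM, which encodes the collagen-binding proteoglycan lumican, was at 795 ± 31.2 CPM and COL3A1, a fibrillar collagen gene, at 1321 ± 8.63.

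Between the treatments, 2205 genes were higher and 1694 lower with BMP4 than with BMP4/IWP2 at day 2, and 2271 and 1366 at day 4. With the day 0 set difference taken out the higher genes were 2124 and 2231 and the lower genes 2666 and 2464. Of the higher genes, 1523 (69.1%) were called in both settings at day 2 and 1520 (66.9%) at day 4. Of the lower genes, 1247 (73.6%) and 1053 (77.1%) were called in both. Among the largest differences at day 4 was that in HGF, a growth factor of mesenchyme, at 22.3 ± 8.57 CPM with BMP4 and no read with BMP4/IWP2, at least 701-fold higher with BMP4. RSPO2, which encodes the WNT agonist R-spondin 2, was at 49.5 ± 16.2 CPM with BMP4 and had 2 counts with BMP4/IWP2, a ratio of 2340 (647 to 19300). At day 2, TLR4, an innate immune receptor, was lower with BMP4, at 0.0188 ± 0.0326 CPM against 6.02 ± 0.841, and so was FOXD1, a forkhead gene of stroma, at 1.95 ± 0.167 against 77.8 ± 2.71. From day 2 to day 4, 2723 genes rose and 2740 fell with BMP4, and 1967 rose and 2447 fell with BMP4/IWP2. The difference between the treatments itself changed from day 2 to day 4 for 3366 genes, with 1689 higher and 1677 lower.

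The thresholds are the study's, applied here to both directions of change with edgeR in place of DESeq2. A test against a change of 2-fold itself asks more of each gene. By it, 2516 genes were lower at BMP4 day 2 and 2112 higher at BMP4/IWP2 day 2. The other counts against day 0 fell in some alternatives as well. The lowest were 2111 higher genes at BMP4 day 2 and 3067 lower genes at BMP4/IWP2 day 2. The 2 sets of day 0 libraries differed in 1138 genes higher and 373 lower in replicates 1 to 3 than in 4 to 6. The lower genes were 722 without day 0 replicate 1, and the counts were 677 and 231 with the CPM filter. The median log2 fold change over all genes lay between -0.0385 and -0.0171 in the 4 comparisons with day 0.

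**Figure D14:**
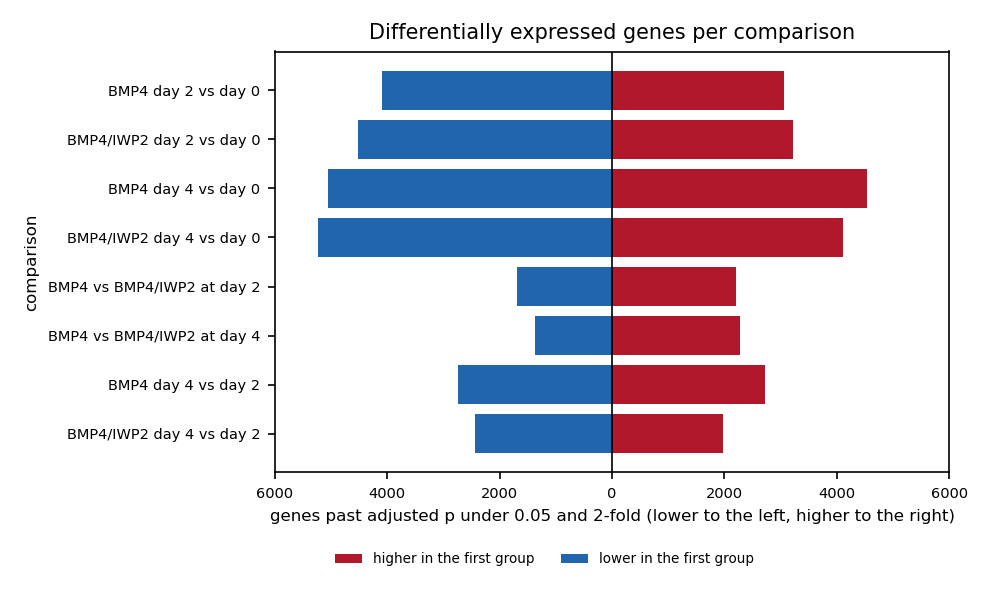
Number of genes (horizontal) called higher and lower in each of 8 comparisons (vertical), of 24177 tested. Bars to the right of 0 count higher genes and bars to the left lower genes, and the 4 comparisons with day 0 have more called genes than the 2 between the treatments.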

In iVGLL1a models, adjusted p-value < 0.05 and log2 fold change > 0.5 were used to include subtle but biologically relevant changes. Heatmaps, PCA, and violin plots were

generated with Qlucore. Statistical analysis was performed using a two-group comparison or multi-group comparison with q-value <0.05. Gene list enrichment analysis was performed with Enrichr on multiple database as specified in the text (29).

Chromatin Immunoprecipitation (ChIP)-sequencing. Chromatin immunoprecipitation was performed following a previously published protocol (30). Briefly, cells were crosslinked with 1% formaldehyde (Pierce, cat. no. 28906) for 10 minutes at room temperature on a horizontal rocker. Crosslinking was stopped with 2.5 M glycine. Cells were collected into 15mL conical tubes and centrifuged at 1200rpm for 5 minutes at 4°C. Cell pellets were washed in PBS two times and cell pellets were stored in -80°C until ChIP. Frozen cell pellets were resuspended in cell lysis buffer with protease inhibitors and incubated at 4°C for 10 minutes. Following centrifugation, nuclear pellets were resuspended in nuclei lysis buffer with protease inhibitors and incubated at 4°C for 10 minutes. Covaris shearing buffer was added and chromatin was sheared in microtube-500 AFA (Covaris, cat. no. 520185) using Covaris E220 Focused-Ultrasonicator with settings 5% duty, PiP 140, 15 minutes in 30 second bursts, cycles 200. Sodium chloride concentration was adjusted to 150mM and Triton-X to 1% following shearing. Pre-clearing was done with agarose beads (Cell Signaling Technology, cat. no. 9863S) for 30 minutes at 4°C on a rocker. Input was collected and stored in -20°C. Cleared lysates were incubated with 6 µg of mouse anti-TEAD4 (Abcam, cat. no. ab58310) or rabbit anti-VGLL1 antibody (Sigma Aldrich, cat. no. HPA042403-100UL) overnight at 4°C on a rocker. Agarose beads (50 µL) were added and incubated at 4°C for 1 hour on a rocker. Lysates were centrifuged at 14000rpm for 5 minutes at 4°C and washed five times. DNA-protein-antibody complexes were eluted with 0.1 M sodium bicarbonate and 1% SDS, then vortexed briefly and centrifuged at 7500rpm for 2 minutes at room temperature. Reverse crosslinking for eluted and input DNA was done with 3 µg/mL RNase A (ThermoScientific, cat. no. EN0531) and 0.3 M sodium chloride (Invitrogen, cat. no. AM9759) on a heat block at 67°C for 5 hours. Proteinase K (Invitrogen, cat. no. 100005393) was added (0.2 mg/mL) and incubated at 45°C overnight. DNA purification was performed with Monarch PCR and DNA Cleanup kit (NEB, cat. no. T1030) and submitted for library preparation and sequencing conducted at the IGM Genomics Center, University of California, San Diego, La Jolla, CA.

ChIP-seq analysis. Adapters were trimmed from reads using Trim Galore (v0.6.10) -q 20 --fastqc --paired. Trimmed reads were aligned to GRCh38 using bowtie2 (v2.4.1) with setting -p 24. samtools (v1.10) were used to sort and index bam files. Peaks were called using MACS2 (v2.2.6) callpeak with settings -f BAMPE -g 2.7e+9 -q 0.05 --keep-dup all --call-summits. DiffBind (v3.16.0) was used to find consensus peaks among replicates using minOverlapmembers = 2. BigWig files were generated with deeptools (v3.5.5) bamCoverage with settings --binSize 20 --smoothLength 60 --effectiveGenomeSize 2913022398 --normalizeUsing CPM --extendReads 150 --centerReads --scaleFactorsMethod None --minMappingQuality 30 --ignoreForNormalization chrM, then replicates were averaged using bigwigAverage with settings -bs 20. Heatmaps were generated with deeptools computeMatrix reference-point --referencePoint center -b 1000 -a 1000 -missingDataAsZero -refPointLabel 0 and visualized using plotHeatmap --kmeans 2. ChIPpeakAnno (v3.14.2) was used to annotate peaksets. Motif analysis was performed using HOMER (v5.1) findMotifsGenome.pl with -size 200. Pie charts of genomic annotations were generated with ChIPpeakAnno pie1 function and genomic element distribution gED. Genomic tracks were visualized using IGV Viewer (v2.11.7). Computationally intensive sequencing analyses were done on the San Diego Supercomputer Center (2025): Expanse through the University of California San Diego (31).

CUT&RUN-qPCR. CUT&RUN assay (Cell Signaling Technology, cat. no. 86652) was performed following manufacturer's protocol on 150,000 cells per replicate. Briefly, cells were bound to Concanavalin A Beads, permeabilized with 0.05% digitonin, and incubated on a nutator overnight with 1 µg of anti-H3K27me3 antibody

(Diagenode, cat. no. C15410195). Bound DNA was digested with pAG-MNase activated with calcium chloride and released with a 10 minute incubation without shaking at 37°C. DNA was purified with Monarch PCR & DNA cleanup kit (cat. no. T1030). Primers for qPCR on CUT&RUN samples are listed in **Suppl. Table S2**. Negative control primers targeting the ACTB promoter were purchased from ActiveMotif (cat. no. 71023). CUT&RUNqPCR data was analyzed by $2^{-\Delta\Delta CT}$ method (32). Fold enrichment was calculated relative to undifferentiated cells and statistical significance was assessed by two-way ANOVA in GraphPad Prism 10 (v10.6.0).

Supplementary Dataset S1. Differentially expressed genes of H9 hESCs treated with BMP4 or BMP4-IWP2 by bulk RNA-seq. Separate tabs contain DEGs for the following comparisons: BMP4 at d2 vs d0, BMP4 at d4 vs d0, BMP4-IWP2 at d2 vs d0, and BMP4-IWP2 at d4 vs d0.

Supplementary Dataset S2. Cell annotation based on the human embryo reference tool. Separate tabs contain annotation for 1. hESCs do0, BMP4 d2, BMP4-IWP2 d2, BMP4 d4, BMP4-IWP2 d4; 2. Scramble and shVGLL1 clones d0 and BMP4-IWP2 d4.

Supplementary Dataset S3. Differential peak analysis of H9 hESCs treated with BMP4 or BMP4-IWP2 by ATAC-seq. Separate tabs contain differential peaks for the following comparisons: BMP4 at d2 vs d0, BMP4 at d4 vs d0, BMP4-IWP2 at d2 vs d0, and BMP4-IWP2 at d4 vs d0. The last two tabs list differential peaks between BMP4 and BMP4-IWP2 at d2 and d4, respectively.

Supplementary Dataset S4. Differentially expressed genes between Scramble and shVGLL1 hESCs at d4 of BMP4-IWP2 treatment by bulk RNA-seq.

Supplementary Dataset S5. Differentially expressed genes in iVGLL1a hESCs treated with Dox or DOX-IWP2 compared to DMSO control by bulk RNA-seq. The last tab list genes concordantly regulated by VGLL1: failed to be up-regulated in shVGLL1 hESCs and up-regulated in DOX-IWP2-treated iVGLL1a hESCs.

Supplementary Dataset S6. Differential peak analysis of H9 hESCs treated with BMP4-IWP2 for 4 days by ChIP-seq for TEAD4 and VGLL1. Tabs list unique and common peaks in VGLL1 and TEAD4 ChIP-seq.

Supplementary Table S1. TE and mesoderm genes

**Mesoderm** *	**TE** **
MIXL1	EGFR
TBXT	TFAP2A
VIM	TFAP2C
LEFTY1	GATA2
SOX17	GATA3
GATA6	CDX2
MESP1	CCR7
EOMES	NR2F2
TBX6	ENPEP
LHX1	TACSTD2
FOXA2	DAB2
FGF18	KRT1
PDGFRA	ABCG2

*gene list compiled from references (33–35)

** gene list compiled from references (13, 36)

Supplementary Table S2. Primer list

qRT-PCR

**Primers**	**Forward**	**Reverse**
18S	CGCCGCTAGAGGTGAAATTCT	CGAACCTCCGACTTTCGTTCT
ASCL2	CACTGCTGGCAAACGGAGAC	AAAACTCCAGATAGTGGGGGC
CDX2	TTCACCTACAGTCGCTACATCACC	TTGATTTTCCTCTCCTTTGCTC
DNMT3L	TTCTGGATGTTCTGTGGACAA	ACATCTGGGATGGTGACTGG
DPPA5	TGAAAGATCCAGAGGTGTTC	ACTGGTTCACTTCATCCAAG
EGFR	CTAAGATCCCGTCCATCGCC	GGAGCCCAGCACTTTGATCT
ELF5	AGTCTGCACTGACATTTTCTCATC	CAGAAGTCCTAGGGGCAGTC
ENPEP	TCCCAAAGAATACGGAGCACT	TCATGGGGACAGACTTCTCAA
EOMES	TGCCTACCAAAACACCGATATTAC	GGAGAATCCGTGGGAGATGG
FST	GCTGCTCTGCCAGTTCATGG	CGTTCTTCGCTTGACGGAGC
GATA2	CCTGTAGTTCCTGCCCCCTCT	AGCTGCCGACTCCCAGA
GATA3	AGGGACGTCCTGTGCGAACT	GGTCTGGATGCCTTCTTCTTCA
GATA6	TCTACAGCAAGATGAACGGCC	AGGTGGAAGTTGGAGTCATGG
GCM1	TTTTTCCAGTCAAAGGGAGAGCA	AGGAAGGTGCTGTGTTCACTT
KLF17	CTGCCTGAGCGTGGTATGAG	TCATCCGGGAAGGAGTGAGA
LEF1	TTATCCAGGCTGGTCTGCAA	AGGCAGCTGTCATTCTTGGA
LGR5	GGATGTTGCTCAGGGTGGACT	ATTCGGGAGCAGCTGACTGA
NANOG	CCTATGCCTGTGATTTGTGG	CTTTGGGACTGGTGGGAAGAA
NR2F2	GCCATAGTCCTGTTACCTCA	AATCTCGTCGGCTGGTTG
POU5F1	TGGGCTCGAGAAGGATGTG	GCATAGTCGCTGCTTGATCG
SOX1	CTCACTTTCCTCCGCGTTGCT	TGCCCTGGTCTTTGTCCTTCA
TBXT	AGTTGAGGACAGCAGGTTTTA	GCTGATTGTCTTTGGCTACT
TFAP2A	GTTACCCTGCTCACATCACTAG	TCTTGTCACTTGCTCATTGGG
TFAP2C	GAAGAGGACTGCGAGGATCG	GCTGATATTCGGCGACTCCA
TP63	CTGGAAAACAATGCCCAGA	AGAGAGCATCGAAGGTGGAG
VGLL1	CTCCCGGCTCAGTTCACTATAA	CCCAGTGGTTTGGTGGTGTA
WNT5B	CCAACCTCCTGGTGGTCATTAGC	TGGGCACCGATGATAAACATC

ChIP/CUT&RUN-qPCR

**Primers**	**Forward**	**Reverse**
EGFR 5'UTR	TAAGTGCCCAGAAGAGCAACA	GCAGGTGAGGTTGGAATGCT
GATA3 5'UTR	GGCGCCGTCTTGATACTTT	TCTCTCTCTCTCCCTCTCTCAG
GATA3 dist enh	GAATCCTGTCTCCACAGCG	GGTTGGGGGAGAGAACAAGC

SI References

1. C. Zhao, *et al.*, A comprehensive human embryo reference tool using single-cell RNA-sequencing data. *Nat. Methods* | **22**, 193–206 (2025).
2. L. Yan, *et al.*, Single-cell RNA-Seq profiling of human preimplantation embryos and embryonic stem cells. *Nat. Publ. Gr.* (2013). <https://doi.org/10.1038/nsmb.2660>.
3. P. Blakeley, *et al.*, Defining the three cell lineages of the human blastocyst by single-cell RNA-seq (Development, (2015) 142, 3151–3165). *Dev.* **142**, 3613 (2015).
4. V. C. Cheung, *et al.*, Current Strategies of Modeling Human Trophoblast Using Human Pluripotent Stem Cells in vitro. *Curr. Protoc.* **3**, e875 (2023).
5. F. Soncin, *et al.*, Comparative analysis of mouse and human placentae across gestation reveals species-specific regulators of placental development. *Dev.* **145** (2018).
6. J. G. Doench, *et al.*, Optimized sgRNA design to maximize activity and minimize off-target effects of CRISPR-Cas9. *Nat. Biotechnol.* **34**, 184–191 (2016).
7. J. Vad-Nielsen, L. Lin, L. Bolund, A. L. Nielsen, Y. Luo, Golden Gate Assembly of CRISPR gRNA expression array for simultaneously targeting multiple genes. *Cell. Mol. Life Sci.* **73**, 4315–4325 (2016).
8. A. Bertero, *et al.*, Optimized inducible shRNA and CRISPR/Cas9 platforms for in vitro studies of human development using hPSCs. *Development* **143**, 4405–4418 (2016).
9. D. Horst, *et al.*, Differential WNT activity in colorectal cancer confers limited tumorigenic potential and is regulated by MAPK signaling. *Cancer Res.* **72**, 1547–1556 (2012).
10. G. Guo, *et al.*, Epigenetic resetting of human pluripotency. *Development* **144**, 2748–2763 (2017).
11. N. Bredenkamp, *et al.*, Wnt Inhibition Facilitates RNA-Mediated Reprogramming of Human Somatic Cells to Naive Pluripotency. *Stem Cell Reports* **13**, 1083–1098 (2019).
12. P. J. Rugg-Gunn, Induction of Human Naïve Pluripotency Using Chemical Resetting. *Methods Mol. Biol.* **2416**, 29–37 (2022).
13. S. Io, *et al.*, Capturing human trophoblast development with naive pluripotent stem cells in vitro. *Cell Stem Cell* **28**, 1023–1039.e13 (2021).
14. H. Okae, *et al.*, Derivation of Human Trophoblast Stem Cells. *Cell Stem Cell* **22**, 50–63.e6 (2018).
15. F. Soncin, *et al.*, Derivation of functional trophoblast stem cells from primed human pluripotent stem cells. *Stem Cell Reports* **17**, 1303–1317 (2022).
16. M. Horii, T. Bui, O. Touma, H. Y. Cho, M. M. Parast, An Improved Two-Step Protocol for Trophoblast Differentiation of Human Pluripotent Stem Cells. *Curr. Protoc. Stem Cell Biol.* **50**, 1–21 (2019).
17. C. Gerri, *et al.*, Initiation of a conserved trophoderm program in human, cow and mouse embryos. *Nature* **587**, 443–447 (2020).
18. F. C. Grandi, H. Modi, L. Kampman, M. R. Corces, Chromatin accessibility profiling by ATAC-seq. <https://doi.org/10.1038/s41596-022-00692-9>.
19. F. Ramírez, *et al.*, deepTools2: a next generation web server for deep-sequencing data analysis. *Nucleic Acids Res.* **44**, W160–W165 (2016).
20. D. R. Zerbino, N. Johnson, T. Juettemann, S. P. Wilder, P. Flicek, WiggleTools: parallel processing of large collections of genome-wide datasets for visualization and statistical analysis. *Bioinformatics* **30**, 1008–1009 (2014).
21. L. J. Zhu, *et al.*, ChIPpeakAnno: a Bioconductor package to annotate ChIP-seq and ChIP-chip data. *BMC Bioinformatics* **11** (2010).
22. Y. Chen, L. Chen, A. T. L. Lun, P. L. Baldoni, G. K. Smyth, edgeR v4: powerful differential analysis of sequencing data with expanded functionality and improved support for small counts and larger datasets. *Nucleic Acids Res.* **53**, 13–14 (2025).
23. C. W. Law, Y. Chen, W. Shi, G. K. Smyth, Voom: Precision weights unlock linear model analysis tools for RNA-seq read counts. *Genome Biol.* **15**, 1–17 (2014).
24. S. Heinz, *et al.*, Simple combinations of lineage-determining transcription factors prime cis-regulatory elements required for macrophage and B cell identities. *Mol. Cell* **38**, 576–589 (2010).
25. T. D. Schmittgen, K. J. Livak, Analyzing real-time PCR data by the comparative CT method. *Nat. Protoc.*

- 3, 1101–1108 (2008).
26. R. Morey, *et al.*, Transcriptomic Drivers of Differentiation, Maturation, and Polyploidy in Human Extravillous Trophoblast. *Front. Cell Dev. Biol.* **9** (2021).
27. A. Dobin, *et al.*, STAR: ultrafast universal RNA-seq aligner. *Bioinformatics* **29**, 15–21 (2013).
28. M. I. Love, W. Huber, S. Anders, Moderated estimation of fold change and dispersion for RNA-seq data with DESeq2. *Genome Biol.* **15** (2014).
29. E. Y. Chen, *et al.*, Enrichr: interactive and collaborative HTML5 gene list enrichment analysis tool. *BMC Bioinformatics* **14** (2013).
30. B. Saha, *et al.*, TEAD4 ensures postimplantation development by promoting trophoblast self-renewal: An implication in early human pregnancy loss. *Proc. Natl. Acad. Sci. U. S. A.* **117**, 17864–17875 (2020).
31. S. Strande, *et al.*, Expanse: Computing without Boundaries: Architecture, Deployment, and Early Operations Experiences of a Supercomputer Designed for the Rapid Evolution in Science and Engineering. *ACM Int. Conf. Proceeding Ser.* (2021). <https://doi.org/10.1145/3437359.3465588>.
32. A. Panday, R. Elango, N. A. Willis, R. Scully, A modified CUT&RUN-seq technique for qPCR analysis of chromatin-protein interactions. *STAR Protoc.* **3**, 101529 (2022).
33. R. M. Karvas, *et al.*, 3D-cultured blastoids model human embryogenesis from pre-implantation to early gastrulation stages. *Cell Stem Cell* **30**, 1148-1165.e7 (2023).
34. K. M. M. Loh, *et al.*, Mapping the Pairwise Choices Leading from Pluripotency to Human Bone, Heart, and Other Mesoderm Cell Types. *Cell* **166**, 451–467 (2016).
35. J. Zhai, *et al.*, Primate gastrulation and early organogenesis at single-cell resolution. *Nature* **612**, 732–738 (2022).
36. G. Guo, *et al.*, Human naive epiblast cells possess unrestricted lineage potential. *Cell Stem Cell* **28**, 1040-1056.e6 (2021).

How the deposited data were processed for this re-analysis (not part of the article)

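RNA was measured in 18 libraries of H9 (WA09) hESCs. There were 6 at day 0 and 3 in each of BMP4 day 2, BMP4 day 4, BMP4/IWP2 day 2 and BMP4/IWP2 day 4, with 10 ng/mL BMP4 and 2 µM IWP2. Conditions were taken from the sample labels, which call day 0 a DMSO vehicle control, whereas Fig. 1E labels it as cells in mTeSR Plus. The replicate numbers do not pair libraries across groups, and nothing says whether replicates came from separate cultures.

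The raw read counts were made by the authors, who aligned the reads of rRNA-depleted total RNA with STAR 2.7.9a to GRCh38 and counted them per Ensembl gene with featureCounts (Subread 2.0.6), without a filter, for 63186 genes. The strand setting of the counting is not stated. The authors also state that samples of lower quality were eliminated, without naming the experiment. The normalized signal values were deposited by the authors as raw counts divided by a DESeq2 size factor per library (DESeq2 1.46.0, R 4.4.0 by the sample notes), after removal of genes without at least 10 reads in at least 3 libraries. Checked against the raw table, the normalized values deviate from counts over a constant by at most 5e-10 in relative terms, and the filter gives the same 24177 genes, with 39009 removed.

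All results were computed from the raw counts of the 24177 genes with R 4.3.3, edgeR 4.0.16, limma 3.58.1 and DESeq2 1.42.0. Library sizes were scaled by TMM, the 18 libraries were fitted in a single robust quasi-likelihood model of edgeR with a mean for each group, and contrasts were tested between each treated group and day 0, between the treatments at each day, between the days of each treatment, and for the change of the treatment difference from day 2 to day 4. The p-values were adjusted by Benjamini and Hochberg, and a gene was called at an adjusted p under 0.05 and more than 2-fold in either direction. The standard error (SE) of a log2 fold change was derived from its F statistic. Day 0 replicates 1 to 3 were compared with 4 to 6 in a fit of the day 0 libraries alone. Log2 CPM used a prior count of 2, and principal components used the 500 most variable genes. TMM left the median log2 fold change of all genes within 0.0385 of 0 in the comparisons with day 0, and scaling by total counts moves it to between -0.309 and -0.255 there, so every change is relative to the TMM scale.

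Where a group had no read of a gene, the fold is a lower bound against a floor of 3 counts over the group. With 1 to 3 counts the ratio is given with a 95% Poisson interval. The median total of 36803042 counts per library leaves genes below about 1 CPM with few reads, and their folds are imprecise.

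Gene symbols were available for 19967 tested genes, 17407 from the deposited table and 2560 from a gene name table. Positions and exon overlaps come from GENCODE 44, whereas the paper names GENCODE 45. The 31 gene lists were written before the data were examined, from the paper or from textbook knowledge. They are primed pluripotency, TEtra factors, TE genes (Table S1), mesoderm genes (Table S1), trophoblast progenitor, syncytiotrophoblast and extravillous trophoblast markers, primitive streak and nascent mesoderm, lateral and extraembryonic mesoderm, endoderm and hypoblast, amnion, neural ectoderm, neural crest, primordial germ cell, endothelium and blood, WNT ligands, WNT receptors and coreceptors, canonical WNT targets and feedback genes, BMP targets, HIPPO and TEAD genes, DNA methylation enzymes, histone lysine demethylases, histone deacetylases, histone lysine methyltransferases, histone acetyltransferases, extracellular matrix and integrins, epithelial genes, mesenchymal transition genes, proliferation, p53 targets and stress, and mitochondrial transcripts. Lists were tested with camera at a preset correlation of 0.01, adjusted over the 31 lists, and again with a correlation estimated from the data. A list score is the mean over its tested genes of log2 CPM minus the day 0 mean. WNT genes among genes up only with BMP4 were counted with a one-sided Fisher's exact test over the genes with a symbol.

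Genes were named by a rule set before the data were examined. It takes every gene the paper names, the 10 largest called changes per direction and comparison among genes with a symbol, at least 5 CPM in the higher group and no overlap between the libraries of the groups, and up to 4 members per list with the highest mean CPM. The top entries of Dataset S1, with HAND1 and DLX genes, had been seen before the rule was written.

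The procedure was tested on simulated data. Of 100 genes changed by 1.5 on the log2 scale, edgeR recovered 92 with 5 false calls in a design like BMP4 day 2 against day 0. It recovered 88 with 7 false calls in a design like BMP4 against BMP4/IWP2 at day 4. The changed genes were drawn only from genes with enough expected reads, so the recovery does not cover genes with few reads. Day 0 was simulated as a single group, without the difference between the day 0 sets. The alternatives were DESeq2, RLE factors, no filter or a CPM filter, no fold threshold or a test against 2-fold, a fit of only the groups compared, subsets and splits of the day 0 libraries, the day 0 set difference taken out of the comparisons between treatments (BMP4 less replicates 1 to 3 minus BMP4/IWP2 less replicates 4 to 6, chosen after the values were seen), a replicate block, other list tests, another prior count, and leaving out each library in turn. The pathway databases, the embryo reference tool, and the chromatin, imaging and perturbation data were not used here.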

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

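The tests of an outlying BMP4 day 4 library, of the day 0 sets as a cause of treatment-only calls, and of the endoderm list with the day 0 set difference taken out were chosen after the result was seen, and the other tests of this part were planned before it.

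Among 59 values at day 0 with 6 libraries each, 3 held a library far from the others. These were TP63 at 0.328 CPM in replicate 2, KDM4B at 68.4 CPM in replicate 4, and the trophoblast progenitor list score at -0.129 in replicate 1. Chance gives such a library in about 1 of 20 groups, or 3 of 59.

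The BMP4 over BMP4/IWP2 difference changed from day 2 to day 4 by a test of the change itself (edgeR) in 1689 genes upward and 1677 downward. Of the genes the paper names, the log2 change was 2.16 for NANOG, -2.57 for POU5F1, -3.23 for SOX2, -1.30 for GATA2, -2.82 for TFAP2A, -1.38 for TFAP2C, -1.52 for ENPEP, -1.03 for VGLL1, -3.25 for TP63, -6.58 for EOMES, -2.20 for TBX6, -2.15 for TACSTD2, -3.48 for CDX2, -1.30 for TET1, -1.03 for KDM6B, -2.65 for LEF1 and -3.27 for WNT5B. Those of VGLL1 and KDM6B sit at the 2-fold threshold. Without a filter they were -0.9986 and -0.9963 and no longer called. The VGLL1 call was also lost without BMP4 day 2 replicate 2 (-0.98), BMP4/IWP2 day 2 replicate 2 (-0.80), BMP4 day 4 replicate 3 (-0.95), or BMP4/IWP2 day 4 replicate 1 (-0.9962) or 3 (-0.99), and the KDM6B call without BMP4/IWP2 day 2 replicate 1 (-0.99).

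At BMP4 day 4 several genes the paper does not discuss stood above day 0. Mean CPM was 1996 for GABRP, 482.5 for VTCN1, 146.6 for ISL1 and 2496 for IGFBP3 among amnion markers, 3.952 for HNF4A, 2.748 for HNF1B, 1.722 for FOXA1 and 15.79 for APOA1 among endoderm and hypoblast genes, and 1321 for COL3A1, 9.893 for POSTN, 794.6 for LUM and 1507 for HAND1 among lateral and extraembryonic mesoderm genes. Of these, VTCN1, ISL1, HNF4A, HNF1B, FOXA1, APOA1 and POSTN were chosen after their values were seen.

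The day 0 libraries fell into replicates 1 to 3 and 4 to 6, with 1511 genes called between them. Depth alone would have to lose the calls, yet 1310 of them were still called after thinning to the smallest day 0 library. Mitochondrial reads made up 1.43% to 1.99% of the counts in replicates 1 to 3 and 0.629% to 0.855% in 4 to 6, with 6 of 13 mitochondrial transcripts called higher in 1 to 3, and 38.9% of the genes higher there had no symbol against 14.4% of all tested. Leaving out mitochondrial genes kept the count at 1510, and taking out each library's trend on GC content or gene length left 1543 and 1451. The labels name no batch or condition that parts these libraries. The index numbers in the library names, however, put replicates 1 to 3 and 4 to 6 in separate blocks. They also keep the libraries of BMP4 alone apart from those of BMP4/IWP2, without naming a run. No biological explanation was tested, and a difference in sample quality or between runs stays open. The 10 splits are too few for a share under 0.05, with 1511 genes in the real split and 0 in the highest other.

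Genes called up with only 1 treatment often failed the direct test between treatments. Of these genes 96.8% had a log2 fold change above 0 in the other treatment, but a gene past 2-fold whose direct difference is under 2-fold lies above 0 there by selection, so this decides nothing. With a single day 0 set for both treatments 2206 remained in the smaller case, but this keeps any run difference that a treatment shares with its own set, so the day 0 sets as a cause stay open as well.

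Endoderm and hypoblast genes were higher with BMP4 than with BMP4/IWP2 at day 4. The lowest BMP4 list score lay 3.27 above the highest BMP4/IWP2 score, which argues against an outlying library. After thinning to the smallest of the 6 libraries 11 of the 12 higher members were still called, and 12 of 12 without the 50 genes of largest count. With the day 0 set difference taken out the list still passed (adjusted p = 1.3e-06), which argues against an additive run difference between the treatments and their day 0 sets as the whole cause. Endoderm was 1 of 16 lists past the test between treatments at day 4. An effect of WNT inhibition, which the design names, stays open and may be weighed as a hypothesis, and a change in the share of some cells was not tested.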

How the results depend on the processing

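The splits of the day 0 libraries with DESeq2, those for tests other than the overlaps, and the day 0 set difference taken out were chosen after the result was seen. Of 860 results for named genes 502 were called, 464 of these in every alternative and 38 not in some, and 62 others were called in some. The WNT odds ratio at day 2 stayed past its test (5.61 to 11.1) and that at day 4 did not reach it (0.78 to 2.53). Depth limits genes under about 1 CPM. Counts are listed below where they moved past a fixed ratio from the main fit, and counts not listed moved less. For the changes below the cause was not tested, except that a dropped or stricter threshold, a filter or fewer libraries alters counts by construction.

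Without a fold threshold the genes higher and lower were 6775 and 7168 at BMP4 day 2, 6925 and 7634 at BMP4/IWP2 day 2, 7993 and 8220 at BMP4 day 4, 7699 and 8216 at BMP4/IWP2 day 4, 4485 and 3907 between treatments at day 2, 4500 and 3820 at day 4, 5296 and 5607 from day 2 to day 4 of BMP4, 4042 and 4609 of BMP4/IWP2, 2989 and 3242 for the change of the difference, and 3293 and 3188 between the day 0 sets. Tested against 2-fold they were 2516 lower at BMP4 day 2, 2112 higher at BMP4/IWP2 day 2, 1205 and 745 between treatments at day 2, 1152 and 657 at day 4, 1618 and 1698 from day 2 to day 4 of BMP4, 1170 and 1397 of BMP4/IWP2, 756 and 895 for the change of the difference, and 131 and 32 between the day 0 sets. With the CPM filter the day 0 sets gave 677 and 231, BMP4-only genes at day 4 were 945, and BMP4/IWP2-only genes 920 at day 2 and 651 at day 4. Without a filter BMP4-only genes at day 4 were 2307.

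With day 0 replicates 4-6 for BMP4 and 1-3 for BMP4/IWP2, BMP4-only genes were 2104 at day 2 and 2386 at day 4 (DESeq2 1982 and 2379). With the reverse split BMP4/IWP2-only genes were 2395 and 2081 (DESeq2 2174 and 1967). With the day 0 set difference taken out of the comparisons between treatments, the lower genes were 2666 at day 2 and 2464 at day 4, the lists past the test at day 4 were 9, and the BMP4/IWP2-only genes past the direct test at day 4 were 495. Of named genes called in either setting, signs reversed for MT-CO1 (-1.04) and WNT5B (1.03) at day 4 and WNT6 (-1.38) at day 2, and for amnion markers at day 4 (adjusted p = 0.849) and lateral and extraembryonic mesoderm at day 2 (adjusted p = 0.823). By fry the lists past the test were 29 at BMP4 day 2, 28 at BMP4 day 4, 26 at BMP4/IWP2 day 2, 24 at BMP4/IWP2 day 4, 26 between treatments at day 4, and 25 and 26 from day 2 to day 4 of BMP4 and BMP4/IWP2. With an estimated correlation they were 8 from day 2 to day 4 of BMP4, 9 between treatments at day 4 and 12 for the change of the difference.

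The first and second components held 66.8% and 16.5% with day 0 replicates 1-3 only, 66.6% and 16.9% with 4-6 only, and 55.7% and 17.3% over all tested genes, and 72.4% to 78.2% and 10.3% to 14.1% leaving out each library. The genes lower between the day 0 sets ranged from 262 to 722, the highest without day 0 replicate 1. List scores near 0 changed sign for histone lysine demethylases at BMP4/IWP2 day 4 (0.00314 with day 0 replicates 1-3 only), mitochondrial transcripts at BMP4 day 2 (-0.0089, same setting) and proliferation at BMP4/IWP2 day 2 (-0.0015 with RLE factors, -0.000363 with day 0 replicates 1-3 only, and -0.0384 to 0.0532 leaving out each library, the lowest without day 0 replicate 1). EOMES at BMP4 day 4 was at -0.90 and no longer called with a replicate block, nor with only the groups compared (-0.97), day 0 replicates 1-3 only (-0.94), the split with 1-3 for BMP4 (-0.94, DESeq2 -0.97), or without day 0 replicate 2, 4 or 5 or BMP4 day 4 replicate 2 or 3 (-1.03 to -0.56).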

Differences from the paper's values

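The values here set both treatments against the same 6 day 0 libraries. At day 2 the fold changes of Dataset S1 lay nearer those against day 0 replicates 1-3 for 99.1% of 1916 genes with BMP4, and nearer those against 4-6 for 98.5% of 1804 genes with BMP4/IWP2, so the control groups are not alike.

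The number of genes up with BMP4/IWP2 only at day 2 is about 2300 in the paper (Fig. S1B, read by eye) and 1446 here. For such counts, within reach means inside a fixed ratio to the paper's value. Of the alternatives set before the data were examined, no filter, day 0 replicates 4-6 only, and day 0 replicates 1-3 for BMP4 with 4-6 for BMP4/IWP2 came within reach. DESeq2, RLE factors, the CPM filter, only the groups compared, day 0 replicates 1-3 only, the replicate block and the reverse split did not, and 1 of 18 fits leaving out a library did. At day 4 the paper has about 2000 (Fig. S1C, read by eye) and 1014 were found here. No filter and the split with 1-3 for BMP4 came within reach, and the others named, with day 0 replicates 4-6 only and all 18 fits leaving out a library, did not.

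A fold change is listed here where it lay further from Dataset S1 than the larger SD of log2 CPM within the groups compared. Alternatives within reach lay inside that SD. WNT5B was left out because of its wide SD of 0.909. Its log2 fold change is 5.76 in Dataset S1 and 4.98 here at BMP4 day 2, and 2.65 and 1.87 at BMP4 day 4. The log2 fold change of EGFR at BMP4/IWP2 day 2 is 2.23 in the paper's Dataset S1 and 2.44 here. DESeq2, RLE factors, no filter, day 0 replicates 4-6 only and the split with 1-3 for BMP4 came within reach. The CPM filter, only the groups compared, day 0 replicates 1-3 only, the replicate block and the reverse split did not. That of CDX2 is 5.69 in the paper and 4.39 here at BMP4/IWP2 day 2, and 8.59 in the paper and 7.28 here at BMP4/IWP2 day 4. Both came within reach with day 0 replicates 4-6 only and with the split with 1-3 for BMP4. They did not with DESeq2, RLE factors, no filter, the CPM filter, day 0 replicates 1-3 only, the replicate block or the reverse split, nor at day 4 with only the groups compared. DESeq2 with the split of 1-3 for BMP4, chosen after the values were seen, also reached all 3 of these fold changes.

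The paper describes 3 mesoderm markers as raised by BMP4 at day 2 and as falling by day 4 to levels comparable with those under IWP2. EOMES and TBXT rose at day 2 here, and TBX6 did not pass 2-fold (log2 fold change 0.59). All 3 fell from day 2 to day 4 of BMP4. At day 4 EOMES did not pass the test between treatments, except without BMP4 day 4 replicate 1 (-1.72). TBXT was at least 40.7-fold higher with BMP4. TBX6 was higher by 1.02, a call lost without BMP4 day 4 replicate 2 (0.88) or BMP4/IWP2 day 4 replicate 3 (0.89). The paper names POU5F1 among genes lowered by both treatments, without a day. It passed at day 4 and stayed within 2-fold at day 2 (-0.33 and -0.34), whereas NANOG and SOX2 passed at both. The paper reports DNMT3A as lowered at day 2, and it was lower by adjusted p but within 2-fold (-0.34 with BMP4 and -0.37 with BMP4/IWP2). The paper describes a change from TET1 to TET2. TET2 rose in every treated group, while TET1 stayed within 2-fold of day 0 (0.02 to -0.91). Within that limit TET1 lay below every day 0 library at BMP4/IWP2 day 2 and in both groups of day 4 (exact two-sided permutation test, p = 0.0119 each). The paper names 3 histone demethylases as raised. KDM6B rose with BMP4 at both days and KDM4B at day 4, and KDM1B passed at BMP4 day 4 (1.01), with KDM4B and KDM1B within 2-fold at day 2.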

Other observations

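Amnion markers rose with both treatments. At BMP4 day 2 all 12 were higher, at BMP4/IWP2 day 2 10, at BMP4 day 4 11 and at BMP4/IWP2 day 4 12, with none lower (camera, adjusted p = 1.53e-54, 7e-21, 2.86e-48 and 6.53e-50, all held with an estimated correlation). GABRP, a GABA receptor subunit of amnion, was at 707 ± 51.7 CPM (SD, n = 3) at BMP4/IWP2 day 4 from 8.97 ± 1.85 (n = 6) at day 0. Between treatments 9 were higher and none lower with BMP4 at day 2, and 7 and 1 at day 4 (adjusted p = 1.1e-27 and 5.46e-05, held, and adjusted p = 0.849 at day 4 with the day 0 set difference taken out). Amnion and trophoblast share several of these genes. Of 22 lateral and extraembryonic mesoderm genes, 17 were higher and 1 lower at BMP4 day 2, 13 and 2 at BMP4/IWP2 day 2, 21 and 0 at BMP4 day 4, and 18 and 2 at BMP4/IWP2 day 4 (adjusted p = 1.72e-42, 5.77e-24, 3.47e-51 and 4.73e-35, held). COL3A1, a fibrillar collagen gene, was at 50.4 ± 5.01 CPM at BMP4/IWP2 day 4. Between treatments 11 were higher and 4 lower with BMP4 at day 2 (12 when adjusted over the list alone) and 13 and 1 at day 4 (adjusted p = 4.59e-10 and 5.34e-20, held, and adjusted p = 0.823 at day 2 with the day 0 set difference taken out).

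All 16 BMP targets rose at BMP4 day 2 and at BMP4/IWP2 day 4, 15 at BMP4/IWP2 day 2, and 14 with 1 lower at BMP4 day 4 (adjusted p = 9.82e-53, 2.61e-36, 3.21e-41 and 7.09e-24, held). ID1, an inhibitor of helix-loop-helix factors, was at 1083 ± 52.9 CPM at BMP4 day 2 and 956 ± 55.2 at BMP4/IWP2 day 2. Of 20 HIPPO and TEAD genes, 9 were higher and 1 lower, 9 and 0, 10 and 3, and 10 and 2, in the order BMP4 day 2, BMP4/IWP2 day 2, BMP4 day 4 and BMP4/IWP2 day 4 (adjusted p = 1.91e-10, 1.13e-10, 5.44e-08 and 6.91e-11, held). AMOT, a scaffold that binds YAP1, was at 1538 ± 70.3 CPM at BMP4 day 4 and 1343 ± 4.2 at BMP4/IWP2 day 4, from 33.6 ± 2.40 at day 0. SERPINE1, a plasminogen activator inhibitor, was at 2855 ± 129 CPM at BMP4/IWP2 day 2 against 53.7 ± 3.1 at BMP4 day 2.

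In the same order, 51 extracellular matrix and integrin genes had 21 higher and 7 lower, 28 and 4, 32 and 7, and 27 and 9 (adjusted p = 4.42e-10, 5.91e-18, 4.27e-13 and 7.49e-11, held). The 20 epithelial genes had 13 and 0, 8 and 1, 12 and 1, and 15 and 0 (adjusted p = 3.94e-22, 1.17e-05, 6.05e-09 and 1.08e-16, held except for BMP4/IWP2 day 2, adjusted p = 0.0585 with an estimated correlation). The 14 mesenchymal transition genes had 10 and 0, 8 and 0, 12 and 1, and 9 and 1 (adjusted p = 1.49e-13, 1.78e-17, 1.22e-16 and 4.9e-13, held). The 22 proliferation genes had 1 and 0, 2 and 0, 0 and 6, and 1 and 1 (adjusted p = 0.662, 0.895, 0.0013 and 0.784, with adjusted p = 0.255 for BMP4 day 4 with an estimated correlation). The 18 p53 and stress genes had 6 and 4, 7 and 0, 6 and 4, and 7 and 4 (adjusted p = 0.22, 0.0106, 0.845 and 0.368, with adjusted p = 0.0585 for BMP4/IWP2 day 2 with an estimated correlation). The 13 mitochondrial transcripts had none called except 1 higher at BMP4/IWP2 day 4, and none as a set (lowest adjusted p = 0.563). Of 9 tested neural ectoderm genes 3 and 0, 3 and 1, 1 and 2, and 3 and 2 were called, of 10 neural crest genes 5 and 3, 2 and 4, 4 and 5, and 4 and 5, of 10 primordial germ cell genes 5 and 3, 3 and 4, 4 and 5, and 5 and 4, and of 10 endothelium and blood genes 4 and 4, 3 and 3, 3 and 3, and 3 and 5. Of these 4 lists only the primordial germ cell genes at BMP4 day 2 passed as a set (adjusted p = 0.00397, held), and medians and means differ in sign in several of the others. Adjusted over each list alone, the counts differ by at most 1.

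The test of the day 0 sets against Dataset S1 was planned before its result was seen. The paper counts more genes up with BMP4/IWP2 than with BMP4 at day 2, and a candidate explanation is that each treatment was compared with its own 3 day 0 libraries. The BMP4/IWP2 day 2 log2 fold changes of Dataset S1 lay at a median distance of 0.0108 from those computed against day 0 replicates 4 to 6, 0.845 from those against 1 to 3 and 0.449 from those against all 6. For BMP4 day 2 the distances were 0.497, 0.00353 and 0.243. The labels do not say which day 0 libraries belong to which treatment.

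The splits used a separate fit of only the libraries compared, with 19752 to 23061 genes tested, so their real counts differ from those of the fit of all 18 libraries. Other splits of the same libraries into groups of equal size gave fewer called genes than the real groups in the 4 comparisons with day 0. The real counts were 6551, 7149, 9131 and 8555 against 875, 909, 586 and 670 in the highest of the other 83 splits, in the order above. That is 1 of 84 splits each, a share of 0.0119, the smallest that 84 splits can give. Every other split joins treated and day 0 libraries in at least 1 group, which widens the spread there. Their low counts are thus partly built in, and chance is not excluded by them. The highest other split set day 0 replicates 4 to 6 apart each time, which points to the structure of the day 0 libraries. For numbers of lists, 8, 19, 1 and 36 of 84 splits gave as many. At BMP4 day 4 the real groups led by 1 list (19 against 18), and in the others they did not lead (19 against 22, 14 against 15 and 14 against 16). Splits that part the treated libraries unevenly still hold some of the treatment effect. The number of lists thus says little about the grouping. For the comparisons with 10 splits these are too few for a share under 0.05. Called genes and the highest other were 3771 and 0 between treatments at day 2, 3583 and 0 at day 4, 5168 and 0 from day 2 to day 4 of BMP4 and 4066 and 0 of BMP4/IWP2, and lists were 18 and 6, 19 and 9, 16 and 10, and 10 and 6.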
